# Metabolic Rearrangements Causing Elevated Proline and Polyhydroxybutyrate Accumulation During the Osmotic Adaptation Response of *Bacillus megaterium*

**DOI:** 10.3389/fbioe.2020.00047

**Published:** 2020-02-21

**Authors:** Thibault Godard, Daniela Zühlke, Georg Richter, Melanie Wall, Manfred Rohde, Katharina Riedel, Ignacio Poblete-Castro, Rainer Krull, Rebekka Biedendieck

**Keywords:** *Bacillus megaterium*, osmotic stress adaptation, transcriptomics, proteomics, flux analysis, proline, polyhydroxybutyrate (PHB)

## Abstract

For many years now, *Bacillus megaterium* serves as a microbial workhorse for the high-level production of recombinant proteins in the g/L-scale. However, efficient and stable production processes require the knowledge of the molecular adaptation strategies of the host organism to establish optimal environmental conditions. Here, we interrogated the osmotic stress response of *B. megaterium* using transcriptome, proteome, metabolome, and fluxome analyses. An initial transient adaptation consisted of potassium import and glutamate counterion synthesis. The massive synthesis of the compatible solute proline constituted the second longterm adaptation process. Several stress response enzymes involved in iron scavenging and reactive oxygen species (ROS) fighting proteins showed higher levels under prolonged osmotic stress induced by 1.8 M NaCl. At the same time, the downregulation of the expression of genes of the upper part of glycolysis resulted in the activation of the pentose phosphate pathway (PPP), generating an oversupply of NADPH. The increased production of lactate accompanied by the reduction of acetate secretion partially compensate for the unbalanced (NADH/NAD^+^) ratio. Besides, the tricarboxylic acid cycle (TCA) mainly supplies the produced NADH, as indicated by the higher mRNA and protein levels of involved enzymes, and further confirmed by ^13^C flux analyses. As a consequence of the metabolic flux toward acetyl-CoA and the generation of an excess of NADPH, *B. megaterium* redirected the produced acetyl-CoA toward the polyhydroxybutyrate (PHB) biosynthetic pathway accumulating around 30% of the cell dry weight (CDW) as PHB. This direct relation between osmotic stress and intracellular PHB content has been evidenced for the first time, thus opening new avenues for synthesizing this valuable biopolymer using varying salt concentrations under non-limiting nutrient conditions.

## Introduction

*Bacillus megaterium* is a big rod-shaped Gram-positive soil bacterium that has been used industrially for decades and whose product portfolio is continuously growing. It includes enzymes such as α- and β-amylases, penicillin G acylase, xylanase, hydrolases, glycosyltransferases, and cytochrome monooxygenases (Vary et al., 2007; Korneli et al., 2013; Lakowitz et al., 2017; Mayer et al., 2019). The bacterium displays several important biotechnological features such as its non-pathogenic character, broad substrate spectrum, high plasmid stability, and high secretion capacity for proteins. The development of efficient expression vectors has driven the emergence of *B. megaterium* as a significant industrial workhorse for recombinant protein production (Rygus and Hillen, 1991; Biedendieck et al., 2007b; Stammen et al., 2010; Biedendieck, 2016). Nevertheless, the limited knowledge of its metabolic adaptation strategies still restricts the detection of corresponding bottlenecks during protein production. However, the recent sequencing of the complete genome of different *B. megaterium* strains and the fast development of related omics-techniques have laid the foundations for an in-depth analysis from gene expression to metabolic fluxes, and opened up new possibilities toward its rational genetic engineering (Biedendieck et al., 2011; Eppinger et al., 2011; Liu et al., 2011; Johnson et al., 2015; Freedman et al., 2018).

Fluctuation in water potential is one of the typical issues with whom bacterial cells have to cope in both their natural environment, during drought and rainy periods, and in industrial bioreactors in which fed substrate, expected product and side-product concentrations are particularly high (Schweder et al., 1999). In the latter case, increased medium osmolarity generates a substantial water efflux from cells, which eventually leads to a reduction of overall bacterial performance through cell dehydration and related impaired metabolism and growth (Korber et al., 1996; Kempf and Bremer, 1998). As water is essential for almost every cellular process from gene translation to protein folding processing, bacteria must be able to restore the cellular water homeostasis in order to survive swiftly. One meaningful way to reduce osmolarity gradients and maintain a suitable cell volume relies on active import, production, and secretion of diverse osmolytes (Kempf and Bremer, 1998; Hoffmann and Bremer, 2017).

Under hyperosmotic stress, bacteria of *Bacillus* species require a variety of molecular and metabolic adjustments for survival. Many studies have described that in *Bacillus subtilis*, *Bacillus cereus*, and *Bacillus licheniformis* adaptation to ionic hyperosmotic stress is a two-step process during which cells first transiently import potassium ions quickly as an initial emergency response to a fast osmotic up-shock before replacing these ions ultimately by organic compounds such as sugars, amino acids, polyols and their derivatives such as betaine and ectoine that do not interfere with cellular physiology and biochemistry. Intracellular accumulation of these compounds, known as compatible solutes or osmoprotectants, to molar concentrations enables water retention and turgor maintenance indispensable for proper cell function during salt stress. The cells either import these compounds or synthesize them *de novo*. Besides their role in compensating osmolarity gradients, they also undertake protecting, stabilizing and catalyzing functions, that make them attractive for industrial applications in fields such as cosmetics, health care and biotechnology (Gröger and Wilken, 2001; Graf et al., 2008; Takagi, 2008; Oren, 2010; Hoffmann et al., 2013; Hoffmann and Bremer, 2017). The global response to salt stress in *Bacillus* species additionally involves various other biological processes such as cell wall modification, iron metabolism and redox balancing (Steil et al., 2003; Höper et al., 2006; den Besten et al., 2009; Hahne et al., 2010; Schroeter et al., 2013).

Here, we studied the impact of osmotic stress on the metabolism of the wild-type *B. megaterium* DSM319 during unlimited growth. The metabolic response of this strain to sustained salt stress (up to 1.8 M NaCl) was characterized combining whole-genome expression, intracellular proteome analyses, intra- and extracellular metabolomics as well as *in vivo* fluxomics of the central carbon metabolism, which together explains the underlying mechanism toward elevated proline and polyhydroxybutyrate content in *B. megaterium* cell.

## Materials and Methods

### Bacterial Strain and Growth Conditions

The wild type strain *B. megaterium* DSM319 used for all experiments was obtained from the German collection of microorganisms and cell cultures (DSMZ, Braunschweig, Germany). Cells were stepwise adapted to each cultivation condition and glycerol stocks (20% v/v) were prepared and stored at −80°C.

For pre-cultures and main cultures, a modified M9 minimal medium derived from Harwood and Cutting (1990) was used containing 5 g L^–1^ of glucose, 1 g L^–1^ of NH_4_Cl, 3 g L^–1^ of KH_2_PO_4_, 500 mg L^–1^ NaCl, 6.7 g L^–1^ of Na_2_HPO_4_, 1 mg L^–1^ of MnCl_2_⋅4 H_2_O, 1.7 mg L^–1^ of ZnCl_2_, 430 μg L^–1^ of CuCl_2_⋅2 H_2_O, 328 μg L^–1^ of CoCl_2_, 600 μg L^–1^ of NaMoO_4_⋅2 H_2_O, 11.1 mg L^–1^ of CaCl_2_, 30 mg L^–1^ of 3,4-DHB, 13.5 mg L^–1^ of FeCl_3_ and 120 mg L^–1^ of MgSO_4_. In addition to the 8.6 mM NaCl present in the M9 medium, up to 1.8 M of NaCl were additionally supplemented to this medium where indicated. For labeling experiments, unlabeled glucose was replaced by 99% 1-^13^C-glucose or a mixture of 50% U-^12^C/50% U-^13^C glucose (Cambridge Isotope Laboratories Inc., Andover, MA, United States) for both the pre-cultures and main cultures, thus ensuring a biomass labeling grade superior to 99.5%. All cultivations were performed at 37°C and at least in triplicates (*n* = 3) as indicated in Supplementary Material.

### Transcriptome Analysis

RNA extraction and purification were carried out following the protocols proposed by Biedendieck et al. (2011). The RNA concentration was subsequently determined with a NanoDrop (Peqlab Biotechnologie GmbH, Erlangen, Germany) and RNA integrity was assayed using a Bioanalyzer (Agilent Technologies, Böblingen, Germany) according to the manufacturer’s instruction. Microarrays were prepared with RNA originating from 4 biological replicates (*n* = 4), whose RNA integrity number (RIN) were equal to or greater than 9, and designed for dual labeling. First, RNA from reference and evaluated condition were labeled with two different dyes using the “USL Fluorescent labeling kit” according the supplied instructions (Kreatech, Amsterdam, Netherlands). Dye incorporation rate was determined with the NanoDrop. Subsequently, 300 ng of labeled RNA from both conditions were mixed and RNA was further processed using the “Gene Expression Hybridization Kit” (Agilent technologies, Waldbronn, Germany). Then, samples were loaded on an Agilent microarray slide (8 × 15 K custom made) comprising 2–3 60 bp DNA probes for each gene of *B. megaterium* and hybridization took place for 17 h at 65°C and 10 min^–1^ in a hybridization oven (Agilent Technologies, Waldbronn, Germany). Finally, slides were washed with the gene expression wash buffer kit (Agilent Technologies, Waldbronn, Germany) and scanned using the Agilent C scanner associated to its proprietary software Agilent Scan Control 8.4.1 and Feature Extraction 10.7.3.1. Generated data were post-processed in R with Bioconductor for statistical analysis, including an estimation of measurement relevance using analysis of variance (ANOVA) and eliminating aberrant values from the analysis (adjusted *p*-values > 0.05). All complete experimental data sets were deposited in the GEO database with the accession number GSE110712.

### Proteome Analysis

For proteome analysis, cells were collected in the mid-exponential phase and washed with TE-Buffer (10 mM TRIS, 1 mM EDTA, pH 8). Intracellular proteins were then extracted by mechanical cell disruption (3 × 1 min, 6.5 m⋅s^–1^, 4°C, FastPrep^®^ -24, MP Biomedical, Santa Ana, CA, United States) using soda-lime glass beads (20% v/v, 0.038-0.045 mm, Worf Glaskugeln GmbH, Mainz, Germany) and protein concentration was determined (Roti^®^ Nanoquant, Carl Roth GmbH, Karlsruhe, Germany). Prior to measurement by LC-IMS^E^, protein extracts were digested with trypsin (Promega, Madison, WI, États-Unis) as described previously (Muntel et al., 2012) and peptide solution was then desalted by stage tip purification using a standard protocol (Rappsilber et al., 2007). For absolute quantification, the peptide mix was spiked with tryptic yeast alcohol dehydrogenase (Waters, Milford, MA, United States) at a final concentration of 50 fmol μL^–1^.

Peptide separation, identification and quantification were completed using a NanoACQUITY^TM^ UPLC^TM^-system (Waters, Milford, MA, United States) coupled to a Synapt-G2 mass spectrometer (Waters, Milford, MA, United States). Samples were loaded at a flow rate of 0.3 μL min^–1^ onto an analytical column (nanoACQUITY^TM^ UPLC^TM^ column, BEH130 C18, 1.7 μm, 75 μm/200 mm, Waters, Milford, MA, United States) and separation of peptides for IMS^E^ was achieved using a 90 min gradient from 5% to 26% buffer B (0.1% acetic acid in acetonitrile). All MS^E^ analyses were performed as previously described (Muntel et al., 2014), except that the collision energy was alternated between 4 eV in the precursor ion trace and a ramp of 25–45 eV for fragment ion trace. In addition, wave velocity was ramped from 1,000 to 400 m s^–1^ and wave height was set to 40 V.

Collected LC-IMS^E^ data were imported in the ProteinLynx Global Server 2.5.3-Software (PLGS, Waters, Milford, MA, United States) and further processed with the Apex3D-Algorithmus setting parameters as follows: chromatographic peak width and MS TOF resolution were set to automatic, lock mass charge 2 set to 785.8426 Da/e with a lock mass window of 0.25 Da, low and elevated energy threshold were set at 200.0 and 20.0 counts, respectively, and intensity limit at 750 counts.

Peptide sequence identification was performed with the “ion accounting” algorithm using a randomized Uniprot *B. megaterium* DSM319 database (Version August 2011) comprising all employed laboratory contaminants and the sequence of yeast alcohol dehydrogenase (ADH1 – 10,286 entries). Next criteria were set for positive protein identification: 1 fragment ion matched per peptide, 5 fragment ions matched per protein, 1 peptide matched per protein, 2 missed cleavage allowed, primary digest reagent: trypsin, fixed modification: carbamidomethylation C (+57.0215), variable modifications: deamidation N, Q (+0.9840), oxidation M (+15.9949), pyrrolidone N-TERM (-27.9949). The protein false discovery rate was set to 5%. Only 2 peptide identifications were considered for final analysis. Subsequently, MS data were corrected for detector saturation effects as described earlier (Zühlke et al., 2016).

To ensure statistical relevance, the data were strictly filtered in that only proteins found in at least 2 of 3 biological replicates per time point and 2 of 3 of the corresponding technical replicates were selected for quantification, thus reducing FDR on protein level to less than 0.3%. Finally, determined concentrations were averaged over technical replicates and submitted to a Student’s *t*-test (*p* < 0.01) to estimate the significance of detected modifications of protein concentrations. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD015605.

### Metabolome Analysis

Intracellular metabolites from the central carbon metabolism were separated by ion exclusion chromatography using a liquid chromatography system (LC, Agilent 1290, Agilent Technologies, Waldbronn, Germany) equipped with a reverse phase column (VisionHT C18 HL, 100 mm × 2 mm I.D., 1.5 μm, Grace, Columbia, MD, United States) and quantified with a triple quadrupole mass spectrometer (QTRAP 5500, AB Sciex, Darmstadt, Germany) equipped with a TurboIonSpray source. Ten μL of sample were injected to the column and metabolite separation was performed at 50°C using a mixture of 6 mM of aqueous tributylamine solution (Eluent A, adjusted to pH 6.2 with acetic acid) and aqueous acetonitrile solution (50% v/v) supplemented with 6 mM of tributylamine (Eluent B, adjusted to pH 6.2 with acetic acid) as mobile phase. Composition of this mobile phase was gradually varied along the measurement. Separated compounds were introduced at a flow rate of 350 μL min^–1^ into the mass spectrometer (MS) via the turbo ionspray source and detection was completed by multiple reaction monitoring with the MS operating in its negative ionization mode. Besides, the MS was run in unit resolution to achieve the best possible selectivity and sensitivity. Regarding the other key MS-parameters, the entrance potential was set at −10 V, the dwell time was fixed at 5 ms for all transitions, the auxiliary gas temperature was adjusted to 550°C and the source dependent parameters were set to: ionspray voltage −4500 V, nebulizer gas (GS1) auxiliary gas (GS2), curtain gas (CUR) and collision gas CAD 60, 60, 35 medium, respectively.

Intracellular amino acids were extracted from samples taken along the exponential phase and quantified by HPLC as described before (Kromer et al., 2005; Korneli et al., 2012). Using the same extraction protocol, intracellular potassium could be quantified with a Dionex-ICS 2000 HPLC system (Thermo Fischer Scientific, Waltham, MA, United States) equipped with a Dionex IonPac CS16 cation-exchange column (3 × 250 mm, Thermo Fischer Scientific, Waltham, MA, United States) and a Dionex CERS 500 suppressor (2 mm, Thermo Fischer Scientific, Waltham, MA, United States).

For the quantification of extracellular organic acids, a Hitachi Elite Lachrom HPLC (Krefeld, Germany) equipped with an Aminex HPX 87 H column (Biorad, Hercules, CA, United States) as stationary phase and 12 mM H_2_SO_4_ with a constant flow of 0.5 mL min^–1^ as mobile phase was used. The detection was achieved at 210 nm and 45°C with an UV detector (Hitachi, Tokyo, Japan).

### Metabolic Flux Analysis

Calculations of metabolic fluxes in *B. megaterium* were performed in Matlab 7.2 (The Mathworks, Natick, MA, United States) using the open source software OpenFLUX (Quek et al., 2009) and based on the determination of steady state ^13^C labeling of proteinogenic amino acids, substrate uptake, product formation rates and precursor demands for biomass formation. Metabolic reaction network used for simulation was constructed based on previous flux analysis studies and greatly refined using the KEGG and Metacyc databases and genomic data (Fürch et al., 2007; Eppinger et al., 2011). The final model comprises all major central pathways such as glycolysis, pentose phosphate pathway (PPP), tricarboxylic acid (TCA) and anaplerotic reactions but also pathways specific to PHB and proline biosynthesis. Moreover, incorporated precursor demands were corrected using the macromolecular compositions of cells specifically determined for this purpose under each condition (Fürch et al., 2007).

For the determination of mass isotopomer distributions, cells were hydrolyzed (6 M HCl, 105°C, 22 h), lyophilized and submitted for analysis by GC-MS of the tert-butyl-dimethylsilyl-derivatives of the amino acids (Wittmann, 2002; Wittmann et al., 2002). The GC-MS system (Agilent 7890A and MSD 5979C, Agilent Technologies, Waldbronn Germany) was run with 1 mL min^–1^ of helium as carrier gas and equipped with an HP5MS capillary column (5% phenyl-methyl-siloxane diphenypolysiloxane, 30 m × 250 μm) and a triple quadrupole detector. The temperature gradient for separation was set to 120°C for 2 min, 8°C min^–1^ up to 200°C and 10°C min^–1^ until 325°C were reached. Ionization energy was set to 70 eV and inlet, interface and quadrupole temperatures were 250, 280, and 230°C, respectively (Wittmann, 2002). Isotopic steady state was confirmed by measuring amino acid labeling patterns of cells at different cell concentrations (OD_600 nm_ = 2, 4 and 6) and measured ^13^C labeling patterns were automatically corrected for natural isotopes by applying correction matrices (van Winden et al., 2002). Fluxes were finally estimated through minimization of the sum of the weighted least square residuals between measured and simulated mass isotopomer distributions and confidence intervals of 95% for these fluxes were subsequently determined using a Monte-Carlo computational algorithm (Yang et al., 2005; Antoniewicz et al., 2006).

### Characterization of Poly Hydroxy Acids (PHA)

Methanolysis of lyophilized cell dry mass (5 mg) was placed in sealed tubes containing 2 mL methanol, 2 mL chloroform, 15% (v/v) H_2_SO_4_ and 0.5 mg mL^–1^ 3-methylbenzoic acid. The tubes were incubated at 100°C for 4 h. After cooling down to room temperature, 1 mL of ultrapure water was mixed with the reaction solution and vigorously stirred for 1 min with a vortex. The mixture was then transferred to a 15 mL reaction tube and centrifuged for 10 min at 6000 *g*. The lower part of the biphasic solution, containing the methyl esters of the biopolymer, was separated and analyzed via gas chromatography coupled to mass spectrometry (YL6900, Young Instruments, South Korea) using the methodology previously described by Pacheco et al. (2019). Once the retention time of the peaks were contrasted with the standards poly(3-hydrobutyrate) obtained from Sigma-Aldrich, their chemical structures were characterized based on the resulting mass compatibility (NIST 17 Mass Spectral library).

### Intracellular Concentration of Polyhydroxybutyrate (PHB)

Determination of intracellular polyhydroxybutyrate (PHB) content was carried out as described previously (Huang and Reusch, 1996). Briefly, intracellular PHB was first turned into crotonic acid by complete cells hydrolysis with 1 mL of 2 M NaOH (30 min, 99°C) and cell debris were discarded by centrifugation (13200 min^–1^, 5 min, Microcentrifuge 5415R, Eppendorf AG, Hamburg, Germany). Subsequently, supernatants were neutralized with 1 mL of 2 M HCl and crotonic acid concentrations were finally quantified by HPLC measurement using the same system as for organic acids and calibration levels from 50 to 500 mg L^–1^ PHB obtained by hydrolysis of pure PHB granules.

### Field Emission Scanning Electron Microscopy

Field emission scanning electron microscopy of *B. megaterium* cells grown in the absence and presence of 1 M of NaCl were performed as described before (Biedendieck et al., 2007a).

### Statistical Analysis

To spot elements significantly involved in response and adaptation to osmotic stress, transcriptome and proteome data were statistically analyzed with R using packages Venneuler (Wilkinson and Urbanek, 2011) for construction of Venn diagrams and FactoMineR (Lê et al., 2008) for principal component analysis (PCA) analysis and hierarchical clustering on principal components (HCPC). Furthermore, packages gplots (Warnes et al., 2014) and mixOmics (Dejean et al., 2011) were used for heatmap construction and hierarchical clustering on gene from the extended central carbon metabolism using Euclidean distance and complete linkage as measure of distance and dissimilarity, respectively. For flux analysis, the data were visualized using the tool VANTED (Junker et al., 2006) equipped with the FluxMap add-on (Rohn et al., 2012) and obtained flux maps were subsequently refined in Inkskape. Functional analysis of genes and corresponding regulons were inferred from MegaBac v9^1^ and BacillusRegNet (Misirli et al., 2014) databases by comparison with information obtained from literature and the SubtiWiki database for *B. subtilis* (Mäder et al., 2012).

## Results

### Physiological Impact of Ionic Osmotic Stress in *Bacillus megaterium*

To assess the impact of osmotic stress on the physiology of *B. megaterium* strain DSM319, the growth parameters and product yields for organic acids were determined in shaking-flask experiments in minimal medium with various NaCl concentrations ranging from zero to 1.8 M (Table 1). 

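The transcriptome was measured on 12 two-colour Agilent arrays, 4 at each of 0.6 M, 1.2 M and 1.8 M NaCl, from the 4 biological replicates of the paper's methods. On every array the RNA of the salt culture was labelled with Cy3 and that of the control culture without added NaCl with Cy5, so each array gives a ratio of salt to control for each gene, and an effect of the dye on a gene cannot be separated from an effect of NaCl. The sample labels give an optical density of 4 at harvest, where the paper gives 5. Each array carried 15045 spots other than control spots, of which 15027 were probes for 5124 genes of strain DSM319, and 5123 genes had a value on all 12 arrays. The authors scanned the slides and extracted the intensity of each spot and its local background with Feature Extraction 10.7.3.1, and the submitters' notes name limma for the normalized log2 ratios that were deposited beside the scanner files. Here the mean intensities in the scanner files were taken as the starting point. Spots marked by Feature Extraction as outliers, 0 to 111 per array without counting control spots, were left out. The local background was removed with limma's normexp method (offset 50), and each array was normalized by loess. The 627 control spots, unless so marked, stayed in the background fit, had no weight in the loess fit and were then left out. Probes of a gene were averaged, and 1 limma fit over all 12 arrays, with 1 mean per salt, tested each gene against the control and each pair of salts against each other. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg over all genes) and a change of at least 1.75-fold, the thresholds that the paper uses. Gene lists, written before the files were seen but with the paper known, were tested with limma's camera (preset correlation 0.01), which asks whether the genes of a list moved further in one direction than all other genes. Several lists cover pathways that the paper reports as changed on these same arrays, such as purine, arginine and histidine synthesis. Their tests are not independent evidence for those reports. In the salt channel, 89.5 to 97.9% of the spots lay well above background at 1.2 M NaCl and 66.4 to 77.9% at 1.8 M NaCl. In the control channel these shares were 82.7 to 95.7% and 55.3 to 65.6%, and 567 genes lay near background in both channels at 1.8 M NaCl. On 1 array at 0.6 M NaCl, replicate 2, only 7.78% of the spots lay well above background in the salt channel, against 84.4 to 98.5% on the other 3 arrays. The log2 ratios of all genes on this array had an SD of 0.0901, and they correlated with those of the other 0.6 M arrays across genes at an r of 0.065 to 0.082. Between arrays of the same salt r was 0.909 to 0.970 at 1.2 M NaCl and 0.852 to 0.925 at 1.8 M NaCl. All arrays at 0.6 and 1.2 M NaCl shared 1 slide and scan and all arrays at 1.8 M NaCl another, so what is particular to 1.8 M NaCl cannot be told apart from the slide. Folds are ratios of salt to control or, for genes lower in salt, of control to salt, and log2 values are means of the 4 arrays of a salt, negative where the gene was lower in salt, with their SD.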

Next, to get a more in-depth insight into the molecular response at the level of the transcriptome, intracellular proteome and metabolome during the exponential growth phase (OD_600 nm_ = 5), microarrays, LC-IMS^E^ and HPLC-measurements were conducted. Obtained data were integrated to deduce general adaptation strategies.

**TABLE 1:** Physiological data for *B. megaterium* DSM319 growing in M9 minimal medium supplemented with different concentrations of NaCl (0, 0.3, 0.6, 0.9, 1.2 and 1.8 M).

**Parameter**	**Unit**	**0 M**	**0.3 M**	**0.6 M**	**0.9 M**	**1.2 M**	**1.8 M**
μ	h^–1^	1.19 ± 0.02	0.88 ± 0.01	0.69 ± 0.01	0.57 ± 0.01	0.39 ± 0.00	0.24 ± 0.00
Y_X/S_	g_CDW_⋅mol^–1^	83.1 ± 1.1	77.2 ± 0.9	74.6 ± 1.1	70.7 ± 1.3	67.3 ± 0.9	58.7 ± 0.7
q_s_	mmol⋅g_CDW_^ –1^⋅h^–1^	14.4 ± 0.3	11.5 ± 0.2	9.3 ± 0.2	8.0 ± 0.2	5.8 ± 0.1	4.0 ± 0.1
Y_Acetate/S_	mmol⋅mol^–1^	**669 ± 21**	526 ± 24	490 ± 19	422 ± 41	346 ± 26	253 ± 22
Y_Pyruvate/S_	mmol⋅mol^–1^	6.4 ± 0.3	7.6 ± 0.4	2.9 ± 0.1	1.7 ± 0.1	2.2 ± 0.2	**20.1 ± 1.6**
Y_Lactate/S_	mmol⋅mol^–1^	4.4 ± 0.3	3.6 ± 0.2	8.3 ± 0.4	15.0 ± 0.6	20.3 ± 0.6	**37.7 ± 2.0**
Y_Succinate/S_	mmol⋅mol^–1^	**62.6 ± 3.2**	22.7 ± 1.0	14.7 ± 0.7	13.4 ± 0.6	10.0 ± 0.4	5.8 ± 0.6
Y_Oxoglutarate/S_	mmol⋅mol^–1^	**9.7 ± 0.4**	2.3 ± 0.1	1.3 ± 0.1	0.7 ± 0.1	1.2 ± 0.1	1.6 ± 0.1
Adenylate energy charge (AEC)		0.8336	n.d.	0.7659	n.d.	0.8612	n.d.
NADH/NAD^+^		0.0079	n.d.	0.0260	n.d.	0.0191	n.d.
NADPH/NADP^+^		0.5162	n.d.	0.4330	n.d.	1.0551	n.d.

*Bold numbers indicate maximal yield observed for each measured organic acids. n.d., not determined.*

A direct correlation between the increasing amount of NaCl and a reduction in the specific growth rate (μ_*max*_) and the resulting biomass yield (Y_X/S_) was observed (Table 1). The cells showed a reduced μ_max_ and Y_X/S_ of around 5-fold and 40%, respectively, at 1.8 M NaCl. This condition also significantly affected the redox state of the cells, provoking an enhanced production of pyruvate (3.1-fold) and lactate (8.6-fold). On the contrary, up to 10.8-fold and 13.4-fold decreased levels of the organic acids, succinate and oxoglutarate, were found (Table 1).

The combined multi-omic approach performed here demonstrates that the osmotic stress impacts the metabolism of *B. megaterium* far beyond the central carbon metabolism and that gene expression and protein abundances require specific adaptations to deal with these life-threatening conditions (see below). Based on the extent of the alteration of gene expression, a distinction can be made between response to mild (≤0.6 M NaCl) and severe (>0.6 M NaCl) salt stress (Figure 1). 

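The transcriptomes at 0.6 and 1.2 M NaCl differed in 436 genes, those at 1.2 and 1.8 M NaCl in 269 and those at 0.6 and 1.8 M NaCl in 862. From 0.6 to 1.2 M NaCl the largest increases were of a row of neighbouring genes for siderophore synthesis and export, iron-chelating compounds that the cell secretes. Among them the L-2,4-diaminobutyrate decarboxylase bmd_4053 was higher by 4.20 (standard error 0.14) in log2, n = 4 arrays per salt, with bmd_4049, bmd_4051, bmd_4052 and bmd_4054 beside it at 3.84 to 4.11. The largest decreases were of the lipoprotein bmd_1898 at -2.62 (standard error 0.33), the response regulator bmd_1893 at -2.71 (standard error 0.56), its sensor kinase bmd_1892, purE (bmd_0271) of purine synthesis and the transition state regulator bmd_3064. From 1.2 to 1.8 M NaCl the predicted SigB-dependent bmd_1557, the drug resistance transporter bmd_1513, metE (bmd_3527) for methionine synthesis and cbiX (bmd_2605) and cbiH (bmd_2606) for cobalamin synthesis were higher by 1.94 to 2.69 in log2. Between the same salts the phosphotransferase protein bmd_1027 had a log2 difference of -3.05 (standard error 0.30), with bmd_1028 and bmd_0309 close to it at -3.04 and -2.96, and prsA (bmd_2008), a foldase of secreted proteins, was at -2.34 (standard error 0.13). The NADH dehydrogenase bmd_2191 had the largest difference, -4.32 (standard error 1.38), but its ratios ranged widely between replicates, and the call was lost without 1.2 M replicate 3 or 4 or 1.8 M replicate 1 or 4. Between 0.6 and 1.8 M NaCl the extremes were bmd_0364, bmd_1546, bmd_1557, bmd_2897 and the ThiJ/PfpI protein bmd_3006, higher by 3.58 to 4.61, and bmd_1892, bmd_1893, bmd_1898, bmd_2191 and bmd_3408, with differences of -3.17 to -4.83. Each difference is a contrast within the limma fit, called at an adjusted p under 0.05 and at least 1.75-fold. With the outlier spots kept in the background fit, a setting added after seeing the data, the counts were 300, 78 and 216, and bmd_1557, metE, cbiX and cbiH no longer differed between 1.2 and 1.8 M NaCl. With median centring in place of loess the counts were 273, 439 and 2586. From the extent of the changes against the control in its own counts (Figure 1), the paper concludes that the response to mild salt stress, up to 0.6 M NaCl, can be told from the response to severe salt stress above it.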

Only 43 genes had their expression significantly modified at 0.6 M NaCl, while more than 300 genes were differently expressed at higher NaCl concentration. Among them, 212 genes common to both 1.2 and 1.8 M NaCl were identified. 

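At 0.6 M NaCl, 45 genes rose and 26 fell, at 1.2 M NaCl 330 rose and 262 fell, and at 1.8 M NaCl 596 rose and 401 fell. This balance depends on the scaling: Feature Extraction's processed signals gave 70 higher and 206 lower at 0.6 M NaCl and 442 and 460 at 1.2 M NaCl, and median centring 307 higher and 982 lower at 0.6 M NaCl and 866 and 226 at 1.8 M NaCl. Median centring was run throughout with the nearly blank replicate 2 among the 0.6 M arrays, and not without it. How far that array sets the results of median centring at 0.6 M NaCl was therefore not tested. The 10 largest rises at 0.6 M NaCl that were seen on all 4 arrays were of bmd_1893, bmd_1892, putC, proJ, proH and proA* (bmd_2245), bmd_3444, bmd_3446, bmd_1898 and capB (bmd_1003), a polyglutamate capsule gene that was 2.89-fold higher (log2 1.53 ± 0.96, SD, n = 4). The largest falls at this salt were of the glutamate dehydrogenase bmd_1700, 2.61-fold lower (log2 -1.38 ± 0.90), of bmd_0394, bmd_1165, bmd_3242 and the iron permease bmd_2762, of the autolysin lytF (bmd_3978), of ggt (bmd_1095) and of the cell wall genes bmd_1096, bmd_2442 and bmd_3174. In 1.2 M NaCl the conserved gene bmd_0364 rose most, 23.5-fold (log2 4.56 ± 0.07, SD, n = 4), with the siderophore genes bmd_4053 at 21.3-fold, bmd_4054 at 17.6-fold and bmd_4048 to bmd_4052, and proJ and proH, also among the 10 largest rises. The largest falls there were of bmd_2710 (8.34-fold; 2.64-fold on its brightest probe), bmd_3064 (6.79-fold), the purine permease gene pbuG (bmd_0266; 5.79-fold), bmd_1700, capB (bmd_1092), both lytF genes, cwlO, bmd_2442 and bmd_3174. In 1.8 M NaCl bmd_0364 was 56.0-fold higher (log2 5.81 ± 0.18, SD, n = 4), with bmd_1557, proJ, proH, bmd_4053, bmd_4054, bmd_0317, bmd_3215, bmd_4052 and bmd_3006 next. Falls were largest for the glutamate symporter gene bmd_1062 (11.8-fold; log2 -3.56 ± 0.72), bmd_2710, pbuG, bmd_2191, lytF (bmd_1625), bmd_2442, the capsule gene capC (bmd_1093; at least 6.59-fold, as its salt signal lay near background), the sodium antiporter gene nhaC (bmd_1250; 7.07-fold), bmd_3408 and ggt. All 592 calls at 1.2 M NaCl, 993 of 997 at 1.8 M NaCl and 43 of 71 at 0.6 M NaCl had the same direction on all 4 arrays. At 0.6 M NaCl this also asks for the sign on the nearly blank replicate 2. The calls at 0.6 M NaCl rest on few arrays. Without the nearly blank replicate 2, 155 genes were called, with all 71 among them. Without replicates 1, 3 and 4 the counts were 0, 0 and 1, but each of these fits kept the blank array. Replicates 1, 3 and 4 had a highest r with another array of this salt of 0.887 to 0.929. The outlier spots were left out of the background fit only after the counts with them in it, 29, 582 and 473, had been seen, as they flattened the ratios of 2 arrays at 1.8 M NaCl. With them kept, bmd_0364, bmd_1062 and nhaC stood at 31.0-fold, 4.51-fold and 3.44-fold at 1.8 M NaCl. Feature Extraction's processed signals gave 31.9-fold for bmd_1062 and 14.8-fold for nhaC. Keeping these spots hardly changed the 0.6 M arrays, whose gene log2 ratios had SDs of 0.354, 0.0900, 0.387 and 0.342, against 0.354, 0.0901, 0.387 and 0.342 without them. The fit takes the spread of a gene from all 12 arrays. Calls lost at 0.6 M NaCl with the spots kept therefore need not come from the ratios at that salt.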

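The genes changed at 1.2 M NaCl were in large part changed at 1.8 M NaCl too, as 489 were called in the same direction at both salts, 284 higher and 205 lower. They make up 82.6% of the calls at 1.2 M NaCl and 49.0% of those at 1.8 M NaCl. Among those higher at both salts were the capsule genes capC (bmd_1004), 4.46-fold and 7.50-fold (log2 2.16 ± 0.03 and 2.91 ± 0.55, SD, n = 4), and capA (bmd_1005), 5.20-fold and 6.66-fold. Among those lower at both were capB (bmd_1092) and ggt (bmd_1095), the enzyme that releases and degrades polyglutamate, at 4.02-fold and 6.30-fold (log2 -2.01 ± 0.14 and -2.66 ± 0.41), and speA (bmd_1333) for polyamine synthesis at 3.77-fold and 4.77-fold. Only 4 genes were called in opposite directions, bmd_0309, bmd_1027, bmd_2007 and prsA (bmd_2008), all higher at 1.2 M NaCl and lower at 1.8 M NaCl. Lists of these sizes drawn independently would share 38.4 genes higher and 20.5 lower. Over all genes the log2 ratios at the 2 salts correlated at an r of 0.834 with a covariance of 0.350, against 0.489 and 0.00487 in simulations of unchanged genes measured against shared controls. In these simulations the part of the spread shared by arrays of equal replicate number was assumed, and the simulated r follows from it. When different replicates were used for the 2 salts, the gene changes correlated at an r of 0.825 and 0.790 across genes, which are not independent replicates. This takes out a shared control only if controls were shared by replicate number, which is not known. A dye effect common to all arrays would stay in these values. When the outlier spots were kept in the background fit, the folds of ggt, speA, capC and capA at 1.8 M NaCl were 3.05-fold, 2.51-fold, 3.47-fold and 3.39-fold, and Feature Extraction's processed signals gave 16.1-fold for ggt, 7.60-fold for speA and 11.8-fold for capC.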

Despite a restricted modification of gene expression, 139 proteins had already significantly altered concentrations under mild salt stress (Figure 1). This number then increased proportionally to the supplemented salt concentration, reaching 375 proteins at 1.8 M NaCl and revealing a large core set of 60 proteins systematically more produced in the presence of salt.

**FIGURE 1:**
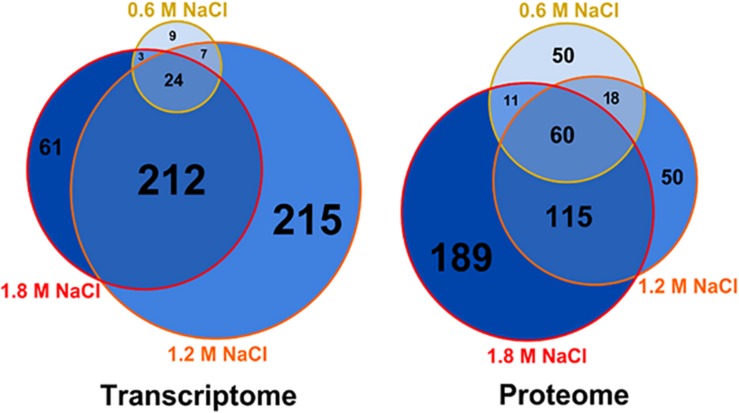
Weighed Venn diagrams of the number of transcripts and proteins whose concentration was significantly altered in *B. megaterium* growing in M9 minimal medium with 0.6, 1.2 and 1.8 M NaCl, respectively. A gene or a transcript was considered significantly regulated when its concentration was either 1.75-fold higher or lower compared to 0 M NaCl. Gene expression was determined by microarray analysis and intracellular proteins were identified and quantified by proteome analysis using LC-IMS^E^.

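Counted by region, 20 genes were changed at 0.6 M NaCl alone, 95 at 1.2 M NaCl alone and 496 at 1.8 M NaCl alone. A further 4 genes were shared by 0.6 and 1.2 M NaCl only, 8 by 0.6 and 1.8 M NaCl only, 454 by 1.2 and 1.8 M NaCl only and 39 by all 3 salts, counted whatever the direction. Of the 39 genes changed at all 3 salts, 22 were higher throughout and 16 lower throughout, and the lipoprotein gene bmd_1898 was 2.17-fold lower at 1.2 M NaCl (log2 -1.12 ± 0.18, SD, n = 4) but higher at 0.6 M NaCl. The 5 genes of the capsule operon bmd_1003 to bmd_1007 were higher at all 3 salts, with bmd_1006 at 2.64-fold, 4.94-fold and 7.38-fold. The 4 genes of the second capsule operon, bmd_1092 to bmd_1095, were lower at all 3 salts. None of these 4 calls at 0.6 M NaCl remained without background correction and 2 with the authors' normalized table, and of the 5 calls of the first operon 3 remained with the processed signals of Feature Extraction. Of the 8 genes shared by 0.6 and 1.8 M NaCl only, 7 were called in opposite directions. Among these, the peroxide resistance gene ohrB (bmd_2231) was 1.90-fold lower at 0.6 M NaCl (log2 -0.93 ± 0.65) and 1.91-fold higher at 1.8 M NaCl (log2 0.93 ± 0.41). Without replicate 1, 3 or 4 at 0.6 M NaCl, the genes called in the same direction at all 3 salts fell from 38 to 0, and with the outlier spots kept in the background fit 1 was left. With those spots kept, ohrB lost its calls at 0.6 and 1.8 M NaCl (1.52-fold at 1.8 M NaCl) and bmd_1006 was at 3.72-fold, and with median centring bmd_1898 lost its call at 1.2 M NaCl (2.92-fold).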

### The Initial Adaptation to High Salt Conditions Is Mediated by Glutamate and Potassium Accumulation

Glutamate was the most abundant metabolite in *B. megaterium* under standard conditions with a yield of 450 μmol g_CDW_^–1^ (Figure 2). Together with glutamine, it is a central metabolite linking carbon and nitrogen metabolism and a major precursor for the *de novo* synthesis of proline (Figure 3) (Brill et al., 2011a; Gunka and Commichau, 2012). Consequently, the cell must control their intracellular pools very tightly under osmotic stress. While the glutamine pool increased concomitantly with proline titers, the intracellular glutamate pool reached its maximum at 0.6 M NaCl and gradually returned to its initial value at 1.2 M NaCl, matching the profile of intracellular potassium perfectly and revealing the two-sided nature of adaptation to salt stress (Figure 2).

**FIGURE 2:**
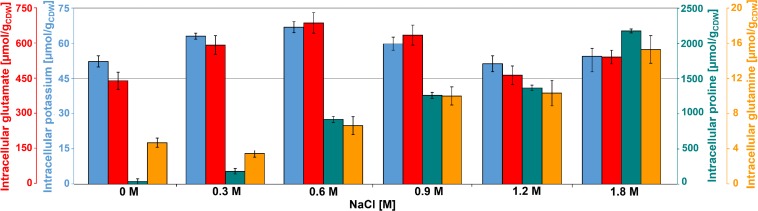
Intracellular concentration of potassium (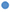), glutamate (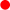), glutamine (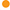), and proline (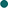) for cultivations of *B. megaterium* DSM319 in M9 minimal medium supplemented with different NaCl concentrations.

**FIGURE 3:**
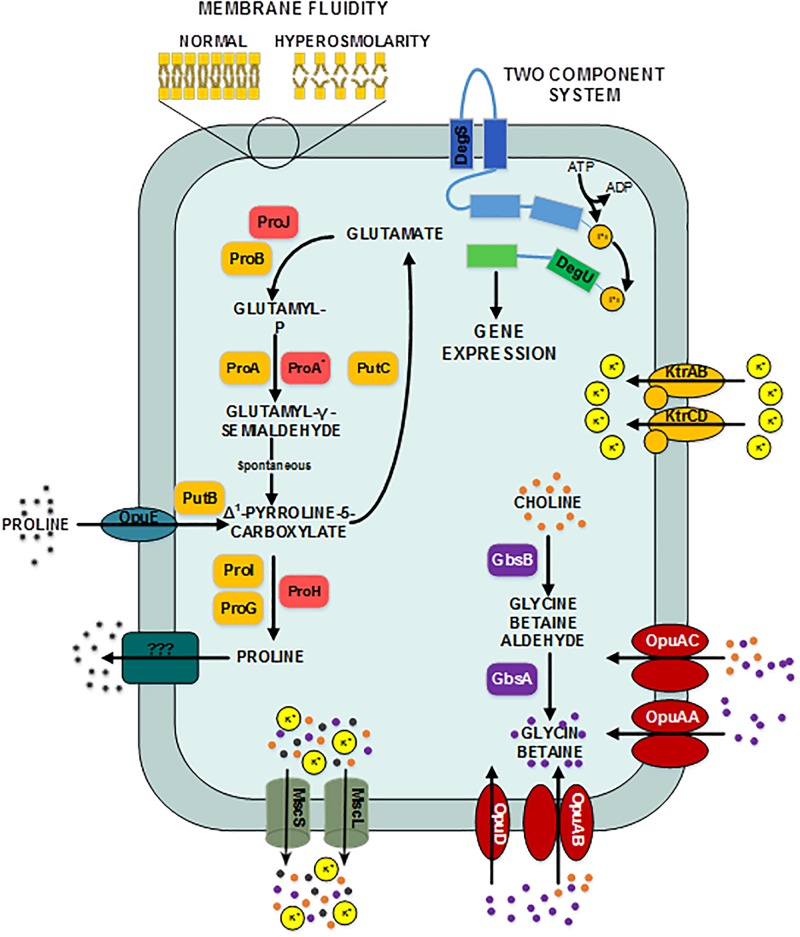
Provisional synthetic overview of the osmotic stress response in *B. megaterium* inferred from genetic context and comparison with *B. subtilis* and *B. licheniformis –* Depending on their function, proteins have been attributed different font colors: light red for synthesis of proline as an osmoprotectant, orange for proline synthesis and utilization for biosynthetic purposes, purple for synthesis of glycin betaine from choline, red for choline and glycin betain transporters, dark turquoise for proline transporters, gray for mechanosensitive channels MscS and mscL, olive green for potassium transporters, dark pine green for unknown proline exporter, dark blue for the input domain of the sensing histidine kinase, light blue for the transmitter domain of the histidine kinase, dark green for the receiver domain of the sensing histidine kinase and light green for the output domain of the response regulator. **DegS:** two-component sensor histidine kinase, **DegU:** two-component response regulator, **GbsA:** glycine betaine-aldehyde dehydrogenase, **GbsB:** choline dehydrogenase, **KtrAB:** high affinity potassium transporter KtrA-KtrB, **KtrCD:** low affinity potassium transporter KtrC-KtrD, **MscL:** large conductance mechanosensitive channel protein, **MscS:** small conductance mechanosensitive channel protein, **ProA:** glutamate-5-semialdehyde dehydrogenase, ProA*: glutamate-5-semialdehyde dehydrogenase **ProB:** glutamate 5-kinase, **ProG:** 1-pyrroline-5-carboxylate dehydrogenase, **ProH:** pyrroline-5-carboxylate reductase, **ProI:** pyrroline-5-carboxylate reductase, **ProJ:** glutamate-5-kinase, **PutB:** proline dehydrogenase, **Opu:** glycine betaine ABC transporter, **OpuAB:** glycine betaine ABC transporter, **OpuD:** glycine betaine transporter.

At moderate NaCl-concentrations (≤0.6 M NaCl), cells seem to use glutamate as counterion to imported potassium for an initial adjusting turgor pressure. Its intracellular concentration was accordingly increased (McLaggan et al., 1994; Epstein, 2003). In *B. megaterium*, potassium import could be performed by the conserved uptake systems KtrAB and KtrCD as described for *B. subtilis* (Figure 3). However, the expression of the corresponding genes was not significantly modified (Holtmann et al., 2003). 

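The potassium uptake genes ktrA, ktrB, ktrC and ktrD encode the transporters KtrAB and KtrCD. Of these 4 genes, none was called at 0.6 or 1.2 M NaCl, and ktrA (bmd_3895) was 1.97-fold lower at 1.8 M NaCl (log2 -0.98 ± 0.28, SD, n = 4, adjusted p = 7.34e-07). Its partner ktrB (bmd_3894) was at a log2 of -0.57 ± 0.05 at 1.2 M NaCl and -0.60 ± 0.06 at 1.8 M NaCl, and ktrC (bmd_1319) and ktrD (bmd_1217) were at -0.13 and -0.44. As a list the 4 genes had a median log2 of -0.44 at 1.2 M NaCl (adjusted p = 0.0301, camera; adjusted p = 0.324 with an estimated correlation), and the list did not pass with Feature Extraction's processed signals (adjusted p = 0.0626) or with the outlier spots kept (adjusted p = 0.0542). The 1 lower gene was the same when adjusted over the list alone. The call for ktrA was lost with median centring (1.63-fold) and with the outlier spots kept in the background fit (1.54-fold).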

At NaCl concentrations higher than 0.6 M, the increased potassium import was replaced by proline synthesis, probably because higher potassium concentrations are cytotoxic. Accordingly, the glutamate and potassium pools were progressively reduced reaching the initial value (0 M NaCl) at NaCl concentrations of 1.2 M. Responding to the now significantly increased demand for proline, intracellular concentration of glutamate increased again slightly at 1.8 M NaCl (Figure 2). These results suggested that accumulation of potassium plays a central role in short-term response and is also crucial for long-term adaptation of moderate halotolerant bacteria under mild salt stress (Whatmore et al., 1990).

### The Second Adaptation Process to High Salt Conditions Is Based on the Synthesis of the Compatible Solute Proline

Intracellular concentrations of several amino acids, in particular of the compatible solute proline, gradually augmented with medium osmolarity. The cells strongly enhanced their proline production rates with increasing NaCl concentration and it accumulated intracellularly to yields of over 2.2 mmol g_CDW_^–1^ at 1.8 M NaCl (Figure 2 and Supplementary Figure 1). Furthermore, genes involved in the production of glycine betaine showed a 3-fold stronger expression (*gbsA* and *gbsB*). 

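Both genes for the synthesis of glycine betaine, an osmoprotectant made from choline, were higher at 1.2 and 1.8 M NaCl. The betaine aldehyde dehydrogenase gene gbsA (bmd_5093) was 1.81-fold higher at 0.6 M NaCl (log2 0.86 ± 0.64, SD, n = 4), 3.42-fold higher at 1.2 M NaCl (log2 1.77 ± 0.17) and 5.13-fold higher at 1.8 M NaCl (log2 2.36 ± 0.35). The choline dehydrogenase gene gbsB (bmd_5094) was 3.36-fold higher at 1.2 M NaCl (log2 1.75 ± 0.10) and 4.54-fold higher at 1.8 M NaCl (log2 2.18 ± 0.49), and it was at 1.70-fold and not called at 0.6 M NaCl. The repressor gene of this operon, gbsR (bmd_5095), was not called at any salt (log2 -0.42 ± 0.12 at 1.2 M NaCl). For 1.2 M NaCl the adjusted p was 3.10e-06 for gbsA and 2.74e-06 for gbsB. When the outlier spots were kept in the background fit, gbsA was at 2.88-fold and gbsB at 2.74-fold at 1.8 M NaCl, and Feature Extraction's processed signals gave 8.80-fold and 7.66-fold. The call for gbsA at 0.6 M NaCl was lost without background correction, with Feature Extraction's processed signals, with median centring, with the authors' normalized table, with the outlier spots kept and without replicate 1, 3 or 4. It was kept without the nearly blank replicate 2. The mean of gbsB at 0.6 M NaCl includes that array, so its missing call there does not show an absence of response.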

Except for *ousA* 3-fold overexpression, transcription of genes encoding osmoprotectant transporters (*opuAA* to *AC*, *opuD*) was not modified under hypertonic conditions (Supplementary Table 1 and Figure 3) (Steil et al., 2003).

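Of the genes for the uptake of osmoprotectants, ousA (bmd_3405) rose 3.51-fold at 1.2 M NaCl (log2 1.81 ± 0.30, SD, n = 4, adjusted p = 1.26e-07) and 4.41-fold at 1.8 M NaCl (log2 2.14 ± 0.17, adjusted p = 1.06e-08). In 0.6 M NaCl it was at 1.55-fold and not called, and when outlier spots stayed in the background fit it was at 3.00-fold at 1.8 M NaCl. None of the ABC transporter genes opuAA, opuAB and opuAC, present in 2 copies on this array (bmd_0859 to bmd_0861 and bmd_1523 to bmd_1525), nor opuD (bmd_1331) for a single-component betaine transporter, was called at any salt. Among these, opuAA (bmd_0860) had a log2 of -0.20 ± 0.37 at 1.2 M NaCl and -0.61 ± 0.71 at 1.8 M NaCl, and opuD had 0.12 ± 0.14 and 0.08 ± 0.29. The control signal of opuAC (bmd_1525) lay near background on all 4 arrays at 1.8 M NaCl and its salt signal on all but 1, so its ratio there is not given. The list of 11 genes for glycine betaine synthesis and osmolyte uptake had 2 members higher at 0.6 M NaCl, gbsA and the proline transporter gene opuE, and 3 at 1.2 and at 1.8 M NaCl, gbsB being added, with none lower, and did not pass as a list (adjusted p = 0.381 at 1.2 M NaCl, camera). The counts were the same when adjusted over the list alone, and at 0.6 M NaCl 1 of the 2 calls remained with median centring and none when outlier spots stayed in the background fit.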

As further highlighted by the hierarchical clustering performed on the expression of genes belonging to the extended central carbon metabolism, rerouting of carbon fluxes toward proline synthesis under osmotic stress was fostered by altered expression of key gene modules. The transcriptome data enabled discrimination between two sets of genes involved in the proline synthesis from glutamate. Although both sets of genes encode the identical three enzymes, namely glutamate-5-kinase (*proB*, *proJ*), glutamate-5-semialdehyde dehydrogenase (*proA*, *proA*^∗^) and pyrroline-5-carboxylate reductase (*proI*, *proH*), their regulation differed significantly. Whereas expression of *proH*-*proJ*-*proA*^∗^ was found 4- and 10-fold enhanced at 0.6 and 1.2 M NaCl, respectively, the expression of *proB*, *proA* and *proI* was up to 3-fold reduced (Supplementary Figure 2). 

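The genes of the osmostress route of proline synthesis rose together at every salt, while proB and proA of the anabolic route, which serves growth, fell at 1.2 and 1.8 M NaCl. The glutamate 5-kinase gene proJ (bmd_2244) rose 4.21-fold at 0.6 M NaCl (log2 2.07 ± 1.28, SD, n = 4) and 11.2-fold at 1.2 M NaCl (log2 3.49 ± 0.26), and the pyrroline-5-carboxylate reductase gene proH (bmd_2243) rose 4.13-fold (log2 2.04 ± 1.30) and 11.2-fold (log2 3.48 ± 0.26). The gene proA* (bmd_2245, named proA on the array) rose 3.36-fold and 7.86-fold (log2 1.75 ± 1.06 and 2.97 ± 0.31). On the anabolic route, proB (bmd_5224) was 3.36-fold lower at 1.2 M NaCl (log2 -1.75 ± 0.03) and 5.07-fold lower at 1.8 M NaCl (log2 -2.34 ± 0.22), and proA (bmd_5223) was 3.01-fold lower (log2 -1.59 ± 0.04) and 5.11-fold lower (log2 -2.35 ± 0.18). Of the 2 proI genes, bmd_4400 was 1.88-fold lower at 1.2 M NaCl (log2 -0.91 ± 0.07) and was not called at 1.8 M NaCl, and bmd_1968 was not called at any salt (log2 0.12 ± 0.07 at 1.2 M NaCl). All 3 osmostress genes were higher at each salt (adjusted p = 0.00868 at 1.2 M NaCl, camera, and adjusted p = 0.324 with an estimated correlation), a list chosen by the study and so not independent evidence. Of the 4 genes of the anabolic route, 0, 3 and 2 were lower at 0.6 M, 1.2 M and 1.8 M NaCl (adjusted p = 0.00866 at 1.8 M NaCl, camera, and adjusted p = 0.324 with an estimated correlation), the same counts as when adjusted over the list alone.

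**Figure D1:**
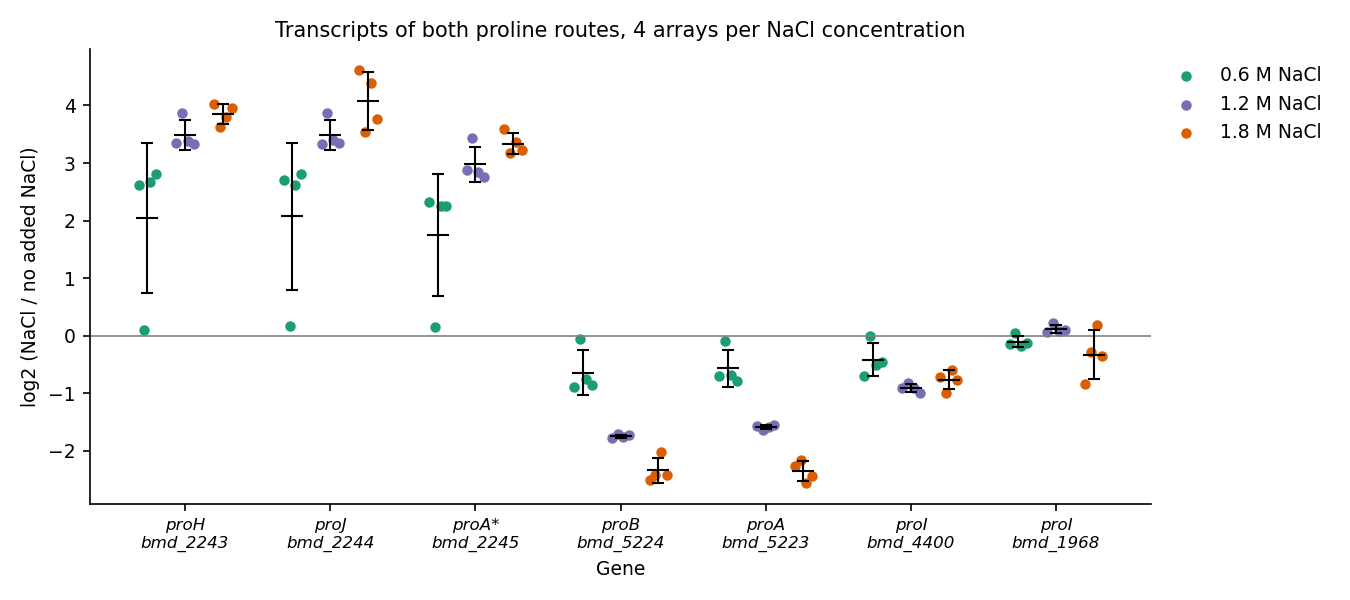
The log2 ratio of NaCl to no added NaCl is plotted for each gene of both proline routes, with 1 point per array, colours for the NaCl concentration and bars for the mean ± SD of 4 arrays. The points of proH, proJ and proA* lie above 0 and those of proB and proA below it at 1.2 and 1.8 M NaCl, and the 0.6 M point nearest 0 is replicate 2, the nearly blank array.

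Without the nearly blank replicate 2, proJ and proH were at 6.54-fold and 6.47-fold at 0.6 M NaCl, and the calls at this salt were lost without replicate 1, 3 or 4 and with the outlier spots kept. When outlier spots stayed in the background fit, proA and proB were 3.25-fold and 2.96-fold lower at 1.8 M NaCl, and the call for proI was lost without background correction (1.72-fold) and with the authors' normalized table. With median centring the anabolic list did not pass at 1.8 M NaCl (adjusted p = 0.0846).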

As protein concentrations of ProA and ProA^∗^ behaved in the same way (Supplementary Tables 1, 2), these results suggest that *proHJA*^∗^ encodes the biosynthetic route for the unbridled synthesis of proline as an osmoprotectant, while *proBA* and *proI* seem to be responsible for the anabolic proline production, obviously negatively regulated by the product proline. Under severe osmotic stress, proline biosynthesis was furthermore promoted by the 2- to 5-fold reduced expression of genes from the arginine, amino sugar, purine and pyrimidine metabolisms, which resulted in low levels of the corresponding enzymes and moderated consumption of glutamate and glutamine for these metabolic purposes (Supplementary Figure 2).

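Most genes for the synthesis of purines, which draws on glutamine, fell at 1.2 M NaCl with 4 genes for arginine synthesis, and at 1.8 M NaCl most genes for pyrimidine synthesis were lower too. Of 14 genes for purine synthesis, 12 were lower at 1.2 M NaCl and 13 at 1.8 M NaCl. Among them purE (bmd_0271), for a step of the ring's assembly, was 4.13-fold and 3.77-fold lower (log2 -2.05 ± 0.82 and -1.92 ± 0.61, SD, n = 4) and purK (bmd_0272) 2.86-fold and 3.27-fold lower. Of 9 genes for arginine synthesis, 4 were lower at 1.2 M NaCl, argC (bmd_0678), argJ (bmd_0679), argB (bmd_0680) and argD (bmd_0681), of which argC was 2.62-fold lower (log2 -1.39 ± 0.35). In 1.8 M NaCl, 5 arginine genes were lower and 1 was higher, and argC was 2.37-fold lower (log2 -1.24 ± 0.35). Of 12 genes for pyrimidine synthesis, 3 were lower at 1.2 M NaCl and 10 at 1.8 M NaCl, with pyrAA (bmd_4241) at 2.99-fold lower (log2 -1.58 ± 0.53) and pyrG (bmd_5164) at 2.74-fold lower (log2 -1.46 ± 0.49). The amino sugar gene glmS (bmd_0192), whose product makes glucosamine phosphate from fructose phosphate and glutamine, was 1.82-fold lower at 1.8 M NaCl (log2 -0.87 ± 0.19) and not called at 1.2 M NaCl (log2 -0.66 ± 0.05). At 1.2 M NaCl the lists passed camera for purines (adjusted p = 7.81e-05), arginine (adjusted p = 0.000427) and pyrimidines (adjusted p = 0.00107), but not with an estimated correlation (adjusted p = 0.324, 0.324 and 0.324). The arginine list did not pass at 1.8 M NaCl (adjusted p = 0.0562), and the purine list passed as higher at 0.6 M NaCl (adjusted p = 0.000564; adjusted p = 0.369 with an estimated correlation), a direction that median centring turned. Adjusted over the list alone, the counts were the same. With median centring 2 of the 12 purine calls at 1.2 M NaCl and 1 of the 13 at 1.8 M NaCl remained, as did 1 of 6 for arginine and 2 of 10 for pyrimidines at 1.8 M NaCl. Under the alternative that keeps outlier spots in the background fit, 12 of 13, 3 of 6 and 6 of 10 remained at 1.8 M NaCl, and glmS was no longer called (1.54-fold).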

Moreover, 2- to 5-fold increased expression of genes encoding the proline transporter OpuE (Bmd_1401) and two enzymes converting proline back to glutamate, the 1-pyrroline-5-carboxylate dehydrogenase (PutC) and proline oxidase (PutB), suggests that cells tightly control their proline intracellular pool and actively recycle this compound to avoid carbon wastage (Figure 3 and Supplementary Table 1). In addition, the concentration of D-amino-acid transaminase (Dat) was increased by 5-fold under hypertonic conditions and certainly improved the supply of the precursor glutamate from alanine (Supplementary Table 2).

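The proline transporter gene opuE (bmd_1401) and the genes for the degradation of proline to glutamate, putB (bmd_3814) and putC (bmd_3813), rose at all 3 salts. The gene opuE was 2.20-fold higher at 0.6 M NaCl (log2 1.14 ± 0.80, SD, n = 4), 4.79-fold at 1.2 M NaCl (log2 2.26 ± 0.14) and 5.62-fold at 1.8 M NaCl (log2 2.49 ± 0.21). The step from 1.2 to 1.8 M NaCl lay under the fold threshold. The proline oxidase gene putB was 2.31-fold, 2.32-fold and 3.62-fold higher at 0.6 M, 1.2 M and 1.8 M NaCl (log2 1.21 ± 0.81, 1.21 ± 0.12 and 1.86 ± 0.63). The 1-pyrroline-5-carboxylate dehydrogenase gene putC was 4.93-fold higher at 0.6 M NaCl (log2 2.30 ± 1.53) and 6.12-fold higher at 1.2 M NaCl (log2 2.61 ± 0.12). For 1.2 M NaCl the adjusted p was 9.15e-07 for opuE, 0.00108 for putB and 5.73e-05 for putC. As a list chosen by the study, the 3 genes passed camera at 1.2 M NaCl (adjusted p = 0.0333), though not with an estimated correlation (adjusted p = 0.365) or with the outlier spots kept (adjusted p = 0.0584), and are not independent evidence of its direction. At 0.6 M NaCl the calls were lost without replicate 1, 3 or 4 and with the outlier spots kept, and putC stood at 8.36-fold without the nearly blank replicate 2. For 1.8 M NaCl, opuE and putB stood at 2.93-fold and 2.25-fold with the outlier spots kept in the background fit and at 12.4-fold and 9.04-fold in Feature Extraction's processed signals, and the probes of opuE differed by more than 1 log2.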

### Rearrangement of the Central Metabolism During Osmotic Stress Changes the Redox State of the Cell and Supplies Precursor for Protein Synthesis

To get a better insight into implications of osmotic stress on the central metabolism, we determined the carbon flux distribution by measuring the ^13^C-labeling of proteogenic amino acids from tracer experiments with ^13^C-glucose as substrate in the presence of up to 1.8 M NaCl (Supplementary Tables 3–5). We accounted for condition-specific precursor demands required for flux calculations derived from macromolecular compositions determined at 0, 0.6 and 1.2 M NaCl, respectively. They were subsequently extrapolated from these values for other NaCl concentrations (Supplementary Figure 3 and Supplementary Table 6).

Results from flux analyses showed that *B. megaterium* metabolized glucose using both glycolysis and the pentose phosphate pathway (PPP) under all studied conditions (Figures 4, 5). Besides, phosphoenolpyruvate carboxylase (PepC), an enzyme absent in most other *Bacillus* species, was preferred to pyruvate carboxylase (PycA) for replenishing the tricarboxylic acid (TCA) cycle. However, the coexistence of both enzymes certainly provides *B. megaterium* with enhanced flexibility to cope with a wide range of substrates and environmental conditions as proposed for *Corynebacterium glutamicum* (Sauer and Eikmanns, 2005).

**FIGURE 4:**
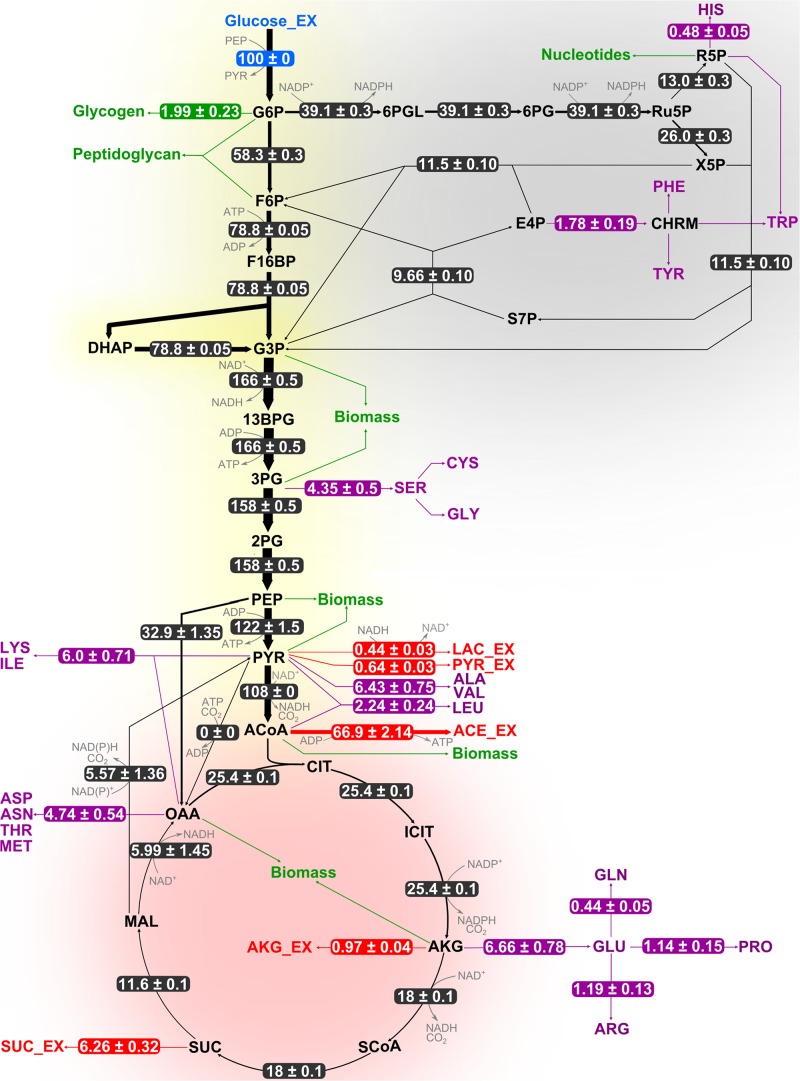
Flux distribution within the central carbon metabolism of *B. megaterium* DSM319 growing at 37°C in M9 minimal medium. Fluxes were determined combining labeling data sets from experiments with 100% 1-^13^C glucose and with a mixture of 50% U-^12^C/50% U-^13^C glucose, respectively. They are given as relative values (%) after normalization with the glucose uptake rate. Fluxes to amino acids (purple) and secretion of organic acids (red) are issued from measurements and were not simulated. Green arrows represent precursor withdrawal for the synthesis of biomass compounds.

**FIGURE 5:**
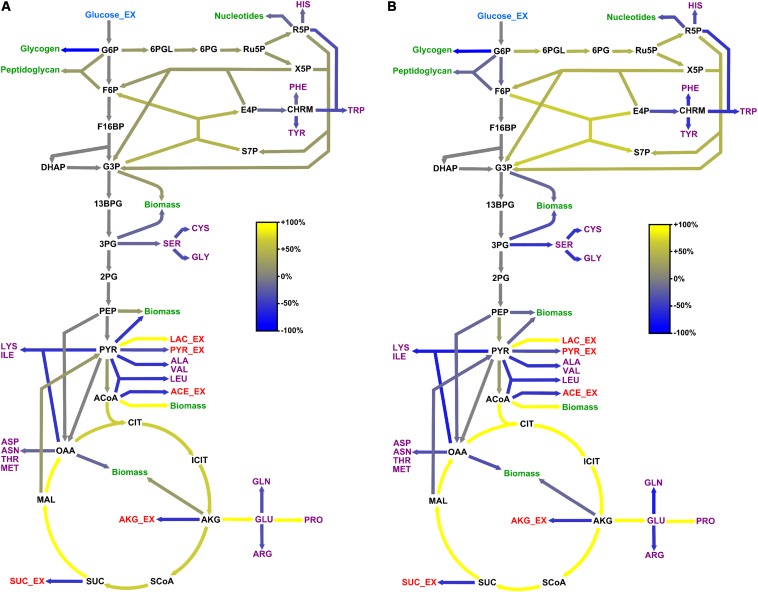
Adaptation of carbon core metabolism to changing osmolarity. Change (%) in relative flux distribution in cells growing with 0.6 M **(A)** and 1.2 M NaCl **(B)** compared to cells growing at 37°C in standard M9 minimal medium (compare Figure 4).

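The gene bmd_1131, predicted to encode a pyruvate oxidase that turns pyruvate into acetate without making NADH, rose 2.91-fold at 1.2 M NaCl (log2 1.54 ± 0.49, SD, n = 4) and 5.25-fold at 1.8 M NaCl (log2 2.39 ± 0.48). The adjusted p was 9.80e-06 at 1.2 M NaCl and 8.35e-08 at 1.8 M NaCl. Of 6 genes for acetate, acetoin and lactate formation, other routes from pyruvate, 1 was higher at 1.2 M NaCl and at 1.8 M NaCl, acsA, and none was lower. The phosphotransacetylase gene pta (bmd_5188) had a log2 of -0.01 ± 0.15 at 1.2 M NaCl and the acetate kinase gene ackA (bmd_4779) one of -0.03 ± 0.07. For the lactate dehydrogenase gene ldh (bmd_0524) the log2 was 0.44 ± 0.15 at 1.2 M NaCl. The list did not pass camera at 1.2 M NaCl (adjusted p = 0.173), though it rose against no change in fry (adjusted p = 0.000212; median log2 0.44). For 1.8 M NaCl, bmd_1131 was at 2.83-fold with the outlier spots kept in the background fit and at 8.51-fold in Feature Extraction's processed signals.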

Genes encoding proteins involved in balancing the redox state such as the pyruvate oxidase Pox (*bmd_1131*) were found overexpressed (2.5-fold), correlating well with similar observations made for the proteome of cells exposed to at least 1.2 M NaCl (Figure 6). Hence, the Pox enzyme might participate in the reduction of the NADH-to-NAD^+^ ratio by circumventing the utilization of NAD^+^ dependent pyruvate dehydrogenase Pdh for the conversion of pyruvate to acetyl-CoA whose concentration indeed tended to diminish at the mRNA and protein levels under high salt condition (Figure 6).

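Of the 4 genes of the pyruvate dehydrogenase complex, pdhA to pdhD, none was called at 0.6 or 1.2 M NaCl and pdhA (bmd_1326) was 1.96-fold lower at 1.8 M NaCl (log2 -0.97 ± 0.08, SD, n = 4, adjusted p = 5.42e-09). The log2 ratios at 1.8 M NaCl were -0.49 ± 0.21 for pdhB (bmd_1327), -0.51 ± 0.23 for pdhC (bmd_1328) and -0.53 ± 0.32 for pdhD (bmd_1329), below 0 but under the fold threshold. In 1.2 M NaCl the log2 ratios of pdhA and pdhD were -0.34 ± 0.07 and -0.19 ± 0.06. As a list the 4 genes were lower at 1.8 M NaCl (adjusted p = 0.0167, camera), a call lost with an estimated correlation (adjusted p = 0.335), and the count of 1 was the same when adjusted over the list alone. For 1.2 M NaCl the list did not pass (adjusted p = 0.141). The call for pdhA was lost on its brightest probe (1.62-fold), with the outlier spots kept in the background fit (1.69-fold) and with median centring, with which the list did not pass either (adjusted p = 0.368).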

**FIGURE 6:**
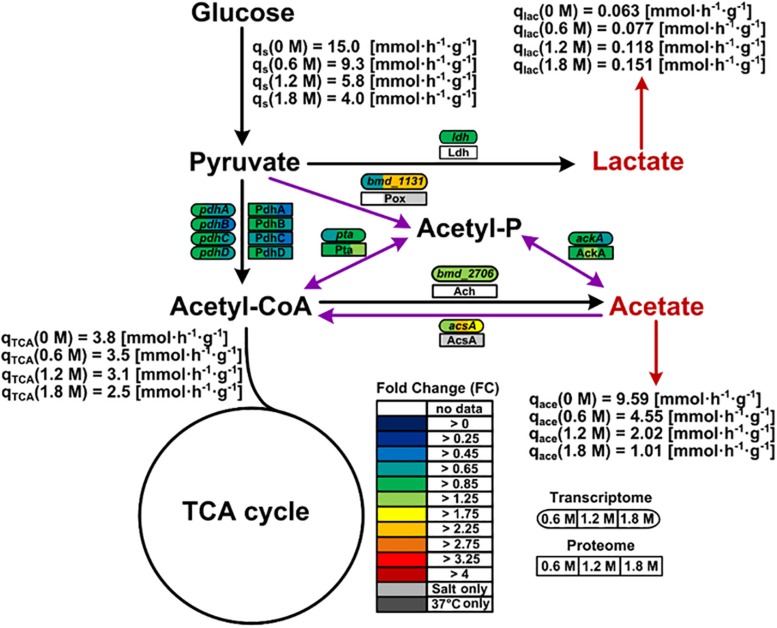
Pox route and overflow metabolism in *B. megaterium* DSM319 growing in M9 minimal medium supplemented with different NaCl concentrations. Purple arrows correspond to reactions of the Pox route while red arrows indicate organic acid secretions. Gene expression was determined by microarray analysis using purified RNA samples obtained from four biological replicates. Intracellular proteins were identified and quantified by proteome analysis using LC-IMS^*E*^ for cells originating from three biological replicates. Values are indicated as fold change compared to expression in cells grown at 37°C in M9 minimal medium without additional NaCl supplementation. Metabolites were quantified by mass spectroscopy. **Ach:** acetyl-CoA hydrolase; **AckA:** acetate kinase; **AcsA:** acetyl-CoA synthetase; **Ldh:** lactate dehydrogenase; **Pdh:** pyruvate dehydrogenase; **Pox:** pyruvate oxidase; **Pta:** phosphate acetyltransferase.

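In cells at 0.6 M NaCl, bmd_1131, the predicted pyruvate oxidase gene, was at 1.28-fold (lower; log2 -0.36 ± 0.29, SD, n = 4) and was not called (adjusted p = 0.177). It differed between 0.6 and 1.2 M NaCl by a log2 of 1.90 (standard error 0.26) (adjusted p = 0.000122). The overflow genes pta and ackA were at a log2 of -0.39 ± 0.27 and -0.17 ± 0.06 at this salt, and neither was called. Without the nearly blank replicate 2, bmd_1131 was at 1.40-fold and remained without a call.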

Since the *pox* gene showed no difference in expression at 0.6 M NaCl despite the already increased NADH-to-NAD^+^ ratio, activation of the Pox route seems only indirectly related to the cellular redox state. Coming from the Pox route, the main pathway affected by severe osmotic stress in *B. megaterium* involves the TCA cycle. The expression of the gene encoding acetyl-CoA synthase (*acsA*) displayed a 2.6-fold increase, most likely to ensure efficient redirection of the produced acetate toward the TCA cycle (Figure 6 and Supplementary Table 1) (Li et al., 2006; Kohlstedt et al., 2014). It was shown that *B. megaterium* accumulates extracellularly acetate by secretion during cultivations without re-import (Hollmann and Deckwer, 2004). Hence, it seems again that cells tend to avoid carbon wastage through secretion and instead convert acetate into acetyl-CoA to meet the physiological constraints imposed by osmotic stress.

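The acetyl-CoA synthetase gene acsA (bmd_4798), whose product activates acetate to acetyl-CoA, rose 2.82-fold at 1.2 M NaCl (log2 1.49 ± 0.06, SD, n = 4) and 3.45-fold at 1.8 M NaCl (log2 1.79 ± 0.14). In 0.6 M NaCl it was at 1.66-fold (log2 0.73 ± 0.50) and not called, and when outlier spots stayed in the background fit it was at 2.32-fold at 1.8 M NaCl. The adjusted p was 7.24e-07 at 1.2 M NaCl and 6.29e-08 at 1.8 M NaCl. Between 0.6 and 1.2 M NaCl acsA did not differ by 1.75-fold (log2 difference 0.76 (standard error 0.19)). Without the nearly blank replicate 2, acsA was called at 0.6 M NaCl, at 1.97-fold.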

Comparison of the flux distributions in non-stressed cells with that in cells exposed to mild (≤ 0.6 M NaCl) and cells exposed to severe osmotic stress (>0.6 M NaCl), respectively, revealed a intensification of relative fluxes through the TCA cycle with increasing salt concentration (Figure 5). The absolute flux slightly decreased (Figure 6). Further, a rerouting of carbon from 2-oxoglutarate toward glutamate and proline synthesis was observed (Figure 5). Moreover, the precursor drain for the synthesis of biomass compounds, organic and amino acids upstream and downstream from the 2-oxoglutarate node significantly decreased with increasing salt concentration. In particular, carbon fueling the TCA cycle was preferentially recycled to oxaloacetate by malate dehydrogenase and reincorporated into the cycle, explaining the observed flux repartition at the anaplerotic node. Overall, the fluxes around this node showed no alteration despite the increased utilization of 2-oxoglutarate for proline biosynthesis.

Similarly, relative flux through the PPP intensified proportionally to the imposed osmotic burden and exceeded by far the anabolic demand, resulting in a strengthened carbon feeding back to glycolysis intermediates. Since three moles of NADPH are necessary to synthesize one mole of proline from 2-oxoglutarate, this marked increase of PPP fluxes certainly provided cells with the reducing power required for this conversion. Together with the reduced CO_2_ fixation by phosphoenolpyruvate carboxylase, these combined increases of fluxes through the TCA cycle and PPP also resulted in an up to 70% stronger CO_2_ release, which partly explains the observed reduction of biomass yield under osmotic stress (Table 1 and Figure 5). In contrast, relative fluxes through glycolysis remained approximately constant and admittedly participated in maintaining a high energy level even under stressful conditions, as indicated by the measured adenylate energy charge (Table 1 and Figure 5).

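In 1.2 M NaCl, 8 of 16 genes of the TCA cycle, which oxidizes acetyl-CoA and supplies 2-oxoglutarate, were higher and 1 was lower, and at 1.8 M NaCl 9 were higher and 1 was lower. The citrate synthase gene citZ (bmd_4756) rose 2.53-fold at 1.2 M NaCl (log2 1.34 ± 0.08, SD, n = 4) and 2.69-fold at 1.8 M NaCl (log2 1.43 ± 0.10), the malate dehydrogenase gene mdh (bmd_4754) 2.20-fold and 2.43-fold, and the isocitrate dehydrogenase gene icd (bmd_4755) 2.09-fold and 2.28-fold. At the anaplerotic node, which links the cycle to glycolysis, the PEP carboxykinase gene pckA (bmd_4848) rose 2.92-fold at 1.8 M NaCl (log2 1.55 ± 0.29) and was at 1.55-fold without a call at 1.2 M NaCl (log2 0.63 ± 0.06). The pyruvate carboxylase gene pycA (bmd_1350) was not called at any salt (log2 -0.20 ± 0.04 at 1.2 M NaCl and -0.64 ± 0.19 at 1.8 M NaCl). No TCA cycle gene was called at 0.6 M NaCl. The list passed camera at 1.2 M NaCl (adjusted p = 0.000197) and at 1.8 M NaCl (adjusted p = 0.000427), but not with an estimated correlation (adjusted p = 0.324 and 0.324), and the counts were the same when adjusted over the list alone. With median centring in place of loess, 1 of the 9 calls at 1.2 M NaCl and 6 of the 10 at 1.8 M NaCl remained, the mean of the list at 1.2 M NaCl turned negative, as did icd, and the list did not pass at 1.8 M NaCl (adjusted p = 0.331).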

Regarding the large carbon flux from glycolysis to proline biosynthesis, expression of several genes belonging to the TCA cycle and anaplerotic node was up to 3-fold higher in stressed cells (Figure 6). Concentrations of corresponding proteins were only slightly higher and cannot account alone for the massive rerouting observed, mainly because salt could also induce loss of enzyme activity (Kohlstedt et al., 2014). On the contrary, despite a 2.6-fold reduction of absolute glycolytic flux, the pools from oxaloacetic acid to 2-oxoglutarate grew more prominent with increasing salt concentration and indeed drove this rerouting which enabled the conservation of a similar TCA absolute flux (Figure 7). Similarly, mRNA and protein levels from the PPP did not significantly change under osmotic stress, and enhanced flux diversion may be achieved at the level of metabolites as well. 

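Most of the 16 genes of the pentose phosphate pathway on the array, several of them in more than 1 copy, did not pass the test at any salt. Of the called genes, the transaldolase gene tal (bmd_5160) was 2.54-fold higher at 1.2 M NaCl (log2 1.35 ± 0.06, SD, n = 4) and 3.15-fold higher at 1.8 M NaCl (log2 1.66 ± 0.33). A 6-phosphogluconate dehydrogenase gene, gnd (bmd_0753), was 2.16-fold higher at 1.2 M NaCl (log2 1.11 ± 0.09), while another, gnd (bmd_1316), was 2.71-fold lower at 1.2 M NaCl (log2 -1.44 ± 0.11) and 4.56-fold lower at 1.8 M NaCl (log2 -2.19 ± 0.25). In 1.8 M NaCl the ribose-5-phosphate isomerase gene rpiA (bmd_1032) was 1.91-fold higher (log2 0.93 ± 0.17). The list had 2 genes higher and 1 lower at each of these salts, the same when adjusted over the list alone, and did not pass camera at 1.2 M NaCl (adjusted p = 0.304) or 1.8 M NaCl (adjusted p = 0.793). Of 13 glycolysis genes none was called at 0.6 or 1.2 M NaCl. At 1.8 M NaCl gap (bmd_4746) was 2.57-fold higher (log2 1.36 ± 0.21) and pgk (bmd_5037), tpiA (bmd_5036), gpmI (bmd_5035) and 1 further gene were lower, pgk by 2.08-fold (log2 -1.06 ± 0.35). When outlier spots stayed in the background fit, bmd_1316 was 2.54-fold lower at 1.8 M NaCl, rpiA and pgk lost their calls (1.51-fold and 1.73-fold) and 1 of the 5 glycolysis calls remained, and with median centring 1 of the 3 pentose phosphate calls at 1.2 M NaCl and 1 of the 5 glycolysis calls at 1.8 M NaCl remained.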

As a matter fact, concentration of 6-phosphoglycerate (6PG) also increased gradually while that of ribulose-5-phosphate (Ru5P) progressively diminished with increasing salt concentration, thus reducing the mass-action ratio of the reaction catalyzed by phosphogluconate dehydrogenase (GND) and favoring 6PG conversion (Figure 7) (Hess and Brand, 1965).

**FIGURE 7:**
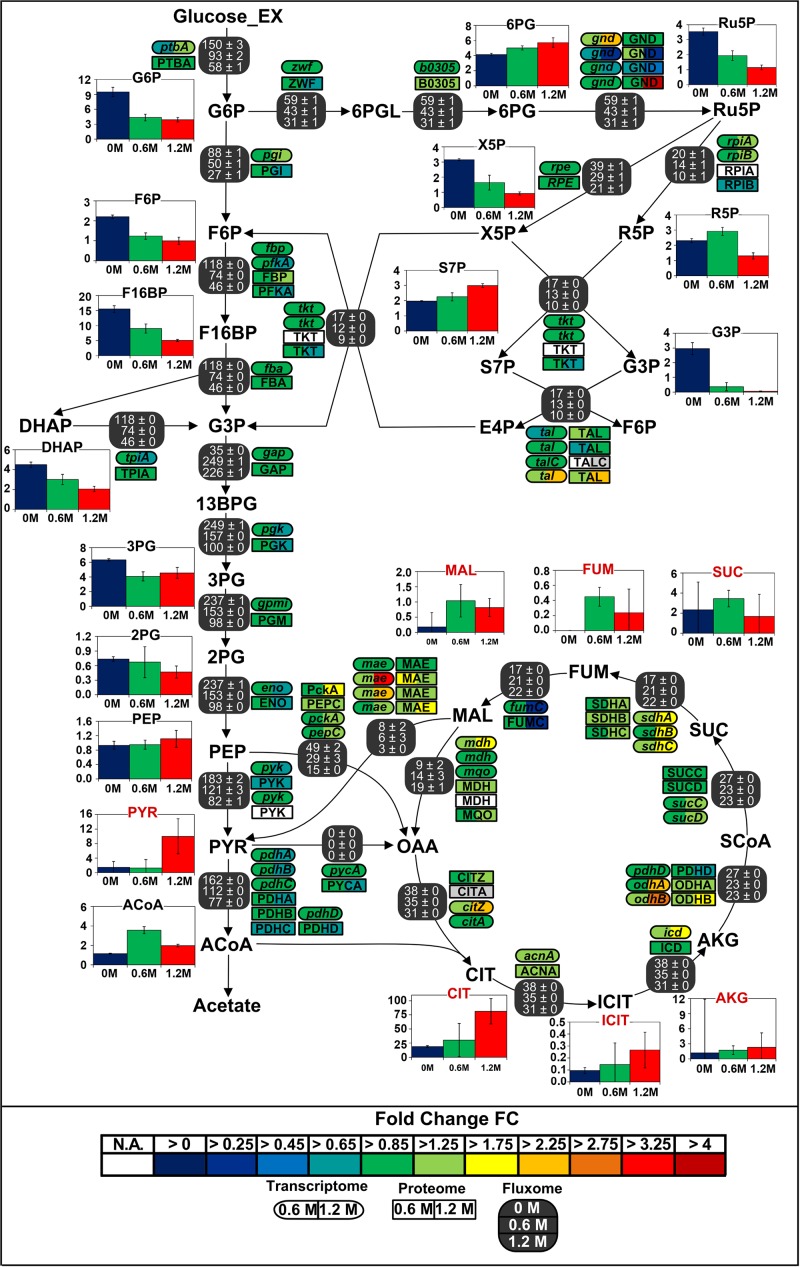
Integrated view of the response of the central carbon metabolism of *B. megaterium* DSM319 to ionic osmotic stress. Transcriptome and proteome data are indicated as the determined fold change compared to cultivation in minimal medium without NaCl supplementation. Gene expression was determined by microarray analysis using purified RNA samples obtained from four biological replicates. Intracellular proteins were identified and quantified by proteome analysis using LC-IMS^*E*^ for cells originating from three replicates. Bar plots represent intracellular metabolite concentrations in μmol g_CDW_^–1^. Intracellular metabolite concentrations were determined by LC-MS/MS using a differential method, i.e., subtracting extracellular metabolite concentration from the global metabolite concentration.

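Downstream of 2-oxoglutarate, both genes of the 2-oxoglutarate dehydrogenase complex rose and fumC fell at 1.2 and 1.8 M NaCl. The gene odhB (bmd_2925) rose 3.18-fold at 1.2 M NaCl (log2 1.67 ± 0.05, SD, n = 4) and 5.14-fold at 1.8 M NaCl (log2 2.36 ± 0.16), and odhA (bmd_2926) rose 2.43-fold and 3.51-fold (log2 1.28 ± 0.04 and 1.81 ± 0.07). The fumarase gene fumC (bmd_2279) fell 2.60-fold at 1.2 M NaCl (log2 -1.38 ± 0.06) and 5.25-fold at 1.8 M NaCl (log2 -2.39 ± 0.18). For 1.8 M NaCl the adjusted p was 2.59e-10 for odhB, 2.59e-10 for odhA and 2.95e-11 for fumC. None of the genes was called at 0.6 M NaCl, with log2 ratios of 0.38 ± 0.29, 0.23 ± 0.22 and -0.15 ± 0.14. With median centring the calls for odhB and odhA at 1.2 M NaCl were lost (1.89-fold and 1.59-fold), and with the outlier spots kept in the background fit fumC was 3.10-fold lower at 1.8 M NaCl. These genes were not the only ones called. The malate dehydrogenase gene mdh (bmd_4754), also downstream of 2-oxoglutarate, was higher at both salts. Of the 16 listed TCA cycle genes 9 were called at 1.2 M NaCl and 10 at 1.8 M NaCl, not all of them named here. With median centring 1 and 6 of these calls remained.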

Gene expression, enzyme concentrations and metabolic fluxes downstream of 2-oxoglutarate were not significantly changed under osmotic stress in *B. megaterium* except for the *odhA* and *odhB* genes, whose expression was higher (Figure 7 and Supplementary Tables 1, 2) while *fumC* and the corresponding enzyme fumarate hydratase (FumC) were found to be up to 3-fold reduced at severe salt. 

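The genes for both subunits of glutamate synthase, which makes glutamate from glutamine and 2-oxoglutarate, fell at 1.2 M NaCl. The large-subunit gene gltA (bmd_2055) was 1.82-fold lower (log2 -0.87 ± 0.05, SD, n = 4, adjusted p = 2.06e-06) and the small-subunit gene gltB (bmd_2056) was 1.82-fold lower (log2 -0.87 ± 0.05, adjusted p = 1.40e-06). In 1.8 M NaCl gltB was 1.85-fold lower (log2 -0.89 ± 0.29) and gltA was at 1.47-fold without a call (log2 -0.56 ± 0.30). At 0.6 M NaCl the log2 ratios of gltA and gltB were 0.03 ± 0.08 and 0.01 ± 0.03, and neither gene was called. With median centring, which included the nearly blank replicate 2, they were at -1.82 and -1.89 there. Their activator gene gltC (bmd_2054) was not called (log2 -0.28 ± 0.05 at 1.2 M NaCl). All 4 arrays at 1.2 M NaCl had both genes below the control. Both calls at 1.2 M NaCl were lost with median centring, that for gltB at both salts on its brightest probe, and that for gltB at 1.8 M NaCl also with median centring and with the outlier spots kept in the background fit (1.56-fold).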

Consistent with results in *B. subtilis* and *B. licheniformis*, expression of genes encoding glutamate synthase (*gltA*, *gltB*) and concentration of these proteins were also up to 2-fold reduced despite the increased glutamate demand for proline synthesis (Schroeter et al., 2013). These three enzymes seem stress-sensitive and, given their vital metabolic functions, they are probably replaced by isoenzymes under stressful conditions.

### Induction of the General *sigB*-Mediated Stress Response by High Salt Conditions

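Of the 4 genes of the operon of σB, the sigma factor of the general stress response, rsbW (bmd_0228), sigB (bmd_0229) and rsbX (bmd_0230) were higher at 1.2 M NaCl and all 4 at 1.8 M NaCl. The gene sigB was 1.96-fold higher at 1.2 M NaCl (log2 0.97 ± 0.19, SD, n = 4) and 2.46-fold higher at 1.8 M NaCl (log2 1.30 ± 0.36). The genes rsbW and rsbX, for the anti-sigma factor and a phosphatase, were 1.85-fold and 1.79-fold higher at 1.2 M NaCl and 2.35-fold and 2.57-fold higher at 1.8 M NaCl. The anti-anti-sigma factor gene rsbV (bmd_0227) was 2.76-fold higher at 1.8 M NaCl (log2 1.47 ± 0.51) and at 1.74-fold without a call at 1.2 M NaCl (log2 0.80 ± 0.13). None was called at 0.6 M NaCl, where sigB had a log2 of -0.23 ± 0.07. As a list chosen by the study, and so not independent evidence, the operon passed camera at 1.2 M NaCl (adjusted p = 0.00814) and 1.8 M NaCl (adjusted p = 0.00649), but not with an estimated correlation (adjusted p = 0.324 and 0.324). None of the 3 calls at 1.2 M NaCl remained with median centring, with which the list did not pass at 1.2 M NaCl (adjusted p = 0.446) or 1.8 M NaCl (adjusted p = 0.0805), and 1 remained on the brightest probe, that for sigB. The call for rsbX was also lost without background correction, with the processed signals of Feature Extraction and without 1.2 M replicate 2 (1.68-fold).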

When cells were cultured at NaCl concentrations higher than 0.6 M, expression of the σ^*B*^-operon (*rsbV*, *rsbW*, *rsbX*, *sigB*) was only up to 1.8-fold higher, while the abundance of several of its products increased up to 3-fold, suggesting the sustained activation of the general stress response under acute salt stress. In accordance with this conclusion, predicted members of the SigB-regulon (*bmd_1994*, *bmd_1557*, *bmd_1546*, *bmd_1131*, *bmd_1041*, *dps*, *bmd_5086*, *bmd_3493*, *bmd_3215, gbsB, gbsA*) were between 2.2- and 12-fold more strongly expressed and concentration of the corresponding proteins up to 57-fold higher (Supplementary Figure 4 and Supplementary Tables 1, 2) (Hecker and Völker, 2001; Höper et al., 2006; Hahne et al., 2010; Misirli et al., 2014). Similarly, the concentration of the regulator of the peroxide regulon PerR was 2.6- and 4.6-fold increased at 1.2 M and 1.8 M NaCl, respectively, confirming the production of reactive oxygen species (ROS) under these conditions. 

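The predicted members of the SigB regulon rose at 1.2 and 1.8 M NaCl, 10 of 11 genes at the former and all 11 at the latter. Only gbsA was called at 0.6 M NaCl, and this call was lost without background correction, with Feature Extraction's processed signals, with median centring, with the authors' normalized table and with the outlier spots kept. The means at 0.6 M NaCl include the nearly blank replicate 2, so a missing call there does not show an absence of response. The largest rise was of bmd_1557, a glucose starvation-inducible protein gene, 5.90-fold at 1.2 M NaCl (log2 2.56 ± 0.47, SD, n = 4) and 22.7-fold at 1.8 M NaCl (log2 4.51 ± 0.23). The aldehyde dehydrogenase gene bmd_1546 rose 4.11-fold and 9.07-fold (log2 2.04 ± 0.50 and 3.18 ± 0.82), bmd_5086 3.67-fold and 7.93-fold, bmd_3493 4.69-fold and 7.47-fold, and bmd_1994 5.42-fold and 5.91-fold. The smallest rise at 1.8 M NaCl was of bmd_1041, 2.66-fold (log2 1.41 ± 0.10). The iron-binding protein gene dps (bmd_4857) was 3.27-fold higher at 1.8 M NaCl (log2 1.71 ± 0.73) and was not called at 1.2 M NaCl (log2 0.57 ± 0.46). The list was chosen by the study and is not independent evidence. It passed camera at 1.2 M NaCl (adjusted p = 1.86e-06) and 1.8 M NaCl (adjusted p = 2.35e-06), but not with an estimated correlation (adjusted p = 0.324 and 0.324), and had the same counts when adjusted over the list alone. All 11 calls at 1.8 M NaCl remained with the outlier spots kept in the background fit, with bmd_1557 at 10.7-fold, bmd_1546 at 4.70-fold, bmd_5086 at 4.65-fold, bmd_3493 at 4.26-fold and bmd_1994 at 2.85-fold.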

The increased production of NADH dehydrogenase YutJ (BMD_4957), iron-binding protein Dps (BMD_4857), 2-cys peroxiredoxin (BMD_0990), redox regulator Rex (BMD_0255), several cytochromes P450 (BMD_1855, BMD_2035, BMD_3874) as well as the up to 4-fold induction of the gene encoding a manganese catalase (*bmd_3215*) provides further evidence that the cells produced these proteins to fight oxidative damages (Figure 8 – Cluster 6, Supplementary Figure 4 and Supplementary Table 2) (Lewis, 2002; Ishikawa et al., 2003; Rhee et al., 2005; Gyan et al., 2006; Ying, 2008).

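The manganese catalase gene bmd_3215, whose product breaks down hydrogen peroxide, rose 4.72-fold at 1.2 M NaCl (log2 2.24 ± 0.38, SD, n = 4, adjusted p = 1.31e-07) and 11.4-fold at 1.8 M NaCl (log2 3.51 ± 0.50, adjusted p = 9.82e-10). In 0.6 M NaCl it was not called (log2 -0.04 ± 0.17). Among 8 further genes of oxidative stress defence, fixed as a list beforehand, none was called at 1.2 M NaCl. In 1.8 M NaCl 3 were higher, dps, ohrB and perR (bmd_0417), the peroxide regulator gene, by 2.63-fold (log2 1.40 ± 0.17), and 1 was lower, the catalase gene katA (bmd_5226), by 2.73-fold (log2 -1.45 ± 0.07). The superoxide dismutase gene sodA (bmd_4502) was not called (log2 0.75 ± 0.13 at 1.2 M NaCl and 0.79 ± 0.17 at 1.8 M NaCl). The list did not pass camera at 1.8 M NaCl (adjusted p = 0.172), and its counts were the same when adjusted over the list alone. When outlier spots stayed in the background fit, bmd_3215 was at 5.04-fold at 1.8 M NaCl and 3 of the 4 calls of the list remained.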

**FIGURE 8:**
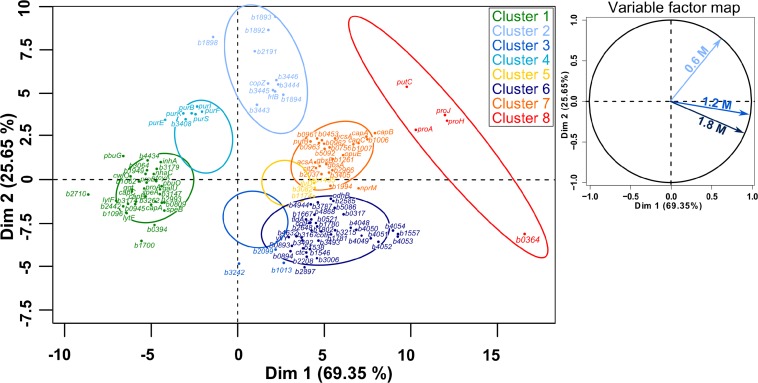
Principal component analysis (PCA) followed by hierarchical clustering (HCPC) on gene expression ratios in *B. megaterium* DSM319 grown in M9 medium supplemented with 0.6, 1.2, and 1.8 M NaCl. For more clarity, *bmd* was replaced by b in gene names and only the 125 genes most relevant for the PCA construction are presented. **Cluster 1**: Genes whose expression is down-regulated under both mild (0.6 M NaCl) and severe salt stress (1.2 and 1.8 M NaCl), **Cluster 2**: Gene whose expression is only stronger under mild stress, **Cluster 3**: Genes whose expression is slightly reduced at 0.6 M NaCl and slightly increased under severe salt stress, **Cluster 4**: Genes whose expression is slightly up-regulated at 0.6 M NaCl and strongly down-regulated under severe salt stress, **Cluster 5**: Genes whose expression is slightly up-regulated under both mild and severe salt stress, **Cluster 6**: Genes whose expression is specifically up-regulated under severe salt stress, **Cluster 7**: Genes whose expression is up-regulated under both mild and severe salt stress, **Cluster 8**: Genes involved in proline synthesis.

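In the principal components of the 12 arrays, the first component, with 63.3% of the variance over all genes, ordered the arrays by NaCl concentration, and the second, with 13.2%, set 1.2 M NaCl apart from the other salts. Genes that rose with the first component include bmd_0364, which was higher at 1.2 than at 0.6 M NaCl by 3.36 (standard error 0.25) in log2 and at 1.8 than at 1.2 M NaCl by 1.25 (standard error 0.25) (n = 4 arrays per salt; not called with the processed signals, median centring or the outlier spots kept), and genes that fell with it include lytF (bmd_1625) and bmd_2442, lower at each salt. Of the siderophore genes, bmd_4048 and bmd_4049 were lower at 1.8 than at 1.2 M NaCl, with log2 differences of -1.10 (standard error 0.12) and -0.95 (standard error 0.17), not called with median centring or with the authors' normalized table. The membrane protein gene bmd_3444 and the transporter gene bmd_3446 were lower at 1.2 than at 0.6 M NaCl, with log2 differences of -1.71 (standard error 0.39) and -1.60 (standard error 0.40). With genes as points and the mean log2 change at the 3 salts as scaled variables, the first and second components held 69.8 and 25.6% of the variance over all 5123 genes.

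**Figure D2:**
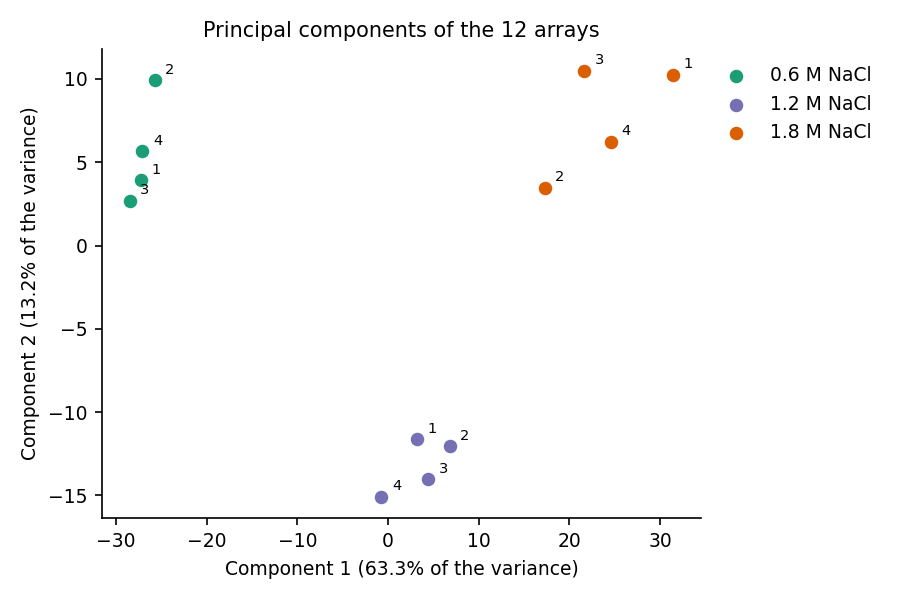
Each point is 1 of the 12 arrays, numbered by replicate and coloured by NaCl concentration, on the first component (63.3% of the variance) and the second (13.2%). The arrays of each concentration lie together, with 0.6 M NaCl at the left, 1.2 M NaCl in the middle and 1.8 M NaCl at the right of the first component.

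The nearly blank replicate 2 lies near the other 0.6 M arrays on the first component (-25.8 against -27.1 to -28.5). Its log2 ratios correlated with theirs at an r of only 0.065 to 0.082, so this position does not show that it measured the same response. The first component held 51.5% with Feature Extraction's processed signals, 76.4% with median centring and 60.5% with the outlier spots kept in the background fit, and the 1.8 M arrays also differ from the others by slide.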

Interestingly, concentrations of several flavodoxins (BMD_3384, BMD_3385, BMD_3911) were increased up to 6.6-fold at concentrations above 0.6 M NaCl and electron transfer flavoproteins EtfA and EtfB were even produced explicitly under these conditions. Flavodoxins have already been reported to replace ferredoxins and participate in repair activities during iron starvation and oxidative stress (Pomposiello et al., 2001; Giro et al., 2006; Tognetti et al., 2006; Zurbriggen et al., 2007). Indeed, ferredoxin functions seem to be compromised under stressful conditions because the Fe–S cluster they bear as a prosthetic group gets damaged by diverse reactive species (Singh et al., 2014). In this regard, expression of genes involved in synthesis and reparation of Fe-S clusters (*sufB*, *iscU*, *sufS*, *sufD*, *sufC*) showed upregulation by around 2-fold and concentrations of their products were accordingly higher under severe salt stress (Supplementary Tables 1, 2) (Höper et al., 2006). 

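Genes of the suf operon, whose products assemble and repair iron-sulfur clusters, rose at 1.8 M NaCl, with smaller changes at 1.2 M NaCl. At 1.8 M NaCl sufB (bmd_4976) was 2.71-fold higher (log2 1.44 ± 0.05, SD, n = 4), iscU (bmd_4977) 2.65-fold (log2 1.41 ± 0.09), sufS (bmd_4978) 2.65-fold, sufD (bmd_4979) 2.56-fold and sufC (bmd_4980) 2.34-fold. In 1.2 M NaCl iscU and sufS were 1.93-fold and 1.78-fold higher (log2 0.95 ± 0.07 and 0.83 ± 0.07), and sufB, sufD and sufC were at 1.73-fold, 1.64-fold and 1.55-fold without a call. No gene of the list was called at 0.6 M NaCl. With median centring, which included the nearly blank replicate 2, sufB, iscU, sufS, sufD and sufC were at a log2 of -1.46 to -1.63 there. The mean of the list was then -1.29. Of 8 genes for iron-sulfur cluster assembly, 2 were higher at 1.2 M NaCl (adjusted p = 0.00473, camera, and adjusted p = 0.324 with an estimated correlation) and 6 at 1.8 M NaCl (adjusted p = 0.000299, and adjusted p = 0.324 with an estimated correlation). None was lower, and the counts were the same when adjusted over the list alone. With median centring none of the 2 calls at 1.2 M NaCl and 1 of the 6 at 1.8 M NaCl remained, the mean of the list at 1.2 M NaCl turned negative and the list did not pass at 1.8 M NaCl (adjusted p = 0.155), while 5 of the 6 remained with the outlier spots kept in the background fit.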

Surprisingly despite the catalytic role of iron in ROS generation, transcription of numerous genes encoding proteins involved in iron acquisition such as siderophores (*bmd_4048*, *bmd_4051*, *bmd_4052*) and ferrichromes (*fhuD*, *fhuC*, *yclQ*, *yclP*, *yclO*, *yclN*, *yusV*, *yfhA*, *yfiZ*, *yfiY*) were among the most overexpressed (up to 15-fold) and their products display an up to 12-fold abundance increase at concentrations above 0.6 M NaCl (Figure 8, Cluster 6 and Supplementary Figure 4) (Galaris and Pantopoulos, 2008). Together with the increased production of flavodoxins, this result tends to confirm that high-salinity is also causing iron scavenging in *B. megaterium*, as proposed in *B. subtilis* (Hoffmann et al., 2002; Höper et al., 2006; Zurbriggen et al., 2007).

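The genes for making siderophores and for taking up their iron complexes were among the most strongly raised at 1.2 M NaCl, where all 13 that the study names were higher, and 10 of them were higher at 1.8 M NaCl. The siderophore genes bmd_4052, bmd_4051 and bmd_4048 rose 18.3-fold (log2 4.19 ± 0.20, SD, n = 4), 15.2-fold (log2 3.92 ± 0.20) and 13.6-fold (log2 3.76 ± 0.09) at 1.2 M NaCl, and 11.2-fold, 10.1-fold and 6.33-fold at 1.8 M NaCl. Among the uptake genes, yfiY (bmd_5000) rose 3.91-fold at 1.2 M NaCl (log2 1.97 ± 0.07) and 2.88-fold at 1.8 M NaCl, yclQ (bmd_3216) 3.24-fold and 2.29-fold, and yfhA (bmd_4998) 2.95-fold and 3.90-fold. The ferrichrome genes fhuD (bmd_1509) and fhuC (bmd_1510) rose 2.24-fold and 2.26-fold at 1.2 M NaCl and were not called at 1.8 M NaCl, nor was yclO (bmd_3218). None of the 13 was called at 0.6 M NaCl, where bmd_4052 had a log2 of 0.09 ± 0.13. The list was chosen by the study and is not independent evidence. It passed camera at 1.2 M NaCl (adjusted p = 4.22e-10) and 1.8 M NaCl (adjusted p = 1.31e-06), but not with an estimated correlation (adjusted p = 0.324 and 0.324), and had the same counts when adjusted over the list alone. All 10 calls at 1.8 M NaCl remained with the outlier spots kept in the background fit, with bmd_4052, bmd_4051 and bmd_4048 at 5.07-fold, 4.90-fold and 3.33-fold.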

### Additional Adaptation Process Caused by High Salt Conditions

Proteome data also revealed a progressive reduction of concentrations of several ribosomal proteins (RplW, RpsN, RpsO, RpsT, RpmA, RplT), translation factors (BipA, PrfC, PrfB) and proteins from the purine and pyrimidine metabolisms (PurEKBCSQLFMNHD, PyrK, PyrAA, PyrAB, PyrC, PyrB, PyrG) with increasing salt concentrations which denotes a significant downturn in RNA synthesis and processing activities consistent with the reduction of RNA content (Supplementary Figure 3 and Supplementary Table 1). In this regard, decrease in concentrations of enzymes involved in the synthesis of purines and pyrimidines was supported by the up to a 2.5-fold reduced expression of genes encoding them and proteins from the connected histidine biosynthesis pathway (Figure 8 – Cluster 4).

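At 1.2 M NaCl, 8 of 10 genes for histidine synthesis fell, and at 1.8 M NaCl 8 fell and 1 rose. The gene hisD (bmd_5057), for the last enzyme of the pathway, was 2.12-fold lower at 1.2 M NaCl (log2 -1.09 ± 0.08, SD, n = 4) and 2.65-fold lower at 1.8 M NaCl (log2 -1.40 ± 0.22). The gene hisA (bmd_5054) was 1.88-fold and 2.58-fold lower, and hisG (bmd_5058), for the first enzyme, 2.13-fold and 2.31-fold lower. The gene hisC (bmd_4304), which lies beside the tryptophan genes on the array's numbering, was 2.10-fold higher at 1.8 M NaCl (log2 1.07 ± 0.33), with probes that differed by more than 1 log2. In purine synthesis, which shares a precursor with histidine, purC (bmd_0274) was 2.49-fold lower at 1.2 M NaCl (log2 -1.31 ± 0.09) and purL (bmd_0277) 3.29-fold lower at 1.8 M NaCl (log2 -1.72 ± 0.80), and in pyrimidine synthesis pyrR (bmd_4245) and pyrP (bmd_4244) were 2.27-fold and 2.14-fold lower at 1.2 M NaCl. No gene of these lists was called at 0.6 M NaCl. The histidine list passed camera at 1.2 M NaCl (adjusted p = 0.000185) and 1.8 M NaCl (adjusted p = 0.00104), but not with an estimated correlation (adjusted p = 0.324 and 0.324), and had the same counts when adjusted over the list alone. With median centring 5 of the 8 histidine calls at 1.2 M NaCl and 2 of the 9 at 1.8 M NaCl remained, purC and purL lost theirs and the histidine list did not pass at 1.8 M NaCl (adjusted p = 0.182), and with the outlier spots kept in the background fit 5 of the 9 histidine calls at 1.8 M NaCl remained, without hisC (1.74-fold).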

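Uptake genes for methionine and cystine and genes for the salvage of methionine from methylthioadenosine fell at 1.2 and 1.8 M NaCl. The cystine transporter genes tcyA (bmd_0547), tcyB (bmd_0546) and tcyC (bmd_0545) were 2.45-fold, 2.18-fold and 1.82-fold lower at 1.2 M NaCl and 5.55-fold, 3.50-fold and 3.36-fold lower at 1.8 M NaCl (log2 of tcyA -1.29 ± 0.16 and -2.47 ± 0.49, SD, n = 4). The methionine transporter genes metQ (bmd_4982), metP (bmd_4983) and metN (bmd_4984) were 2.81-fold, 2.88-fold and 2.72-fold lower at 1.2 M NaCl, and metP was 2.89-fold lower at 1.8 M NaCl (log2 -1.53 ± 0.19). The met genes bmd_1578 and bmd_1580 and the metN gene between them, bmd_1579, were 2.53-fold, 2.80-fold and 2.70-fold lower at 1.2 M NaCl, whereas metN (bmd_1585) was not called (log2 0.03 ± 0.08). Of the salvage genes, mtnD (bmd_1237) was 2.32-fold and 2.45-fold lower (log2 -1.21 ± 0.15 and -1.29 ± 0.33) and mtnW (bmd_1234) 2.04-fold and 2.52-fold lower, while mtnE (bmd_1233) was 2.44-fold lower at 1.8 M NaCl and not called at 1.2 M NaCl (log2 -0.53 ± 0.13). Of 14 uptake genes, 7 were lower at 1.2 M NaCl (adjusted p = 0.000856, camera) and 7 at 1.8 M NaCl (adjusted p = 8.47e-05), and of 9 salvage genes 6 (adjusted p = 0.000879) and 7 (adjusted p = 0.000312), with none higher. With an estimated correlation no list passed (adjusted p = 0.324 and 0.324 for uptake and 0.324 and 0.324 for salvage), and the counts were the same when adjusted over the list alone. The call for tcyC at 1.2 M NaCl was lost without background correction (1.74-fold) and with the authors' normalized values (1.72-fold). For 1.8 M NaCl, tcyA was 3.36-fold lower with the outlier spots kept in the background fit, and with median centring 3 of the 7 salvage calls remained and the salvage list did not pass (adjusted p = 0.0811).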

Besides proline, arginine and histidine metabolisms, synthesis and transport of several other amino acids were affected at NaCl concentrations above 0.6 M. Notably, genes encoding methionine and cystine ABC transporters (*met*, *metN*, *metQ*, *metP*, *tcyC*, *tcyB*, *tcyA*) or involved in methionine salvage (*mtnA*, *mtnK*, *mtnE*, *mtnW*, *mtnX*, *mtnB*, *mtnD*) had approximately 2-fold decreased expression levels while concentration of methionine synthase MetE and cystathionine beta-lyase PatB was up to 16.5- and 2.7-fold increased, respectively (Supplementary Tables 1, 2). Similarly, concentration of enzymes involved in tryptophan (BMD_2992, TrpA, TrpB, TrpC) and cysteine (YtkP) synthesis were up to 2.5- and 4-fold increased under severe salt stress, respectively. Given the reactivity of reactive oxygen and nitrogen species toward methionine, cysteine and tryptophan residues, all these modifications might be related to the emergence of oxidative damages under severe salt stress (Levine et al., 1999; Yamakura and Ikeda, 2006; Hochgräfe et al., 2007; Peyrot and Ducrocq, 2008). The up to 5-fold higher concentrations of enzymes from the pantothenate pathway (PanB, PanC, PanD) could help prevent oxidative damages (Supplementary Figure 4 and Supplementary Table 2) (Wojtczak and Slyshenkov, 2003).

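Of 13 genes of the cell wall and of its polysaccharides that the study names, 3 were lower at 0.6 M NaCl, 12 at 1.2 M NaCl and all 13 at 1.8 M NaCl. The genes cwlO (bmd_2460) and lytF (bmd_1625), for endopeptidases that open the peptidoglycan, were 6.68-fold and 5.87-fold lower at 1.2 M NaCl (log2 -2.74 ± 0.17 and -2.55 ± 0.12, SD, n = 4), and cwlO was 5.07-fold lower at 1.8 M NaCl. The endopeptidase gene lytE (bmd_1065) was 2.59-fold and 3.30-fold lower at 1.2 and 1.8 M NaCl (log2 -1.37 ± 0.15 and -1.72 ± 0.50) and yocH (bmd_0478), for a putative wall-binding protein, 3.53-fold and 1.93-fold lower. The gene bmd_0452, annotated as undecaprenol kinase and with probes that differ at 1.8 M NaCl, was 2.32-fold and 2.86-fold lower, and the polysaccharide genes galU (bmd_1114) and bmd_1117 to bmd_1120 were 2.15-fold to 2.98-fold lower at 1.2 M NaCl. The peptidoglycan synthase gene ponA (bmd_1383) was 2.72-fold lower at 1.8 M NaCl (log2 -1.44 ± 0.42) and at 1.70-fold without a call at 1.2 M NaCl. The genes bmd_1096 and bmd_3174, for proteins that bind to the wall, were 4.56-fold and 5.29-fold lower at 1.2 M NaCl. The list was chosen by the study and is not independent evidence. It passed camera at 1.2 M NaCl (adjusted p = 6.26e-08) and 1.8 M NaCl (adjusted p = 2.11e-06), but not with an estimated correlation (adjusted p = 0.324 and 0.324), and had the same counts when adjusted over the list alone. Of 25 genes for peptidoglycan synthesis, a list fixed beforehand, 1 was higher and 1 lower at 1.2 M NaCl, and 1 was higher and 4 lower at 1.8 M NaCl. With the outlier spots kept in the background fit 11 of the 13 calls at 1.8 M NaCl remained, with cwlO at 3.00-fold and lytE at 2.14-fold, and 2 of the 5 for peptidoglycan synthesis, and with median centring 7 and 3 remained. The 3 calls at 0.6 M NaCl were lost with those spots kept and without replicate 1, 3 or 4.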

The expression of several genes encoding proteins associated to the cell wall or involved in peptidoglycan, murein and polysaccharide synthesis (*bmd_0452*, *bmd_1096*, *ponA*, *cwlO*, *yocH*, *lytF*, *lytE*, *bmd_1114*, *bmd_1117* to *1120*, *bmd_3174*) was up to 5-fold reduced at concentration above 0.6 M NaCl. Most of the corresponding proteins also had reduced concentrations, with the exception of the binding protein YocH which was, despite the 3-fold reduction in abundance, present in 12- and 19-fold higher amounts at 1.2 and 1.8 M NaCl, respectively (Supplementary Figure 4 and Supplementary Tables 1, 2) (Steil et al., 2003; Kohlstedt et al., 2014). Another essential element determining cell morphology in bacteria is the cell division protein FtsZ (Chien et al., 2012), whose abundance was enhanced by more than 3-fold (Supplementary Table 2). The repression of this gene leads to longer cells displaying a filamentous shape (Margolin, 2005), and in contrast by overproducing FtsZ, a higher growth rate and wider bacterial cells (Zhao et al., 2019). Figure 9 shows the morphology of *B. megaterium* cells, which swelled in the presence of sodium chloride. The cell wall indeed underwent an electrostatic contraction affecting its structure and properties as described by others (Figure 9) (Marquis, 1968; Koch, 1984). Moreover, the percentage of odd-numbered iso-fatty acids (iso C13:0 and iso C15:0) incorporated into the cell wall was gradually increased in cells exposed to higher NaCl-concentrations and probably responded to a reduction of membrane fluidity at higher osmolarities (data not shown) (Kaneda, 1991).

**FIGURE 9:**
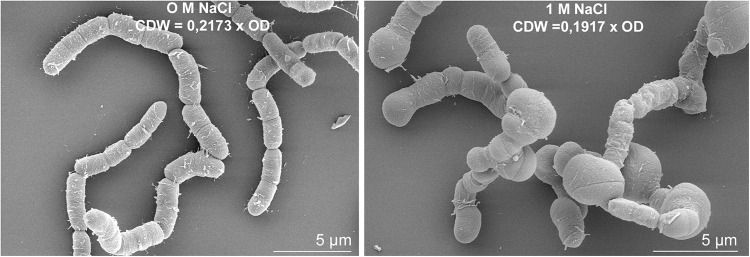
Salt-induced modifications of cell morphology in *B. megaterium* DSM319. Scanning electron microscope picture of *B. megaterium* grown in the absence **(left)** and in the presence of 1 M NaCl **(right)**.

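The two-component gene pair of the sensor kinase bmd_1892 and the response regulator bmd_1893 rose 4.40-fold and 5.06-fold at 0.6 M NaCl (log2 2.14 ± 1.42 and 2.34 ± 1.54, SD, n = 4). The pair bmd_3442 and bmd_3443 rose 1.98-fold and 2.41-fold (log2 0.98 ± 0.63 and 1.27 ± 0.81). For 1.2 M NaCl none of the 4 genes was called, with log2 ratios of -0.52 ± 0.06, -0.37 ± 0.09, -0.29 ± 0.08 and -0.21 ± 0.04. Between 0.6 and 1.2 M NaCl all 4 differed, bmd_1892 by a log2 of -2.66 (standard error 0.54) (adjusted p = 0.00213) and bmd_3443 by -1.47 (standard error 0.29) (adjusted p = 0.00196). At 1.8 M NaCl bmd_1892 and bmd_1893 were 3.31-fold and 3.55-fold lower than the control (log2 -1.73 ± 0.69 and -1.83 ± 0.61), and bmd_3442 and bmd_3443 were not called. Of 10 genes that the study names or tabulates for this response, a list that is not independent evidence and that leaves out the named copA (bmd_1896), which was not called, all were higher at 0.6 M NaCl (adjusted p = 6.36e-09, camera, and adjusted p = 0.324 with an estimated correlation).

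**Figure D3:**
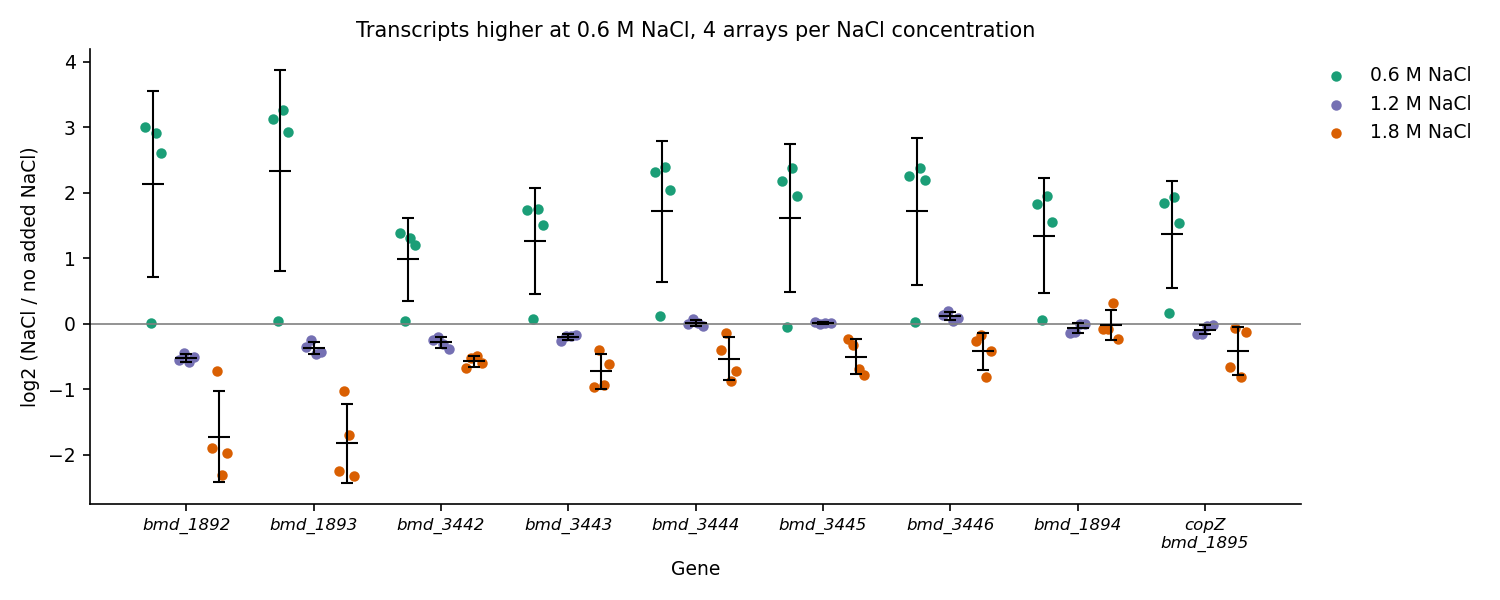
The log2 ratio of NaCl to no added NaCl is plotted for 9 genes, with 1 point per array, colours for the NaCl concentration and bars for the mean ± SD of 4 arrays. At 0.6 M NaCl 3 of the 4 points of each gene lie above those of the other salts and the point near 0 is replicate 2, the nearly blank array.

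Without replicate 2 bmd_1892 and bmd_1893 were at 7.18-fold and 8.61-fold at 0.6 M NaCl, and these calls were lost without replicate 1, 3 or 4. Of the 10 calls of the list at this salt 7 remained with median centring, and that for bmd_3442 was lost without background correction and with the authors' normalized table. When outlier spots stayed in the background fit, the calls for bmd_1892 and bmd_1893 at 1.8 M NaCl were lost (2.21-fold and 2.18-fold).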

The PCA analyses further confirmed the existence of a physiological threshold at around 0.6 M NaCl and enabled the detection of four genes encoding unique two-component systems (*bmd_1892/1893* and *bmd_3442/3443*) which responded specifically to mild salt stress and might orchestrate an appropriate feedback response (Figure 8 – Cluster 2). In particular, an elevated transcription of *copZ*, *copA*, and *bmd_1894*, whose product shares 40% homology with *B. subtilis*’ CsoR regulator, may indicate an intensified scavenging of intracellular copper under these conditions (Banci et al., 2003; Radford et al., 2003; Corbett et al., 2011). 

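In 0.6 M NaCl copZ (bmd_1895), the gene of a copper chaperone, rose 2.58-fold (log2 1.37 ± 0.82, SD, n = 4) and the conserved gene bmd_1894 2.54-fold (log2 1.34 ± 0.88). The copper-exporting ATPase gene copA (bmd_1896) was at 1.71-fold (log2 0.78 ± 0.46) and under the fold threshold. The neighbouring lipoprotein gene bmd_1898 rose 2.84-fold at 0.6 M NaCl (log2 1.51 ± 0.77). In 1.2 M NaCl copZ, copA and bmd_1894 were at a log2 of -0.09 ± 0.07, -0.52 ± 0.06 and -0.07 ± 0.08 and were not called. Between 0.6 and 1.2 M NaCl copZ differed by -1.46 (standard error 0.31) (adjusted p = 0.00292) and bmd_1894 by -1.41 (standard error 0.31) (adjusted p = 0.00392). Without the nearly blank replicate 2 copA was called at 0.6 M NaCl, at 2.00-fold, and without replicate 1, 3 or 4 none of these genes was. With median centring bmd_1898, copZ and bmd_1894 were no longer called at 0.6 M NaCl (1.09-fold lower, 1.27-fold and 1.41-fold higher), and bmd_1898 was not called with the outlier spots kept either.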

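The ABC transporter gene bmd_3446 and the membrane protein genes bmd_3444 and bmd_3445, next to the two-component genes by locus number, rose 3.28-fold, 3.29-fold and 3.06-fold at 0.6 M NaCl. Their log2 ratios were 1.72 ± 1.13, 1.72 ± 1.08 and 1.61 ± 1.13 (SD, n = 4). At 1.2 M NaCl they were at 0.11 ± 0.06, 0.01 ± 0.05 and 0.01 ± 0.02, and at 1.8 M NaCl at -0.42 ± 0.28, -0.53 ± 0.33 and -0.51 ± 0.27, without a call. Between 0.6 and 1.2 M NaCl bmd_3445 differed by a log2 of -1.60 (standard error 0.40) (adjusted p = 0.00776). Without the nearly blank replicate 2 bmd_3446 was at 4.85-fold, and without replicate 1, 3 or 4 the calls were lost.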

Other induced genes encode an ABC transporter (*bmd_3446*) and two putative membrane proteins (*bmd_3444* and *3445*). Nevertheless, 55% of the 43 genes differently expressed under mild salt stress were shared with severe salt stress, and their regulation seems therefore crucial for adaptation. This core group naturally comprises genes with functions in proline synthesis (*putC*, *proH*, *proJ*, *proA*^∗^, see above) whose expression was up to 10.4-fold increased (Figure 8 – Cluster 8) but also others involved in cell wall metabolism (*lytF*, *bmd_2442*, *bmd_1096*, *bmd_3174*) which were, on the contrary, up to 4.4-fold less expressed under osmotic stress (Figure 8 – Cluster 1) (Steil et al., 2003). 

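Of the 71 genes called at 0.6 M NaCl, 43 (60.6%) were called in the same direction at 1.2 or 1.8 M NaCl. With 1.2 M NaCl 42 genes were shared in the same direction, 24 higher and 18 lower, and with 1.8 M NaCl 39, 22 higher and 17 lower. Among the shared genes that were lower, the glutamate dehydrogenase gene bmd_1700 was 4.78-fold and 2.01-fold lower at 1.2 and 1.8 M NaCl (log2 -2.26 ± 0.20 and -1.01 ± 0.33, SD, n = 4) and bmd_0394 at 3.04-fold and 2.62-fold. Among those that were higher, capB (bmd_1003) was 5.41-fold and 8.25-fold higher (log2 2.44 ± 0.03 and 3.04 ± 0.23). In the opposite direction, the drug resistance transporter gene bmd_1513 was 1.77-fold lower at 0.6 M NaCl and 4.68-fold higher at 1.8 M NaCl (log2 -0.82 ± 0.60 and 2.23 ± 0.28), as 1 of 8 such genes, though its probes differ at 1.8 M NaCl. Lists of these sizes drawn independently would share 2.90 higher and 1.33 lower genes between 0.6 and 1.2 M NaCl. Over all genes the log2 ratios at these salts correlated at an r of 0.472 with a covariance of 0.0707, against 0.494 and 0.00492 in simulations of unchanged genes measured against shared controls. The simulated r follows from the part of the spread that was assumed to be shared. It therefore cannot tell whether shared controls account for the r of 0.472. Without the nearly blank replicate 2, 84 of 155 genes (54.2%) were shared, and without replicate 1, 3 or 4 the calls at 0.6 M NaCl, and with them this share, were lost. When the outlier spots were kept in the background fit, bmd_1700 lost its call at 1.8 M NaCl (1.43-fold) and bmd_1513 its call at 0.6 M NaCl, as it did on its brightest probe, without background correction and with the authors' normalized table, and at 1.8 M NaCl capB was at 4.00-fold and bmd_1513 at 2.76-fold.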

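The genes putC, proH, proJ and proA* were higher and lytF (bmd_1625), bmd_2442, bmd_1096 and bmd_3174 lower at every salt. At 1.8 M NaCl proJ was 16.9-fold higher (log2 4.08 ± 0.51, SD, n = 4), proH 14.5-fold (log2 3.85 ± 0.18), proA* (bmd_2245) 10.1-fold (log2 3.34 ± 0.18) and putC 9.50-fold (log2 3.25 ± 0.37). The autolysin gene lytF was 2.10-fold lower at 0.6 M NaCl (log2 -1.07 ± 0.82) and 8.44-fold lower at 1.8 M NaCl (log2 -3.08 ± 0.35). The wall-associated protease gene bmd_2442 was 2.13-fold, 4.64-fold and 7.85-fold lower at 0.6 M, 1.2 M and 1.8 M NaCl, and bmd_1096 and bmd_3174 were 2.03-fold and 1.97-fold lower at 0.6 M NaCl and 6.21-fold and 5.92-fold lower at 1.8 M NaCl. For 0.6 M NaCl the adjusted p was 0.00626 for proJ, 0.00626 for putC and 0.00941 for lytF. From 0.6 to 1.2 M NaCl lytF fell further, by a log2 of -1.48 (standard error 0.31), and proJ rose further, by 1.42 (standard error 0.48). For 1.8 M NaCl, proJ, proH, proA* and putC were at 8.63-fold, 7.47-fold, 5.62-fold and 4.62-fold with the outlier spots kept in the background fit, and lytF, bmd_2442, bmd_1096 and bmd_3174 at 3.53-fold, 3.45-fold, 3.10-fold and 2.92-fold. With them kept, or without replicate 1, 3 or 4, the calls of these genes at 0.6 M NaCl were lost, as was that of lytF on its brightest probe. Keeping the spots hardly changed the 0.6 M arrays themselves, but it changed 2 of the 1.8 M arrays that share the fit. The rise of proJ from 0.6 to 1.2 M NaCl was not called with the processed signals of Feature Extraction, median centring or the outlier spots kept. Without the nearly blank 0.6 M replicate 2 it lay under the fold threshold as well.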

Besides, several NAD-dependent epimerases/hydratases (Bmd_0685, GalE, Mro, Bmd_2433, Bmd_2930 Bmd_3943) were found in response upon addition of NaCl whose concentrations increased up to 29-fold (Supplementary Figure 4 and Supplementary Table 2). Finally, several oxidoreductases (BMD_0912, BMD_0989, BMD_1041, BMD_2681, BMD_3119, BMD_3139, BMD_3288, BMD_3473, BMD_3493), peptidases and proteases (BMD_0331, InhA, BMD_3039, PepQ, BMD_4817, CtpB, BMD_5202) were also part of this core group of proteins and their increased concentrations positively contributed to a reduction of damages resulting from the salt-induced perturbation of redox state and to the alteration of cell wall (Supplementary Figure 4 and Supplementary Table 2) (Wang et al., 2006).

### Osmotic Stress Triggers Polyhydroxybutyrate (PHB) Synthesis in *B. megaterium*

Determination of biomass composition under different NaCl concentrations revealed elevated levels of intracellular inclusion bodies under hypertonic conditions, most likely as a response mechanism to osmotic stress. Using gas chromatography mass spectrometry, we found that *B. megaterium* accumulated poly(3-hydroxybutyrate) (PHB). Under standard growth conditions, the PHB content was recorded at 6% of the CDW but increased to 14.4% at 0.6 M NaCl, and finally reached an accumulation of 29.5% of the CDW when cells grew with 1.2 M NaCl (Figure 10). As evidenced by fluxome analysis, a side effect of proline synthesis under salt stress was a stronger NADPH supply which was reflected in the increase of the global NADP(H) pool from 1180 to 1760 nmol g_CDW_^–1^ in cells cultivated with 1.2 M NaCl (Figure 10). However, NADPH supply already exceeded biosynthetic demand by more than 20% under normal conditions, and the increased PPP fluxes under salt stress only accentuated this discrepancy, generating an 87% NADPH excess at 1.2 M NaCl. The PHB biosynthetic pathway requires NADPH as a cofactor; thus, an increment in the NADPH pool has been reported to enhance the intracellular accumulation of the polyoxoester, while PHB synthesis might act as a redox regulator of the NADPH-to-NADP^+^ ratio. Similarly, increased conversion of pyruvate to lactate is probably involved in the modulation of the NADH-to-NAD^+^ ratio (Anderson and Dawes, 1990; Wang et al., 2005). Despite the higher PHB content at elevated salt concentrations, expression of genes and abundance of proteins involved in PHB synthesis showed no alteration in cells grown with 0.6 M NaCl. 

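At 0.6 M NaCl none of 6 genes for polyhydroxybutyrate synthesis, storage and degradation was called. The log2 ratios were 0.20 ± 0.04 for phaR (bmd_1214), 0.29 ± 0.03 for phaC (bmd_1216), the subunit genes of the polymer's synthase, and 0.23 ± 0.03 for the reductase gene phaB (bmd_1215; SD, n = 4). The regulator gene phaQ (bmd_1212) and the depolymerase gene phaZ (bmd_3024) were at 0.15 ± 0.20 and 0.10 ± 0.10. As a list the genes nevertheless passed camera (adjusted p = 0.00822; median log2 0.21), though not with an estimated correlation (adjusted p = 0.324), and with median centring their mean was negative.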

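At 1.2 M NaCl the synthase subunit genes phaR (bmd_1214) and phaC (bmd_1216) were at a log2 of 0.42 ± 0.07 and 0.46 ± 0.02 (SD, n = 4) and were not called (adjusted p = 4.31e-05 and 6.61e-06; both under 1.75-fold). The genes phaQ (bmd_1212), a regulator, and phaZ (bmd_3024), the depolymerase, were 1.78-fold and 1.93-fold higher at this salt, with log2 ratios of 0.83 ± 0.05 and 0.95 ± 0.09. Of 6 genes for polyhydroxybutyrate, 3 were higher at 1.2 M NaCl (adjusted p = 0.00131, camera, and adjusted p = 0.324 with an estimated correlation), the same when adjusted over the list alone, and 3 at 1.8 M NaCl. Of the 3 calls at 1.8 M NaCl, 1 remained with the outlier spots kept in the background fit, 1 with median centring and 2 on the brightest probe. For 1.2 M NaCl the calls for phaQ and phaZ were lost with median centring (1.23-fold) and without background correction (1.66-fold), respectively, and with median centring the mean log2 of the list at 1.2 M NaCl was -0.072 and the list did not pass (adjusted p = 0.690).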

*B. megaterium* cells exposed to 1.2 M NaCl prompted the synthesis of the PhaR subunit of the polyhydroxyalkanoates (PHA) synthase and the phasin PhaP enzyme. 

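The phasin gene phaP (bmd_1211), for the main protein on the surface of polyhydroxybutyrate granules, was at 1.29-fold at 0.6 M NaCl (log2 0.37 ± 0.25, SD, n = 4, adjusted p = 0.0751) and was not called. It rose 2.29-fold at 1.2 M NaCl (log2 1.20 ± 0.05, adjusted p = 7.02e-06) and 2.58-fold at 1.8 M NaCl (log2 1.37 ± 0.48, adjusted p = 1.04e-06). Between 0.6 and 1.2 M NaCl phaP differed by a log2 of 0.83 (standard error 0.19) (adjusted p = 0.00557). With median centring the calls for phaP at 1.2 and 1.8 M NaCl were lost (1.20-fold and 2.16-fold), and the difference between 0.6 and 1.2 M NaCl was not called with median centring, the authors' normalized table, the outlier spots kept or without 0.6 M replicate 2.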

The latter, a known stimulator of PHB production, showed a 2.2- and 1.8-fold increase at 0.6 and 1.2 M NaCl, respectively. These slight modifications cannot account alone for the sharply increased polymer content (York et al., 2001; Pötter and Steinbüchel, 2005) and suggest that other unknown underlying mechanisms trigger PHB accumulation when osmotic pressure becomes higher in *B. megaterium.*

**FIGURE 10:**
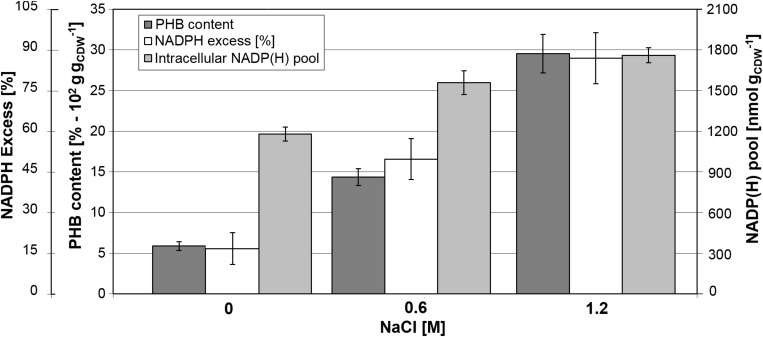
Relationship between PHB content and NADPH production in *B. megaterium* DSM319 growing at 37°C in M9 minimal medium supplemented with up to 1.2 M NaCl. NADPH excess was calculated using the ratio between NADPH supply derived from flux analysis and biosynthetic NADPH demand estimated from biomass composition at the respective NaCl concentrations. Global NADP(H) pool represents the sum of NADP and NADPH pools as.

## Discussion

As a soil bacterium, *B. megaterium* faces constant fluctuations of nutrient and water availability as a result of seasonal and daily weather variations. In this study, we aimed at unveiling the metabolic responses and regulatory mechanisms at the transcriptomic and proteomic level coping with the osmotic stress conditions (Schweder et al., 1999). In addition, metabolomics and *in vivo* flux analysis were integrated with the other molecular levels, thus delivering a more comprehensive and holistic explanation of the resulting phenotypes observed in *B. megaterium* cells challenged with hyperosmotic stress.

Firstly, at similar NaCl-concentrations, detrimental consequences on physiology were less pronounced in comparison to other members of this genus (den Besten et al., 2009; Schroeter et al., 2013; Kohlstedt et al., 2014). This higher robustness of *B. megaterium* was further reflected in the up to 5-fold reduction of the number of genes whose expression was significantly altered at 1.2 M NaCl compared to *B. cereus, B. subtilis*, or *B. licheniformis* (den Besten et al., 2009; Hahne et al., 2010; Schroeter et al., 2013). With increasing NaCl amounts, the intracellular proline concentration drastically rose, reaching its maximum at 1.8 M NaCl. Since *B. megaterium* does not possess the genetic machinery for the *de novo* synthesis of other osmoprotectants such as ectoine, glycine betaine or trehalose, it seems that proline acts as the major osmoprotectant in this organism. Higher levels of intracellular proline were related to the upregulation of the expression of the genes *proJ-proA^∗^-proH* encoding glutamate-5-kinase, glutamate-5-semialdehyde dehydrogenase and pyrroline-5-carboxylate reductase, respectively. The genes *proB*, *proA*, and *proI*, encoding the same proteins showed low expression under high salinity, obviously negatively influenced by proline, as previously reported in *B. subtilis* and *B. licheniformis* (Grundy and Henkin, 1993; Brill et al., 2011a, b). The existence of two distinctive ProA proteins indicates a strict separation between proline synthesis for anabolic and protective purposes similar to that in *B. licheniformis* and contrasting with the organization in *B. subtilis*, in which both routes are curiously interlinked by the unique ProA (BSU13130) (Brill et al., 2011a; Schroeter et al., 2013). Additionally, the upregulation of genes and proteins responsible for the last steps of the glycine betaine biosynthesis under high salt conditions suggest that, as observed in *B. subtilis*, synthesis of this compatible solute is only possible if its precursor choline is also present (Boch et al., 1996; Kappes et al., 1999; Nau-Wagner et al., 2012).

Another essential metabolic regulation occurs at the level of pyruvate where conversion to acetyl-CoA is modulated to fine-tune fluxes through the TCA cycle. In that case, the extra NADH supply resulting from the stronger production of malate dehydrogenase and 2-oxoglutarate oxidoreductase enzymes under salt stress has to be dissipated, and *B. megaterium* thus secretes higher amounts of lactate depleting NADH as cofactor. Under osmotic stress conditions, it seems clear that the pool of acetyl-CoA goes to the TCA cycle for 2-oxoglutarate synthesis, one of the main precursors for proline synthesis. The high operation of enzymes of the TCA cycle to process the carbon flux from acetyl-CoA, indeed, lead to an extreme synthesis of NADH. Hence, *B. megaterium* might partially release this burden by redirecting two molecules of acetyl-CoA to acetoacetyl-CoA (by B-ketothiolase PhaA), and subsequently to PHB synthesis (Madison and Huisman, 1999). This pathway also utilizes NADPH as cofactor, allowing balancing the entire redox state of the cell.

This enhanced intracellular accumulation of polyhydroxybutyrate (PHB) when NaCl concentration increases, surprisingly under non-limiting conditions of nutrients, was one of the most significant findings of this study. In fact, PHB is generally produced in bacteria when an inorganic nutrient, other than the C-source, becomes limiting, enabling the intracellular storage of excess carbon and reducing power under these conditions (Rehm, 2010). Under famine, the cell can then degrade the accumulated PHB to acetyl-CoA and (S)-3-hydroxybutyl-CoA, replenishing the TCA and β-oxidation cycles for energy production, respectively (Wang et al., 2009). Beneficial effects of PHB and related phasins on bacterial resistance against stressors such as heavy metals, temperature, phenol, ethanol, and peroxide stress have already been underlined in several studies, but a potential role against salt stress has only been advanced in nitrogen-fixing rhizobia so far (Natarajan et al., 1995; Ayub et al., 2004; Arora et al., 2006; Zhao et al., 2007; Nair et al., 2009; Wang et al., 2009; Woo et al., 2012). System-wide integration of all omics data explains this PHB build-up in *B. megaterium*. Indeed, increased mRNA and protein levels were observed within the PPP and TCA cycle under ionic osmotic stress as compared to the control condition with no salt. Consequently, the carbon flux toward the former pathway increased and generated an NADPH surplus in cells grown in glucose and high NaCl concentrations. These findings were also confirmed by the *in vivo* flux analysis. This diversion of carbon flux toward the PPP pathway was furthermore fostered by a decreased concentration of the phosphofructokinase (PfkA) with increased NaCl concentrations that reduced efficiency of the upper part of the glycolysis. This cellular strategy has been proven to endow bacteria with the ability to cope with oxidative stress and guaranty production of cofactors for anabolic demands (Chavarria et al., 2013). However, in the case of *B. megaterium*, it also leads to an intracellular excess of NADPH and the observed accumulation of PHB.

In most PHB producing bacteria, nitrogen, or phosphorus are limited during the bioconversion of the supplied carbon source to trigger biopolymer synthesis in the cell (Mozejko-Ciesielska and Kiewisz, 2016). This nutrient-limited environment suppresses key enzymes of the TCA cycle such as the isocitrate dehydrogenase followed by the downregulation of genes encoding the succinate and malate dehydrogenase (Klonne et al., 1989; Poblete-Castro et al., 2012). Findings here were contrary to the usual mechanisms displayed by environmental bacteria for synthesizing polyhydroxyalkanoates (PHA), opening new avenues for the synthesis of this valuable biopolymer using varying salt concentrations under non-limiting nutrient conditions. The use of fatty acids as carbon substrates allows PHA synthesis in a growth-associated manner as demonstrated in *Bacillus* species (Sangkharak and Prasertsan, 2012), *Cupriavidus necator* (Verlinden et al., 2011), *and Pseudomonas putida* (Oliva-Arancibia et al., 2017) to name some, because of the generation of direct precursors, e.g., (*S*)-3-hydroxyacyl-CoA and 2-enoyl-CoA, from the B-oxidation route. One of only a few bacteria that does not require any nutrient limitation for PHA storage from glucose is *Azotobacter vinelandii*, a soil bacterium capable of nitrogen fixation (Hamilton et al., 2011). The biopolymer has been proposed to act as a protective agent to counteract oxidative stress during carbon deprivation as a result of the constant functioning of the nitrogenase enzyme (Page et al., 1992).

In the last decade, bacteria of the genus *Bacillus* have been exploited as efficient PHA producers using a wide variety of carbon substrates and wastes (Mohapatra et al., 2017) as well as a host for the creation of engineered and functionalized PHA beads (Grage et al., 2017). Halotolerant *Bacillus* strains are being utilized to develop unsterile bioprocesses for high-level PHB synthesis since they can rapidly grow with a NaCl concentration up to 2 M and accumulate approximately 50% of the CDW as PHB (Page et al., 1992). Fed-batch PHA processes using *Bacillus* species have already reached volumetric productivities similar to those obtained at industrial scale (Kulpreecha et al., 2009). Also, the biosynthesized polyoxoesters contain fewer endotoxins in comparison to Gram-negative bacteria, offering an advantage for medical applications. Based on the metabolic functioning of *B. megaterium* unveiled in this study, there is a lot of room for improvement for PHB production since the genes of the biopolymer biosynthetic pathway were almost not altered under hyperosmotic conditions. Genetic engineering of this route could enable a higher conversion of precursors of acetyl-CoA to acetoacetyl-CoA. Moreover, these genetic modifications toward the creation of novel biocatalysts can be coupled with unsterile bioprocessing development, making a cost-effective process for bacterial production of biopolymers from sugars.

## Conclusion

Adaptation to ionic osmotic stress in *B. megaterium* was found to be initiated by the accumulation of synthesized glutamate and imported potassium within the cell. This step was followed by the massive *de novo* synthesis of the compatible solute proline and recruited an osmo-dependent pathway to fulfill this requirement. Here, higher mRNA and protein levels within these pathways were found and confirmed the reorganization of flux distribution toward proline production. Moreover, relative fluxes through the pentose phosphate pathway and tricarboxylic acid cycle were significantly increased to supply the cofactors NADPH and NADH, respectively. As a consequence, NADPH was present in significant excess in cells under sustained osmotic stress, triggering an accumulation of the storage compound PHB, a highly promising industrial biopolymer.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database with the accession number GSE110712; ProteomeXchange Consortium with the dataset identifier PXD015605.

## Author Contributions

TG, RK, and RB conceived the idea. TG, DZ, GR, MW, and MR performed the experiments. TG, DZ, KR, IP-C, GR, RK, and RB analyzed the data. TG, IP-C, RK, and RB wrote the manuscript getting the input of all authors. All authors edited the manuscript and approved its final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.megabac.tu-bs.de

## Abbreviations

6PG: 6-phosphoglycerate
CDW: cell dry weight
CoA: Coenzyme A
HCPC: hierarchical clustering on principal components
GC-MS: gas chromatography/mass spectrometry
HPLC: high performance liquid chromatography
LC-IMS: liquid chromatography ion mobility spectrometry
MS: mass spectrometry/spectrometer
PCA: principal component analysis
PHA: polyhydroxyalkanoate
PHB: polyhydroxybutyrate
PPP: pentose phosphate pathway
ROS: reactive oxygen species
Ru5P: ribulose-5-phosphate
UPLC: ultra-high performance liquid chromatography.

# Supplementary material for: Metabolic Rearrangements Causing Elevated Proline and Polyhydroxybutyrate Accumulation During the Osmotic Adaptation Response of Bacillus megaterium
**Source:** Front Bioeng Biotechnol. 2020 Feb 21;8:47. doi: 10.3389/fbioe.2020.00047
**Supplement:** Supplementary file 1

***Supplementary Material***

1. **Supplementary Data**

**Bacterial strain and growth conditions**

A glycerol stock of *B. megaterium* cells was used as inoculum for pre-cultures and incubated in shake flasks with M9 minimal medium until their optical density (OD600nm) reached 1.5 (Multitron II, 50 mm shaking diameter, 230 min-1, Infors HT, Böttmingen, Switzerland). Cells were harvested, washed and used to inoculate main cultures to an OD600nm of 0.1. Main cultures were incubated in 50 mL of M9 minimal medium in shake flasks (Multitron II, 50 mm shaking diameter, 230 min-1, Infors HT, Böttmingen, Switzerland).

For PHB production, batch reactor cultivations were performed in a parallelized 1 L-bioreactor system (DASGIP®, Jülich, Germany) with a working volume of 700 mL. To this end, cells from shake flask cultures were collected at an OD600nm of 4 and further used as inoculum for shake flasks containing 100 mL of M9 minimal medium (OD600nm = 0.1). Once OD600nm of these cultures reached 4, cells were harvested, washed and used to inoculate bioreactors to an initial OD600nm of 0.1. Reactor stirrer speed and aeration rate were set at 400 min-1 and 6 L h-1, respectively, and progressively increased during cultivation to maintain dissolved oxygen concentration at around 30 % saturation (Visiferm DO, Hamilton Messtechnik GmbH, Höchst, Germany). In addition, pH was adjusted to 7.01 (InPro3250, Mettler-Toledo GmbH, Gießen, Germany) during the whole cultivation using 2 M NaOH. To avoid foam formation, sterile-filtered Ucolub (FRAGOL, Mülheim, Germany) was occasionally added to the growth medium.

**Correlation between optical density (OD600nm) and cell dry weight (CDW)**

Cell concentration was determined as optical density at a wavelength of 600 nm (Libra S11, Biochrome, Cambridge, UK). To establish correlations between optical density (OD600nm) and cell dry weight (CDW), known volumes of cell suspension were filtered with nylon filter (0.45 µm, Whatman, Dassel, Germany). To remove medium, filters were successively washed with NaCl solutions matching the ionic strength of the medium and deionized water. Finally, filters were dried at 105 °C until they reached a constant weight. For cells growing with 500 mg L-1 of NaCl, a correlation factor of 0.2173 gCDW·L-1 = 1 OD600nm was obtained, whereas cultivations with 35.57 and 70.63 g L-1 NaCl concentration resulted in an identical correlation factor of 0.1917 gCDW·L-1 = 1 OD600nm.

**Biomass composition**

***Proteins*** were extracted from cells as described for proteome analysisand ***protein content*** was determined combining both the Waddel’s method (Wolf, 1983) and measurements at 205 nm (Goldfarb et al., 1951; Tombs et al., 1959). For measurement at 205 nm, calibration was carried out with bovine serum albumin, lysozyme, catalase and pepsin. ***Amino acid composition of cell proteins*** was determined by hydrolysis (105 °C, 22 h) of cells with 150 µL mgCDW-1 of 6 M HCl / 0.1 % phenol (Fountoulakis and Lahm, 1998). Hydrolysates were evaporated under a nitrogen stream, resuspended in 200 µM α-aminobutyrate (internal standard) and concentration of free amino acids was determined as described for metabolome analysis. Finally, measured concentrations were corrected for loss during hydrolysis and protein composition was adjusted to consider the impact of intracellular amino acids.

***RNA content*** was evaluated by spectrometric measurement at 260 nm (Nanodrop 1000, Thermo Fisher Scientific, Waltham, MA, USA) as previously described (Benthin et al., 1991) except that washing was only performed once with 700 mM of HClO4.

***DNA content*** was also determined by spectrometric measurement at 260 nm with a NanoDrop 1000™ (Thermo Fisher Scientific, Waltham, MA, USA). First, cells were harvested and enzymatically digested with DNA lysis buffer (25 mM of Tris, 25 mM of EDTA, 30 mM of Saccharose, pH 8) for 30 min at 30 °C and 350 min-1 (Thermomixer comfort, Eppendorf AG, Hamburg, Germany). To complete extraction, cells were subsequently mechanically disrupted with soda-lime glass beads (20 % v/v, 0.038-0.045 mm, Worf Glaskugeln GmbH, Mainz, Germany) in a FastPrep®-24 (3 x 1 min, 6.5 m s-1, 4 °C, MP Biomedical, Santa Ana, CA, USA). Cell debris were discarded (13,000 min-1, 5 min, 4 °C, Microcentrifuge 5415R, Eppendorf AG, Hamburg, Germany) and supernatant treated for RNA digestion with 140 µL RES solution containing 60 µg L-1 of RNase ("Plasmid DNA purification", Macherey-Nagel, Düren, Germany). Subsequently, DNA underwent a two-step purification comprising a first separation with 700 µL Roti-phenol-chloroform-isoamylalcohol and a second with 700 µL of chloroform. Both separations were supported by a 10 min centrifugation at 13200 min-1 and 4 °C (Microcentrifuge 5415R, Eppendorf AG, Hamburg, Germany). The next step involved DNA precipitation with 65 µL of 3 M sodium acetate (pH 5.5) and 1.3 mL of ice-cold pure ethanol. After centrifugation, the supernatants were carefully discarded and precipitated DNA could finally be washed with 70 % ethanol, dried in a vacuum concentrator 5301 (Eppendorf AG, Hamburg, Germany) and solved in 100 µL of ultrapure water.

***Glycogen*** was enzymatically isolated from the cytosol with lysozyme (40,000 U mg-1, Sigma-Aldrich (Fluka), Steinheim, Germany) and converted to glucose with amyloglycosidase (59.9 U mg-1, Sigma-Aldrich (Fluka), Steinheim, Germany). To this end, sedimented cells were resuspended in 500 μL lysis buffer (3.15 g L-1 TRIS, 3·10-2 g L-1 lysozyme, 1 g L-1 amyloglycosidase, pH 7) and incubated at 37 °C and 400 min-1 for 3 h (Thermomixer comfort, Eppendorf AG, Hamburg, Germany). Finally, cell extracts were centrifuged (13200 min-1, 5 min, 4 °C, Microcentrifuge 5415R, Eppendorf AG, Hamburg, Germany) and glucose concentration in supernatants was determined enzymatically using a YSI 2700 SELECT™ Biochemistry Analyzer (YSI incorporated, Yellow Springs, Ohio, USA).

To estimate the ***lipid fraction and its composition***, 400 mg of biomass obtained from eight biological replicates were freeze-dried (Alpha 1-4 LD, Martin Christ Gefriertrocknungsanlagen GmbH, Osterode, Germany) und underwent a lipid extraction according to a modified Folch method, involving a chloroform/methanol/acidified salt solution (2:1:0.8) (Folch et al., 1957). All collected fractions were then converted to fatty acid methyl esters (FAME) and subsequently quantified with GLC according to the AOCS official method Ce 1b-89 (AOCS, 1999). To do so, the fractions were first transferred into a screw-cap tube containing 0.5 mg of C23:0 methyl ester internal standard and saponification was performed with 1.5 mL of 500 mN alcoholic sodium hydroxide (100 °C, 5 min). The solutions were then cooled, completed with 2 mL of 12 % (w/w) boron trifluoride (BF3) in methanol and incubated anew for 30 min at 100 °C. After incubation, the samples were cooled again and the methyl ester extraction was achieved by addition of 1 mL of isooctane and 5 mL of saturated NaCl (360 g mL-1). The tubes were gently vortexed and rested until phase separation. The upper isooctane layer was then carefully collected and the bottom phase extracted once again. Finally, corresponding isooctane layers were brought together and concentrated to a final volume of 1 mL under a nitrogen stream. The concentrates were finally subjected to GLC-analysis (**Table**).

**Table:** GC parameters used for the analysis of fatty acid methyl esters

**Parameter Setting**

**Detector temperature** 300 °C

**Detector mode** Constant make up flow

**Hydrogen flow** 40 mL∙min-1

**Air flow** 450 mL∙min-1

**Make up flow** 45 mL∙min-1

**Make up gas** Helium (He)

**Injector temperature** 230 °C

**Injector mode** Split

**Split ratio** 50:1

**Injection volume** 1 mL

**Temperature programme** 170 °C for 3 min

170-220 at 4 °C∙min-1

220 °C for 10 min

Content of the ***peptidoglycan*** polymer was derived from the sole concentrations of meso-diaminopimelate (m-DAP) in biomass hydrolysates. In fact, in *B. megaterium*, m-DAP can only be integrated in peptidoglycan or converted to lysine and its intracellular level is therefore negligible. Hence, knowledge of the m-DAP content in biomass hydrolysates and of the average molar composition of peptidoglycan monomer units is sufficient to deduce the global peptidoglycan content. In *B. megaterium*, this molar composition consist of 1.8 alanine, 1 glutamate, 1 m-DAP, 1 N-acetylglucosamine and 1 N-acetylmuramic acid (Van Heijenoort et al., 1969; Vollmer et al., 2008). In this study, concentration of m-DAP was determined by HPLC as described for intracellular amino acids using the same biomass hydrolysates as for the determination of amino acid composition of proteins and applying the same correction factor. ***Teichoic acid and lipoteichoic acid contents*** were estimated supposing that ratio with peptidoglycan subunit is similar to that observed by Kohlstedt et al. in *B. subtilis* (Kohlstedt et al., 2014).

**Supplementary Figures and Tables**

- 1. **Supplementary Figures**

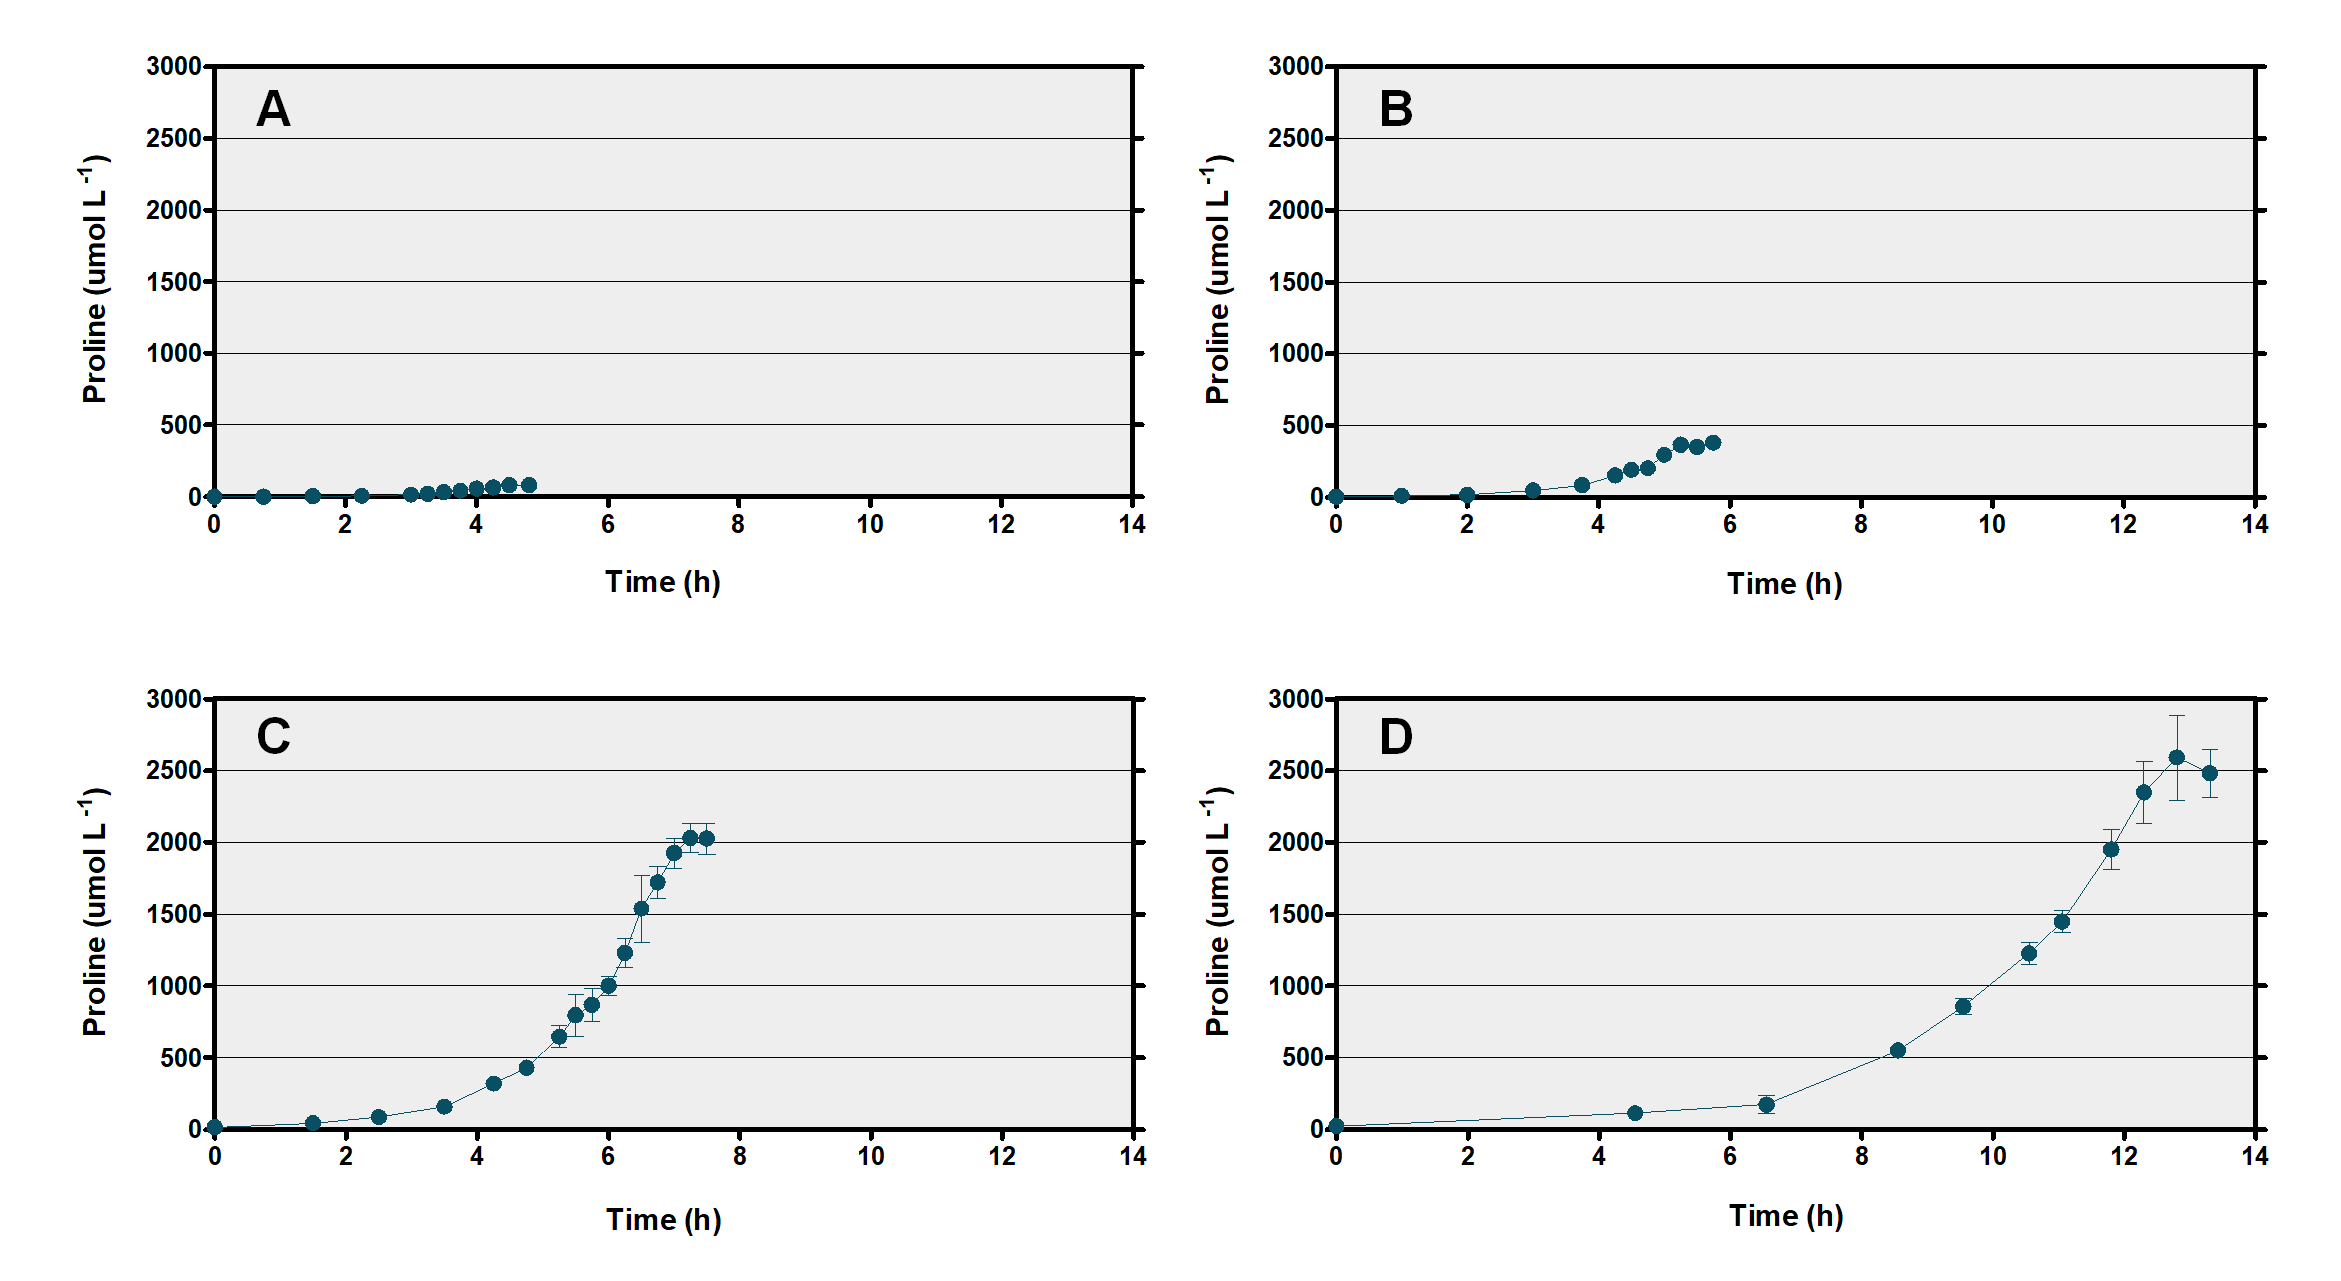
**Supplementary Figure 1: Intracellular proline accumulation at 0 M (A), 0.3 M (B), 0.6 M (C) and 1.2 M (D) over time.**

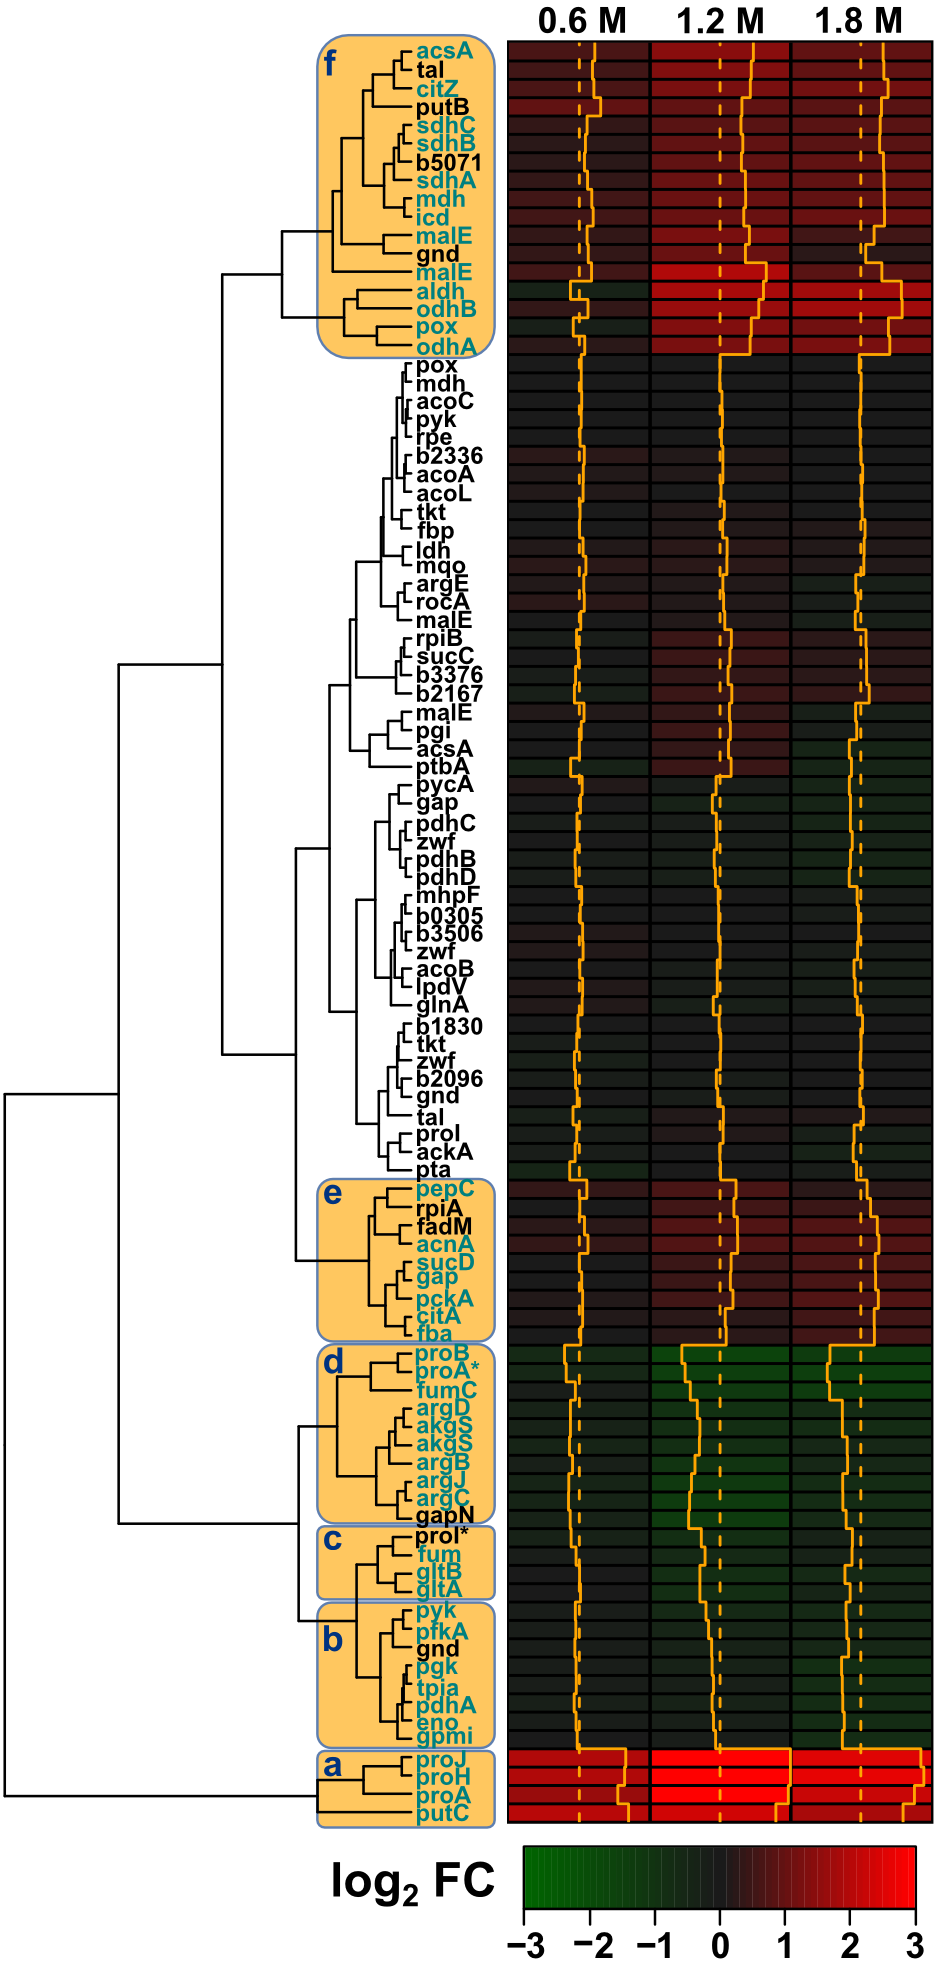

*****

**Supplementary Figure 2: Hierarchical clustering of gene expression of 97 selected genes of the central carbon, proline and arginine metabolism of *B. megaterium* DSM319.** Expression is indicated as log2 fold change (log2 FC) compared to expression at 37 °C.Six main regulation clusters can be identified: **(a)** Genes coding for enzymes involved in proline biosynthesis under osmotic stress, **(b)** Genes coding for glycolytic enzymes, **(c)** Genes with unexpectedly low transcription level under salt stress, **(d)** Genes encoding key enzymes of the arginine and anabolic proline metabolism, **(e)** Genes coding for enzymes of the glycolysis, TCA cycle and junction of these two pathways, **(f)** Genes encoding enzymes from the TCA cycle or involved in overflow metabolism.

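Relative to cultures without added NaCl, 2 of 7 listed genes for glutamate and glutamine were lower at 1.2 M NaCl and 1 at 1.8 M NaCl, those of glutamate synthase. The list leaves out the glutamate dehydrogenase gene bmd_1700, which was lower at all 3 salts. With median centring the calls of the list were lost. The glutamine synthetase gene glnA (bmd_4086) had a log2 of -0.25 ± 0.04 at 1.2 M NaCl and -0.15 ± 0.27 at 1.8 M NaCl (SD, n = 4), and its regulator gene glnR (bmd_4087) -0.26 ± 0.06 and 0.38 ± 0.20. The glutamate dehydrogenase genes gudB (bmd_4340) and rocG (bmd_2413) were at 0.01 ± 0.07 and 0.22 ± 0.04 at 1.2 M NaCl and were not called. Of 6 genes for polyamines, which are made from arginine, 3 were lower at 1.2 M NaCl, with speB (bmd_5177) 2.41-fold lower (log2 -1.27 ± 0.04) and speE (bmd_5178) 1.78-fold lower, and 2 at 1.8 M NaCl, with speB 2.57-fold lower. Neither list passed camera at 1.2 M NaCl (adjusted p = 0.0803 and 0.230), and the counts were the same when adjusted over the list alone. The call for speE was lost without background correction (1.74-fold), on its brightest probe, with the authors' normalized table and without 1.2 M replicate 2 (1.73-fold).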

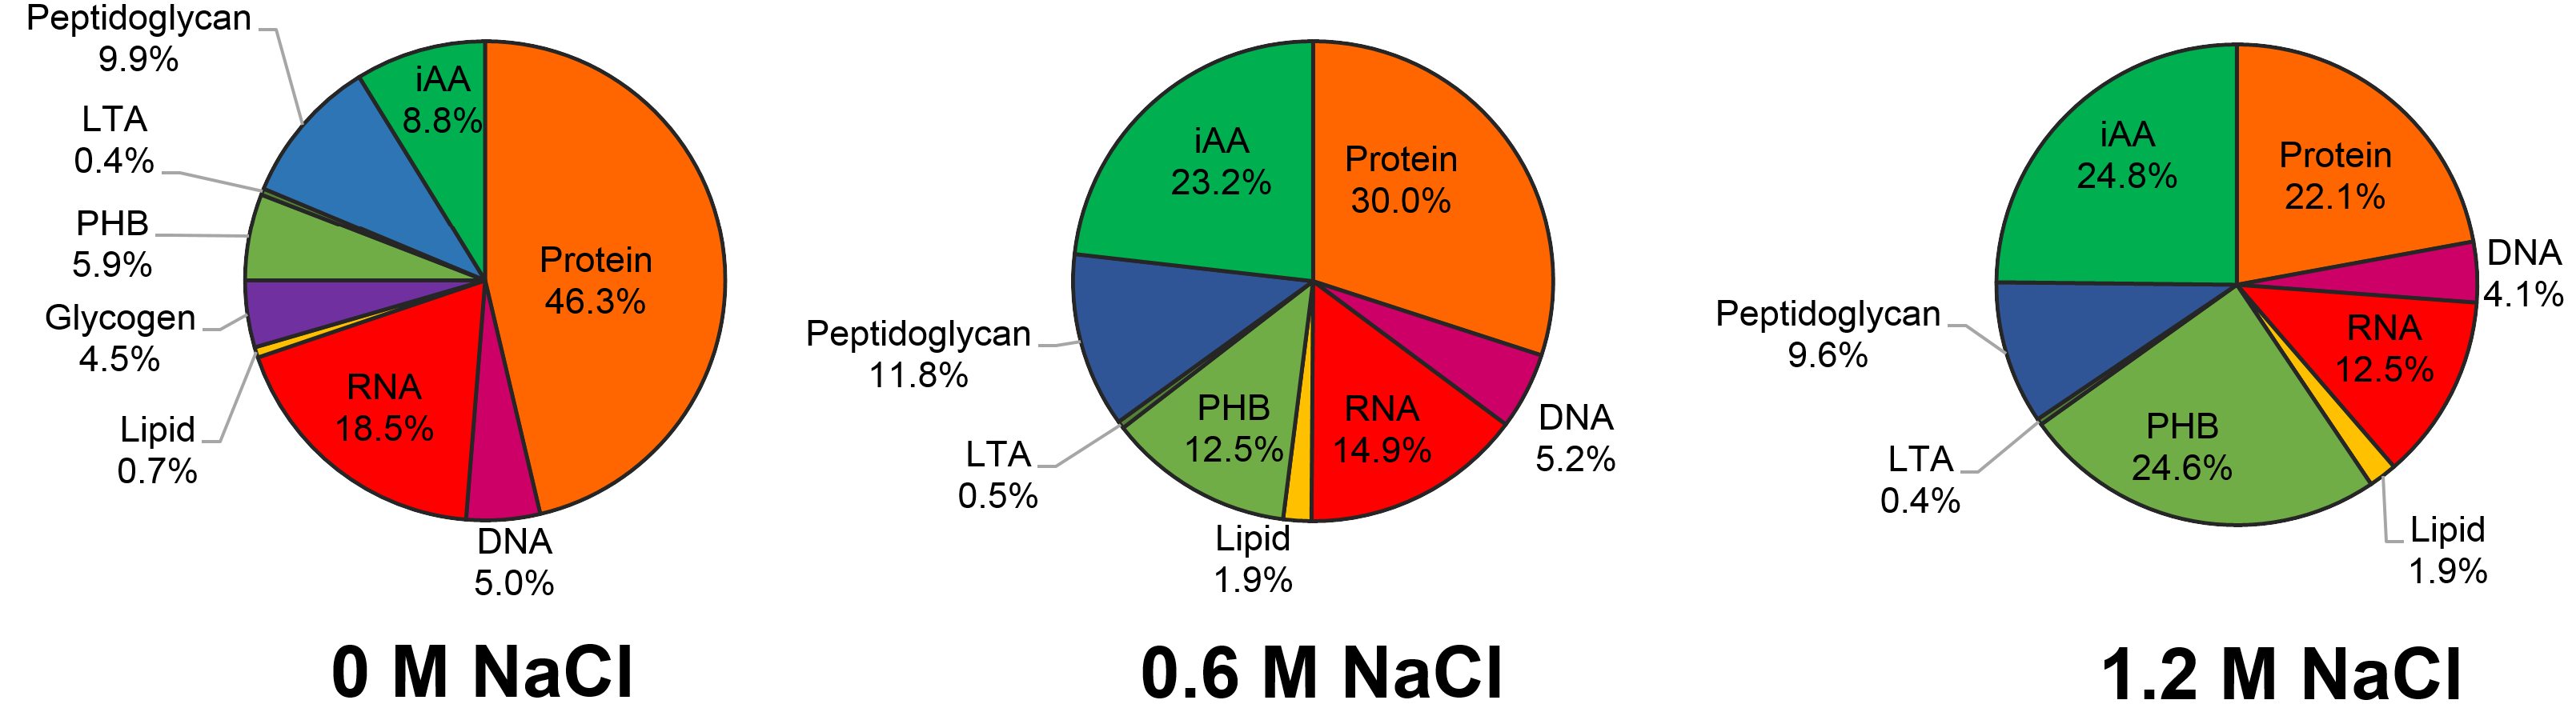

**Supplementary Figure 3: Macromolecular composition of *B. megaterium* DSM319 growing in M9 minimal medium supplemented with 0, 0.6 and 1.2 NaCl, respectively.** Protocols used for the determination of each cellular component are described above. **DNA:** deoxyribonucleic acid, **iAA:** intracellular amino acids, **LTA:** lipoteichoic acids, **PHB:** polyhydroxybutyrate, **RNA:** ribonucleic acid.

**Supplementary Figure 4: Principal component analysis (PCA) followed by hierarchical clustering (HCPC) on fold change between protein concentrations at 0.6, 1.2 and 1.8 M NaCl and their concentration in cells growing without additional NaCl supplementation.** For more clarity, BMD was replaced by B in protein names and only the 125 proteins most relevant for the PCA construction are presented. Eight key clusters can be detected. Given the important weight of the first principal component (84,93 %) and the strong dependence of the three conditions to this dimension (> 0.8), clusters described from left to right the transition from proteins whose concentration is strongly reduced (**Cluster 1**) to those whose concentration is strongly increased under salt stress (**Cluster 8**).

**2.1 Supplementary Tables**

**Supplementary Table 1: Gene expression levels in *B. megaterium* DSM319 grown with 0.6, 1.2 and 1.8 M NaCl, respectively.** Data are given as fold change (FC) of transcript concentrations compared to their values in cells grown without additional NaCl supplementation. They were obtained from microarray experiments carried out using four biological replicates for each cultivation condition. Only genes whose expression was at least 1.75-fold up- (**red**) or down-regulated (**blue**) with a p-value < 0.05 at 0.6, 1.2 and/or 1.8 M NaCl were considered as significantly regulated and listed.

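The table lists 531 genes and the fold of each salt over the control. Bold type in the converted table was taken for the colours that its legend gives to changed genes. Of the genes so marked and measured here, 41 of 42 were called at 0.6 M NaCl, 447 of 452 at 1.2 M NaCl and 300 of 300 at 1.8 M NaCl. A further 22 genes were called here at 0.6 M NaCl that the table does not list, 13 higher and 9 lower, 135 at 1.2 M NaCl, 65 higher and 70 lower, and 524 at 1.8 M NaCl, 316 higher and 208 lower. Across the 531 genes the values here and those of the table correlated at an r of 0.993, 0.996 and 0.984 at 0.6 M, 1.2 M and 1.8 M NaCl, over genes that are not independent replicates. The slope of the table's log2 values on those here was 0.901, 0.905 and 0.575, and the median absolute log2 difference at 1.8 M NaCl was 0.669, so the values at 1.8 M NaCl are larger here. With the outlier spots kept in the background fit, 12, 446 and 296 of the marked genes were called.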

**Supplementary Table 2: Modification of intracellular protein concentrations in *B. megaterium* DSM319 grown with 0.6, 1.2 and 1.8 M NaCl, respectively.** Data are given as fold change of protein concentrations compared to their values in cells grown without additional NaCl. They were obtained from LC-IMSe-measurements carried out using four biological replicates for each cultivation condition. Only proteins that were identified in at least 2 out of 3 technical replicates and 2 out of 4 biological replicates were considered for analysis. Only those whose concentration was at least 1.75-fold up- (**red**) or down-regulated (**blue**) at 0.6, 1.2 and/or 1.8 M NaCl were considered as significantly regulated.

**Supplementary Table 3: Biochemical reaction network used for flux calculation with OpenFlux.** All reactions are listed with their corresponding stoichiometry (rxnEQ), carbon atom transition (cTrans) and type. Reactions marked with an “X” indicate reactions set as free fluxes for the simulation.

**Supplementary Table 4: Comparison between measured and simulated labelling patterns of proteinogenic amino acids and intracellular polyhydroxybutyric acid when labelling data from tracer experiments with 1-13C glucose and a mixture of 50 % U-12C / 50 % U-13C as substrates are used for simulation of metabolic fluxes in cells growing in presence of 0, 0.6 and 1.2 M NaCl.** Model from Supplementary Table 3 was used for simulation with OpenFlux.

**Supplementary Table 5: Comparison between measured and simulated labelling patterns of proteinogenic amino acids and intracellular polyhydroxybutyric acid when only labelling data from tracer experiments with 1-13C glucose as substrate are used for simulation of metabolic fluxes in cells growing in presence of 0, 0.6 and 1.2 M NaCl.** Simulation with OpenFlux was performed using a modified version ofmodel from Supplemetary Table 3 where pyruvate and phosphoenolpyruvate as well as malate and oxaloacetate were considered as global pools.

**Supplementary Table 6: Precursor demand [μmol gCDW-1] for the wild-type *B. megaterium* growing in M9 minimal medium in presence of up to 1.8 M NaCl.** Pecursor demand for cells growing in M9 minimal medium supplemented with 0.3, 0.9 and 1.8 M NaCl were extrapolled from data at 0, 0.6 and 1.2 M NaCl.

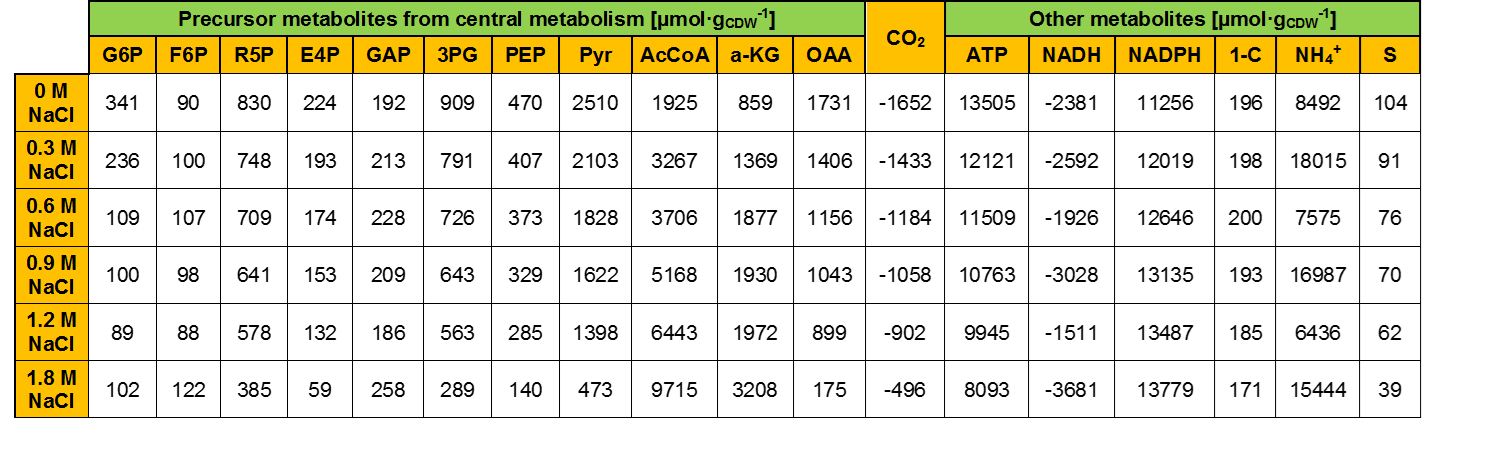

**References**

AOCS (1999). "Official method 991.39," in *Official methods and recommended practices of the AOCS,* ed. D. Firestone.5th ed (AOCS, Champaign, IL).

Benthin, S., Nielsen, J., and Villadsen, J. (1991). A simple and reliable method for the determination of cellular RNA content. *Biotechnol Tech* 5(1), 39-42. doi: 10.1007/BF00152753.

Folch, J., Lees, M., and Sloane Stanley, G.H. (1957). A simple method for the isolation and purification of total lipids from animal tissues. *J Biol Chem* 226(1), 497-509.

Fountoulakis, M., and Lahm, H.W. (1998). Hydrolysis and amino acid composition of proteins. *J Chromatogr A* 826(2), 109-134. doi: 10.1016/S0021-9673(98)00721-3.

Goldfarb, A.R., Saidel, L.J., and Mosovich, E. (1951). The ultraviolet absorption spectra of proteins. *J Biol Chem* 193(1), 397-404.

Kohlstedt, M., Sappa, P.K., Meyer, H., Maass, S., Zaprasis, A., Hoffmann, T., et al. (2014). Adaptation of *Bacillus subtilis* carbon core metabolism to simultaneous nutrient limitation and osmotic challenge: a multi‐omics perspective. *Environ Microbiol* 16(6), 1898-1917. doi: 10.1111/1462-2920.12438.

Tombs, M.P., Souter, F., and Maclagan, N.F. (1959). The spectrophotometric determination of protein at 210 millimicrons. *Biochem J* 73, 167-171.

Van Heijenoort, J., Elbaz, L., Dezelee, P., Petit, J.F., Bricas, E., and Ghuysen, J.M. (1969). Structure of the meso-diaminopimelic acid containing peptidoglycans in *Escherichia coli* B and *Bacillus megaterium* KM. *Biochemistry* 8(1), 207-213. doi: 10.1021/bi00829a030.

Vollmer, W., Blanot, D., and de Pedro, M.A. (2008). Peptidoglycan structure and architecture. *FEMS Microbiol Rev* 32(2), 149-167. doi: 10.1111/j.1574-6976.2007.00094.x.

Wolf, P. (1983). A critical reappraisal of Waddell's technique for ultraviolet spectrophotometric protein estimation. *Anal Biochem* 129(1), 145-155. doi: 10.1016/0003-2697(83)90062-3.

How the deposited data were processed for this re-analysis (not part of the article)

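The data are 12 two-colour Agilent arrays of *B. megaterium* DSM319, 4 at each of 0.6 M, 1.2 M and 1.8 M NaCl. On each array the RNA of the salt culture was labelled with Cy3 and that of the culture without added NaCl with Cy5, with no dye swap, so a dye effect of a gene cannot be told from a salt effect. Whether one control culture served several salts is not stated in the article, its supplement or the sample labels. The 8 arrays at 0.6 and 1.2 M NaCl are on slide 1 and the 4 at 1.8 M NaCl on slide 2, so 1.8 M NaCl cannot be told apart from the slide and its scan.

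The authors deposited 3 kinds of file. The scanner files of Feature Extraction (version 10.7.3.1) hold, as the authors deposited them, intensity values per spot and dye: mean signals and local background without normalization, and processed signals that Feature Extraction had background-corrected and dye-normalized. The authors' normalized table holds log2 ratios per probe and array, in which 16 damaged cells that had lost their decimal point were left out here. The authors' lists per salt hold the median log2 ratio of each gene over its probes, with p-values as lists. How the authors corrected the background and normalized their log2 values is not stated.

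The values given here were computed from the scanner files with R (version 4.3.3) and limma (version 3.58.1). Spots that Feature Extraction had marked as outliers were left out. Control spots (627 per array), unless so marked, stayed in the background fit and had no weight in the loess fit. They were left out after it, and so were 18 further spots that are not genes of the strain. The background was corrected by normexp with an offset of 50, and each array was normalized by loess. Spots of a probe and then probes of a gene were averaged, giving log2 ratios of salt over control for 5123 genes with a value on all arrays (5124 on the array). Leaving outlier spots out before the background fit, rather than after it, was decided only after the counts had been seen: with these spots in the fit, the SD of the gene log2 ratios was 0.0537 in place of 0.686 for 1.8 M replicate 2 and 0.454 in place of 0.772 for replicate 4. The counts with these spots kept, and many of the folds and calls, are given as an alternative.

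One linear model with a coefficient per salt was fitted to all 12 arrays, with moderated t-tests (eBayes) and adjusted p-values by Benjamini and Hochberg over all genes. A gene was called, and is described as higher or lower, at an adjusted p under 0.05 and a fold of at least 1.75, the thresholds of the study. Differences between salts were tested as contrasts in the same fit, at the same thresholds. Errors are SD over 4 arrays, and those of contrasts are standard errors. Overlaps were set beside those of independent lists and of 20 simulations of unchanged genes measured against shared controls. The simulations assumed that arrays of equal replicate number share a part of the spread as large as the part of their own, which was not measured.

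Gene lists (51, of which 10 were chosen by the study) were written before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over lists and salts, with an estimated correlation and fry as alternatives. The article was known when they were written. Lists not chosen by the study can still cover pathways that the article reports as changed on these arrays. For those pathways the tests are not independent evidence. Principal components were computed on the centred values of all genes.

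The genes named follow a rule written before the data were examined, when the values of Table S1 of the article had been read. It takes the genes whose transcripts the article names, the 10 largest rises and falls at each salt among calls of the same direction on all 4 arrays, the 5 largest differences in each direction between salts, and up to 4 members of each gene list with the largest change. It gives 375 genes, 122 of them named by the article.

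Spots well above background made up 82.7% to 99.5% of a channel on slide 1, apart from the Cy3 channel of 0.6 M replicate 2 at 7.78%, and 55.3% to 77.9% on slide 2. At 1.8 M NaCl 567 genes were near background in both channels, and of the 997 genes called there 11 were dim in the salt channel and 36 in the control channel. Where one channel was near background, the fold of a called gene is given as a lower bound, and where both were, or the gene was not called, no fold is given. Of the genes, 4817 have 3 probes, 269 have 2 and 38 have 1, and genes whose probes differ by more than 1 in log2 are marked in the text.

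The steps were tested on simulated data of the same size. At 1.2 and 1.8 M NaCl 100% of 100 genes changed 2-fold or 4-fold were recovered and 1 of 4923 unchanged genes was called. Of 200 unchanged lists of 20 genes 0 were called at an unadjusted p under 0.05. The simulated spots had the same signal level on every array, and genes varied independently. The dim slide, the nearly blank channel, dye or slide effects and correlated genes were therefore not simulated. These values do not tell how many changed genes are found at 1.8 M NaCl, or how camera behaves on lists of correlated genes.

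The alternatives were no background correction, the processed signals of Feature Extraction, median centring, quantile normalization of the mean intensities between arrays, which leaves the log2 ratios as they are, the authors' normalized table, the brightest probe of a gene, a filter on dim probes, array weights, no moderation, a separate fit per salt, a replicate block, other thresholds, and leaving out each array in turn. Keeping the outlier spots in the background fit was added after the data were seen. Slide as a block was tried for the difference between 0.6 and 1.2 M NaCl, where its coefficient could not be estimated, and it cannot be fitted for 1.8 M NaCl, which is alone on its slide. Figures were drawn with Python (version 3.11.15) and matplotlib (version 3.10.9).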

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

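The tests of the blank channel, of smaller changes at 0.6 M NaCl, of slide and scan and of the sign patterns were chosen only after the result was seen, and the brightness test and the splits of the arrays before it.

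In 0.6 M replicate 2, 7.78% of the spots were well above background in the salt channel, far below the other arrays of that salt. The SD of its gene log2 ratios was 0.0901, and its highest correlation with another array of the salt was 0.0823. It stood apart from the other 3 arrays in 27 of the named genes called at 0.6 M NaCl and in the mean of 17 gene lists. In 1.2 M NaCl replicates 1, 2, 3 and 4 stood apart in 1, 6, 3 and 3 named genes, and replicates 1 and 2 in 2 and 3 lists. In 1.8 M NaCl replicates 1, 2, 3 and 4 stood apart in 6, 3, 1 and 1 named genes, and replicates 1 and 2 in 5 and 1 lists. Chance gives such a mark to about 1 in 20 groups.

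The response differed between salts in a test of the difference itself for 436 genes between 0.6 and 1.2 M NaCl, 269 between 1.2 and 1.8 M NaCl and 862 between 0.6 and 1.8 M NaCl. In opposite directions were called 1 gene at 0.6 and 1.2 M NaCl (bmd_1898), 8 at 0.6 and 1.8 M NaCl (bmd_0516, bmd_1513, bmd_1799, bmd_1892, bmd_1893, bmd_1898, ohrB and bmd_3242) and 4 at 1.2 and 1.8 M NaCl (bmd_0309, bmd_1027, bmd_2007 and prsA). From 1.2 to 1.8 M NaCl the log2 ratio of bmd_2191 changed by -4.32, of bmd_1027 by -3.05, of bmd_1028 by -3.04 and of bmd_0309 by -2.96. Genes that Table S1 of the paper does not list were called as well, 22 at 0.6 M NaCl, 135 at 1.2 M NaCl and 524 at 1.8 M NaCl.

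Fewer genes were called at 0.6 than at 1.2 M NaCl (71 and 592). The nearly blank channel is not the whole cause, since 155 genes were called without that array, still fewer than 592. Smaller changes at the lower salt remain a candidate explanation: without the blank array, genes called at 1.2 M NaCl showed a median share of 0.336 of their change at 0.6 M NaCl, on the same slide. These genes were picked by their call at 1.2 M NaCl, so the share is not that of all genes; over all genes the SD of the changes shared by arrays was 0.603 of that at 1.2 M NaCl. For the difference between these salts, 1 of 35 splits of the 8 arrays, the real one, gave as many calls (436, and 0 in the highest of the others). This is the smallest share that 35 splits can give. It concerns genes that differ between the salts, not the smaller count of calls against the control at 0.6 M NaCl. For the calls at each of the 3 salts against 0, the 8 sign patterns of 4 arrays are too few to tell (real 71, 592 and 997; highest other 70, 0 and 4; 1 pattern as large for each).

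More genes were called at 1.8 than at 1.2 M NaCl (997 and 592). If dim signal on slide 2 were the whole cause, the excess would be absent among bright genes, but among the 2561 brighter genes the ratio of calls was 1.61 (793 and 493; 1.52 to 1.70 without 1 array). With the outlier spots kept in the background fit this ratio was 0.885 and the counts were 473 and 582, so the pattern itself depends on a setting chosen after the data were seen. Salt, slide and scan cannot be told apart, because 0 slides hold arrays of both salts, and a biological difference between these salts stays open and untested. For the differences of 1.2 and 1.8 M NaCl and of 0.6 and 1.8 M NaCl, 1 of 35 splits gave as many calls, with 2 and 0 in the highest of the others (269 and 862 real), but these splits follow the slide too, so a slide effect is not excluded by them.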

How the results depend on the processing

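Keeping the outlier spots in the background fit was chosen after seeing the data, and leaving out the array with the nearly blank channel was set beforehand only as part of leaving out each array in turn. For each value below the cause was not tested unless stated.

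At 0.6 M NaCl 71 genes were called. The count was 41 with no background correction, 276 with the processed signals of Feature Extraction, 1289 with median centring, 42 with the authors' normalized table, 0 with a separate fit per salt, 153 with array weights, 898 with no fold threshold (which only widens the call) and 29 with the outlier spots kept. Leaving out 1 array gave 0 to 155 genes, 0 without 0.6 M replicate 1 or 3, 1 without replicate 4 and 155 without the nearly blank replicate 2. At 1.2 M NaCl (592) the processed signals gave 902 and no fold threshold 2794, and leaving out 1 array gave 574 to 605. At 1.8 M NaCl (997) these gave 1750 and 3297, the kept outlier spots 473, all of them among the 997, and leaving out 1 array 941 to 1066. Genes called at both 1.2 and 1.8 M NaCl (489) moved to 2103 with no fold threshold, and leaving out 1 array gave 476 to 501. Genes called at all 3 salts (38) moved to 111 with the processed signals, 102 with median centring, 0 with a separate fit, 65 with array weights, 534 with no fold threshold and 1 with the outlier spots kept, and leaving out 1 array gave 0 to 68.

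Of the differences between salts, that of 0.6 and 1.2 M NaCl (436) moved to 273 with median centring and 1508 with no fold threshold. That of 1.2 and 1.8 M NaCl (269) moved to 711 with the processed signals, 439 with median centring, 1492 with no fold threshold and 78 with the outlier spots kept. That of 0.6 and 1.8 M NaCl (862) moved to 1683, 2586, 2649 and 216. Leaving out 1 array gave 414 to 446, 248 to 340 and 825 to 938. With a replicate block the counts were 71, 592, 997, 438, 269 and 863, and whether the replicate numbers pair the arrays is not settled, as 3 of 12 pairs of equal number had an r over 0.1 and 3 matched best by their own number. Of 150 tests of lists 75 passed with camera, 0 with an estimated correlation, 109 with fry and 71 with the outlier spots kept. The first principal component held 63.3% of the variance, 51.5% with the processed signals, 76.4% with median centring and 60.5% with the outlier spots kept.

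Median centring turned the means of these lists at 0.6 M NaCl: purine synthesis -1.49, pyrimidine synthesis -1.36, branched-chain amino acid synthesis -1.60, aromatic amino acid synthesis -0.67, TCA cycle -1.10, iron-sulfur cluster assembly -1.29, methionine salvage -0.95, ATP synthase -1.88, riboflavin, thiamine and biotin synthesis -1.15, fatty acid synthesis -0.83, polyhydroxybutyrate -1.35, DNA repair -0.48, nitrate, urea and ammonium -0.17. At 1.2 M NaCl it turned TCA cycle -0.028 and iron-sulfur cluster assembly -0.070. The genes it turned at 0.6 M NaCl were bmd_0417 -1.06, bmd_0478 -1.15, bmd_1214 -1.90, bmd_1215 -2.00, bmd_1216 -1.88, bmd_1234 -1.03, bmd_1350 -1.44, bmd_1898 -0.13, bmd_2055 -1.82, bmd_2056 -1.89, bmd_2606 -0.89, bmd_3216 -1.04, bmd_3218 -0.85, bmd_4086 -1.98, bmd_4502 -1.83, bmd_4976 -1.46, bmd_4977 -1.63, bmd_4978 -1.59, bmd_4979 -1.58, bmd_4980 -1.59, and at 1.2 M NaCl bmd_4755 -0.085 and bmd_4978 -0.0019. Lists that passed and then no longer did also changed sign: sodium and proton antiport at 0.6 M NaCl (-0.024) and polyhydroxybutyrate at 1.2 M NaCl (-0.072) with median centring, and aromatic amino acid synthesis at 0.6 M NaCl (-0.039) with the processed signals. Means and genes called under neither setting changed sign under several settings. The values at 0.6 M NaCl with median centring include the nearly blank replicate 2, whose median signal was 91.9 in Cy3 and 883 in Cy5. Median centring without this array was not run. The median of all genes moved by over 0.1 with the processed signals at 0.6 M NaCl, to -0.15.

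Signal over background limits the results at 1.8 M NaCl, where 567 genes were near background in both channels. The filter on dim probes, the brightest probe and no moderation left every count of calls within 1.5 times, and quantile normalization of mean intensities between arrays leaves the log2 ratios unchanged by construction.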

Differences from the paper's values

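For each value below, the alternatives set before the data were examined under which the value here falls within the paper's are named, and under the others it does not. A value falls within the paper's when neither is more than 1.5 times the other, or when they differ by no more than the replicate SD. Keeping the outlier spots in the background fit was chosen after seeing the values, and it drops 4 of the 300 genes that the paper marks as changed at 1.8 M NaCl (bold type, taken for the colours of its legend), 6 of 452 at 1.2 M NaCl and 30 of 42 at 0.6 M NaCl. The counts are set beside the paper's at its stated thresholds of 1.75-fold and a p of 0.05, though which adjustment its p had is not stated for the counts.

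The paper gives 43 genes changed at 0.6 M NaCl, against 71 here. The value falls within the paper's with no background correction (41), with the authors' normalized table (42) and with no moderation (63), and also with the outlier spots kept (29). For 1.8 M NaCl the paper shows about 300 genes in Fig. 1, read by eye, against 997 here, within it under no alternative, the kept outlier spots (473) included; the list that the authors deposited for this salt holds 1065 genes at 1.75-fold or more. For genes changed at both 1.2 and 1.8 M NaCl the paper gives 212, against 489 here, within it under no alternative. For genes changed at all 3 salts Fig. 1 of the paper shows about 24, read by eye, against 38 here, within it with no background correction (27), with the authors' normalized table (28) and with no moderation (33).

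The values here are the largest over the salts and, apart from that of phaP, all at 1.8 M NaCl. The paper's text gives its largest values over several salts, and in its Table S1 those of proB, putC, pox, proH, lytF and cwlO are at 1.2 M NaCl, so for these genes and their groups unlike salts stand side by side. The folds here at 1.2 M NaCl are 3.36 for proB, 6.12 for putC, 2.91 for pox, 11.2 for proH, 5.87 for lytF and 6.68 for cwlO, each within the value in the paper's text. The largest fall of proB, proA and proI is 3-fold in the paper and 5.11-fold here, within it with median centring and with the outlier spots kept. The largest rise of opuE, putC and putB is 5-fold in the paper and 9.50-fold here, within it only with the outlier spots kept, which also holds for pox (bmd_1131), the paper's 2.5-fold for 1.2 and 1.8 M NaCl against 5.25-fold (2.91-fold at 1.2 M NaCl), for the SigB regulon, the paper's 12-fold against 22.7-fold, and for bmd_3215, the paper's 4-fold against 11.4-fold. The fall of fumC is 3-fold in the paper and 5.25-fold here, within it with median centring and with the outlier spots kept. The SigB operon rises up to 1.8-fold in the paper and 2.76-fold here, within it with the processed signals of Feature Extraction, without 1.8 M replicate 1 and with the outlier spots kept. The named cell wall genes fall up to 5-fold in the paper and 8.44-fold here, within it with no background correction, with median centring and with the outlier spots kept. For putC, proH, proJ and proA* the paper's 10.4-fold stands against 16.9-fold, within it with the authors' normalized table, without 1.8 M replicate 1 and with the outlier spots kept. For lytF, bmd_2442, bmd_1096 and bmd_3174 the paper's 4.4-fold stands against 8.44-fold, within it with no background correction and with the outlier spots kept. For phaP at 0.6 M NaCl the paper's text gives 2.2-fold, against 1.29-fold here, within it under no alternative. Table S1 of the paper gives 1.29-fold there and 2.17-fold at 1.2 M NaCl, so the difference is with its text. That text speaks of the PhaP enzyme, so its folds may be those of the protein and not of the transcript. Whether the salts in that text are shifted is open too.

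Table S1 of the paper gives folds for 90 of the named genes per salt. At 0.6 and 1.2 M NaCl 0 of them differ, and at 1.8 M NaCl 45 do, all larger here, and all 45 fall within the paper's values with the outlier spots kept. The paper's fold and the fold here at 1.8 M NaCl, with falls negative, are as follows.

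The paper's value comes first for each gene: proH (bmd_2243) 6.44 and 14.5; proJ (bmd_2244) 5.9 and 16.9; proA (bmd_2245) 4.88 and 10.1; proA (bmd_5223) -2.69 and -5.11; proB (bmd_5224) -2.49 and -5.07; putC (bmd_3813) 3.49 and 9.50; putB (bmd_3814) 1.84 and 3.62; opuE (bmd_1401) 2.39 and 5.62; bmd_3405 2.39 and 4.41; gbsA (bmd_5093) 2.25 and 5.13; gbsB (bmd_5094) 2.17 and 4.54; bmd_1131 2.26 and 5.25; acsA (bmd_4798) 1.93 and 3.45; odhB (bmd_2925) 3.4 and 5.14; fumC (bmd_2279) -2.52 and -5.25.

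Further values, again the paper's first: rsbX (bmd_0230) 1.68 and 2.57; bmd_1994 2.39 and 5.91; bmd_1557 12.05 and 22.7; bmd_1546 3.32 and 9.07; bmd_1041 1.73 and 2.66; bmd_5086 3.62 and 7.93; bmd_3493 3.22 and 7.47; bmd_3215 4.2 and 11.4; bmd_4048 2.62 and 6.33; bmd_4051 3.86 and 10.1; bmd_4052 4.11 and 11.2; yusV (bmd_4997) 2.04 and 3.28; yfhA (bmd_4998) 2.27 and 3.90; yfiZ (bmd_4999) 2 and 3.30; met (bmd_1578) -1.86 and -3.88.

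Further values, again the paper's first: met (bmd_1580) -1.86 and -3.47; metN (bmd_1579) -1.67 and -3.07; tcyC (bmd_0545) -2.02 and -3.36; tcyA (bmd_0547) -2.62 and -5.55; uppP (bmd_0452) -1.74 and -2.86; lytE (bmd_1065) -1.78 and -3.30; bmd_1096 -2.49 and -6.21; ponA (bmd_1383) -1.77 and -2.72; lytF (bmd_1625) -3.02 and -8.44; cwlO (bmd_2460) -2.56 and -5.07; bmd_2442 -2.76 and -7.85; bmd_3174 -2.41 and -5.92; bmd_1892 -1.87 and -3.31; bmd_1893 -1.94 and -3.55; bmd_1898 -3.73 and -5.98.

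Of the alternatives set before the data were examined, these bring a gene of Table S1 within the paper's value: the processed signals of Feature Extraction for bmd_0230, bmd_1041; authors' normalized table for bmd_0230, bmd_0545, bmd_1383; the brightest probe of a gene for bmd_5223, bmd_0230; median centring for bmd_5223, bmd_2925, bmd_1580, bmd_0545, bmd_0452, bmd_1383, bmd_2460, bmd_1892, bmd_1893, bmd_1898; no background correction for bmd_1383, bmd_1892; without 1.8 M replicate 1 for bmd_2925, bmd_0230, bmd_0545, bmd_0452, bmd_1383, bmd_1898; without 1.8 M replicate 3 for bmd_2925, bmd_1041, bmd_4997, bmd_1892.

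The paper has more genes changed at 1.2 than at 1.8 M NaCl, and here 592 and 997 genes were called, in the reverse order, with 582 and 473 when the outlier spots were kept. The paper counts copA among the genes raised at 0.6 M NaCl; here it was not called with all arrays and was called without 0.6 M replicate 2, at 2.00-fold, and with the brightest probe of a gene (log2 0.89), while copZ and bmd_1894 were called. The paper describes the SigB operon and predicted members of the SigB regulon as higher at salt above 0.6 M NaCl; here rsbV and dps were higher at 1.8 M NaCl and not called at 1.2 M NaCl (log2 0.80 and 0.57). The gene rsbV was called at 1.2 M NaCl with the brightest probe of a gene (log2 0.86), with the authors' normalized table (0.81), without 1.2 M replicate 3 (0.82) and without replicate 4 (0.84), and dps under no alternative.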

Other observations

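The tests in this part were chosen only after the result was seen.

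The folds at 1.8 M NaCl in Table S1 of the paper are smaller than in the list that the authors deposited for this salt, while those at 0.6 and 1.2 M NaCl equal the deposited lists. One candidate explanation is a background fit that keeps the outlier spots: under it the median absolute log2 difference from Table S1 was 0.196, against 0.669 with the values given here. This does not decide it, since the difference at 1.2 M NaCl, where the deposited list equals the table, was already 0.0812. Leaving out arrays is argued against, as the best of 15 subsets of the deposited columns still differed by 0.623. No biological explanation was tested.

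Further lists of genes were counted at the same thresholds, with none of them passing camera with an estimated correlation. Of 40 flagella genes 11 were higher at 1.2 M NaCl, and 17 were higher and 1 lower at 1.8 M NaCl, with 6 of these 18 calls left when the outlier spots were kept. Of 16 genes for cobalamin synthesis 2 were lower at 1.2 M NaCl, and 10 were higher and 3 lower at 1.8 M NaCl, with 11 of these 13 calls left when the outlier spots were kept. Of 11 genes for fatty acid degradation 5 were higher at 1.2 M NaCl, with 2 left without background correction, and 5 at 1.8 M NaCl, with 2 left when the outlier spots were kept. Of 7 cold shock genes, a list chosen by the study, 3 were lower at 1.2 M NaCl, with 1 left without background correction or with median centring, and 4 were higher and 1 lower at 1.8 M NaCl. Of 11 genes for nitrate, urea and ammonium 7 were lower at 1.8 M NaCl, with 0 left when the outlier spots were kept.

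Of further lists, 4 of 7 genes of the SigW operon and envelope stress were higher at 1.2 M NaCl, with 2 left without background correction or with median centring, and 0 at 1.8 M NaCl. Of 19 genes of the respiratory chain 8 were higher and 1 lower at 1.8 M NaCl, and of 19 for aromatic amino acids 6 were higher and 1 lower, with 3 and 0 of these calls left when the outlier spots were kept. Of 20 genes for riboflavin, thiamine and biotin 7 were higher and 1 lower at 1.8 M NaCl (adjusted p = 0.00515, camera, and 0.324 with an estimated correlation). Of 22 tRNA ligase genes 5 were lower at 1.8 M NaCl (adjusted p = 0.000487 and 0.324), and of 53 ribosomal protein genes 1 was higher and 3 lower (adjusted p = 4.09e-05 and 0.407). When the outlier spots were kept, 3, 1 and 0 of the calls of these 3 lists were left, and with median centring 1, 0 and 0, where the lists for vitamins and tRNA ligases did not pass camera (adjusted p = 0.306 and 0.281). Of 17 DNA repair genes 3 were higher at 1.8 M NaCl. No gene was called at any salt among 43 for sporulation, 9 for ATP synthase and 10 for phosphate uptake.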
